# *In vivo* investigation of Lcr35^®^ anti-candidiasis properties in *Caenorhabditis elegans* reveals the involvement of highly conserved immune pathways

**DOI:** 10.3389/fmicb.2022.1062113

**Published:** 2022-12-23

**Authors:** Cyril Poupet, Étienne Rifa, Sébastien Theil, Muriel Bonnet, Philippe Veisseire, Guillaume Cardin, Élise Guéret, Stéphanie Rialle, Christophe Chassard, Adrien Nivoliez, Stéphanie Bornes

**Keywords:** *Caenorhabditis elegans*, probiotic, LBM, candidiasis, host response, mechanisms of action

## Abstract

Lactic acid bacteria, including the microorganisms formerly designated as *Lactobacillus*, are the major representatives of Live Biotherapeutic Microorganisms (LBM) when used for therapeutic purposes. However, in most cases, the mechanisms of action remain unknown. The antifungal potential of LBM has already been demonstrated using preclinical models (cell cultures, laboratory animals). Understanding their mechanisms of action is strategic for the development of new therapeutics for humans. Here, *Caenorhabditis elegans* was used as an *in vivo* model to analyze pro-longevity, anti-aging and anti-candidiasis effects of the LBM *Lacticaseibacillus rhamnosus* (formerly *Lactobacillus rhamnosus*) Lcr35^®^. A high-throughput transcriptomic analysis revealed a specific response of *C. elegans* depending on whether it is in the presence of the LBM *L. rhamnosus* Lcr35^®^ (structural response), the yeast *Candida albicans* (metabolic response) or both (structural and metabolic responses) in a preventive and a curative conditions. Studies on *C. elegans* mutants demonstrated that the p38 MAPK (*sek-1*, *skn-1*) and the insulin-like (*daf-2*, *daf-16*) signaling pathways were involved in the extended lifespan provided by *L. rhamnosus* Lcr35^®^ strain whereas the JNK pathway was not involved *(jnk-1)*. In addition, the anti *C. albicans* effect of the bacterium requires the *daf-16* and *sek-1* genes while it is independent of *daf-2* and *skn-1*. Moreover, the anti-aging effect of Lcr35^®^, linked to the extension of longevity, is not due to protection against oxidative stress (H_2_O_2_). Taken together, these results formally show the involvement of the p38 MAP kinase and insulin-like signaling pathways for the longevity extension and anti-*Candida albicans* properties of Lcr35^®^ with, however, differences in the genes involved. Overall, these findings provide new insight for understanding the mechanisms of action of a probiotic strain with antimicrobial potential.

## 1. Introduction

Microorganisms with probiotic potential are especially known for their role in gut homeostasis (van Baarlen et al., 2013) and in enhancing host immunity (Lazar et al., 2018). Initially defined by the World Health Organization (WHO) and the Food and Agriculture Organization of the United Nations (FAO) as ‘live microorganisms, which, when administered in adequate amounts, confer a health benefit on the host’ (FAO and WHO, 2001), these have traditionally been isolated from the commensal microbiota of human gastrointestinal tract (Sornplang and Piyadeatsoontorn, 2016) or from fermented products such as dairy products (Mohammed and Çon, 2021). From a regulatory standpoint, their harmlessness to humans has enabled them to be considered as Generally Regarded as Safe (GRAS) by the United States Food and Drug Administration (FDA) or as Qualified Presumption of Safety (QPS) by the European Food Safety Authority (EFSA; Martín and Langella, 2019). With the expansion of molecular methods for the diagnosis and characterization of pathological disorders, the importance of microbiota balance in a host in promoting health has become evident. Therefore, innovative therapeutic practices have been developed such as the use of living microorganisms to restore a satisfactory microbiota balance. The American and European regulatory authorities, *via* the FDA and the European Pharmacopeia have recently designated these new medicinal products as Live Biotherapeutic Products (LBPs; Rouanet et al., 2020). An LBP, as defined by the FDA Center for Biologics Evaluation and Research (CBER), is ‘a biological product that: (1) contains live organisms, such as bacteria; (2) is applicable to the prevention, treatment, or cure of a disease or condition of human beings; and (3) is not a vaccine’ (Dreher-Lesnick et al., 2017). On the other hand, the European Pharmacopeia defines them as “medicinal products containing live microorganisms (bacteria or yeasts) for human use” (Rouanet et al., 2020).

The first investigations performed on lactic acid–producing bacteria (LAB) and their health effects in humans by Metchikoff (1908) suggested that their ingestion improved host health. Most studies concerning probiotic LABs have shown their beneficial effects using *in vitro* models but lack insight into the potential mechanism of action (Metchikoff, 1908).

*Caenorhabditis elegans* is a small soil nematode that primarily feeds on bacteria. It is widely used as an experimental system for various biological research studies including aging, bacterial infection, and immunological response, because of their morphological simplicity, suitability for genetic analysis, ease of maintenance in the laboratory, and short lifespan and reproductive cycle (Meneely et al., 2019; Poupet et al., 2019a,b).

Due to its genetic and protein proximity to humans (Lai et al., 2000), the *C. elegans* model allows experiments to be carried out in order to characterize the interactions between different microorganisms and a host. It has already been used to study the pathogenicity mechanisms of *Candida albicans* (Elkabti et al., 2018; Feistel et al., 2019). Pukkila-Worley and colleagues discovered and characterized the antifungal response put in place by the worm upon contact with the yeast. This response involves the expression of genes encoding for antifungal immune factors (*fipr-22*, *fipr-23*) but also detoxification enzymes (*trx-3*). They also demonstrated that part of these antimicrobials was dependent on the p38 MAPK signaling pathway, a pathway that is highly conserved in the animal kingdom (Pukkila-Worley et al., 2011). However, few studies have been conducted with the nematode on the use of probiotic microorganisms for the treatment of *C. albicans* fungal infection (de Barros et al., 2017; Poupet et al., 2019a,b,c).

Precedent *in vitro* investigations of Nivoliez et al. (2012) revealed a high killing rate of *C. albicans* induced by *Lacticaseibacillus rhamnosus* (formerly *Lactobacillus rhamnosus*) Lcr35^®^. The authors demonstrated that although *L. rhamnosus* Lcr35^®^ adheres little to epithelial cells, it favorably allows the restoration of commensal microbiota (Petricevic and Witt, 2008; Yeom et al., 2015). Until now, the molecular mechanisms responsible for the anti-pathogenic activity of *L. rhamnosus* Lcr35^®^ have been little described in the literature. The work of Dausset et al. (2020) was interested in the mechanisms of action of Gynophilus, a Live Biotherapetic Product (LBP) containing *L. rhamnosus* Lcr35^®^ and sodium thiosulfate, an excipient of the product which potentiate the anti-*Candida* activity. Thanks to a volatolomic analysis, the authors thus managed to demonstrate the production of a sulfur metabolite, S-methylthioacetate, with fungicidal activity and whose synthesis by *L. rhamnosus* Lcr35^®^ is strongly induced by sodium thiosulfate (Dausset et al., 2020). Although reaching a milestone in the understanding of the mechanism of action, these results did not allow for the moment to describe the molecular anti *Candida albicans* mechanisms set up by the native strain of *L. rhamnosus* Lcr35^®^. The establishment of animal models sufficiently close to humans is therefore necessary in order to characterize them.

In our previous studies, the probiotic properties of *L. rhamnosus* Lcr35^®^ were highlighted in the nematode *C. elegans* model. We have demonstrated that *L. rhamnosus* Lcr35^®^ induces a significant increase in the longevity of the nematode when it was fed with this bacterium. We hypothesized that this increase in longevity was related to activation of the transcription factor FOXO DAF-16. On the other hand, we did not note any impact of the bacterial strain on the growth of the nematode (Poupet et al., 2019c). When we simulated a preventive or a curative approach using probiotic against fungal infection with *Candida albicans* in *C. elegans*, *L. rhamnosus* Lcr35^®^ provided effective protection of the host against candidiasis. A significant increase in longevity has been shown in these fungal infection conditions, although the presence of yeast in the digestive tract of the worm has been detected (Poupet et al., 2019a,b,c). Using preliminary mechanistic analysis, we hypothesized that preventive therapy appeared to suppress the immune response of the nematode with repression of genes encoding antimicrobial peptides as well as the p38 MAPK pathway, suggesting the yeast no longer appeared to be detected by the worm immune system. Conversely, during a curative treatment, we observed the stimulation of host immunity. These two works contributed to demonstrate the relevance of the nematode model to study the interactions between different microorganisms but also with a host, here between a bacterium, a yeast and a metazoan.

In this paper, we focused on the study of the mechanisms of action allowing explaining the preventive probiotic properties of *L. rhamnosus* Lcr35^®^ including the pro-survival and anti-*Candida albicans* activities. For this, the invertebrate model *Caenorhabditis elegans* was used to characterize the signaling pathways of the host involved in the response to the ingestion of a probiotic strain and/or a pathogenic *C. albicans* strain. This response was assessed by conducting a global transcriptomic analysis by high throughput sequencing of messenger RNAs from *C. elegans* after probiotic or *C. albicans* ingestion or in prophylactic and curative conditions. This analysis was completed by the study of longevity and survival to the infection of mutant worms to identify key genes necessary for *L. rhamnosus* Lcr35^®^ probiotic effects. Also, we challenged *C. elegans* with a hydrogen peroxide treatment in order to determine if *L. rhamnosus* Lcr35^®^ provide a protection to the host. Indeed, some authors showed a causal relationship between probiotics, oxidative stress and longevity (Grompone et al., 2012; Senchuk et al., 2018). The works presented here represent the first study highlighting the anti *C. albicans* mechanisms of action of a *Lacticaseibacillus* using the invertebrate model *C. elegans*. Also, no vertebrate animals were used for experimental purposes.

## 2. Materials and methods

### 2.1. Microbial strains and growth conditions

The *E. coli* OP50 strain was provided by the *Caenorhabditis* Genetics Center (Minneapolis, MN, United States) and was grown on Lysogeny Broth (LB, Miller’s Modification) (Conda, Madrid, Spain) at 37°C overnight. The *L. rhamnosus* Lcr35^®^ strain was provided by biose^®^ Industrie (Aurillac, France) and was grown in de Man, Rogosa, Sharpe (MRS) broth (bioMérieux, Marcy l’Etoile, France) at 37°C overnight. *C. albicans* ATCC^®^ 10231™ was grown in yeast peptone glucose (YPG) broth pH 6.5 (per L: 10 g yeast extract, 10 g peptone, 20 g glucose) at 37°C for 48 h. Microbial suspensions were spun down for 15 min at 4,000 rpm (Rotofix 32A, Hettich Zentrifugen, Tuttlingen, Germany) and washed with M9 buffer (per L: 3 g KH_2_PO_4_, 6 g Na_2_HPO_4_, 5 g NaCl, 1 ml 1 M MgSO_4_) to obtain a final concentration of 100 mg/ml.

### 2.2. *Caenorhabditis elegans* maintenance

*Caenorhabditis elegans* N2 (wild-type), CB1370 (*daf-2*(e1370) III), GR1307 (*daf-16*(mgDf50) I), KU4 (*sek-1*(km4) X), LG333 (*skn-1*(zu135) IV; gels7) and VC8 (*jnk-1*(gk7) IV) strains were acquired from the *Caenorhabditis* Genetics Center. The nematodes were grown and maintained at 20°C (15°C for the CB1370 strain) on nematode growth medium (NGM) (per L: 3 g NaCl; 2.5 g peptone; 17 g agar; 5 mg cholesterol; 0.11 g CaCl_2_; 0.12 g MgSO_4_, 25 ml 1 M potassium phosphate buffer at pH 6) plates supplemented with yeast extract (4 g/l) (NGMY) and seeded with *E. coli* OP50 (Brenner, 1974).

### 2.3. *Caenorhabditis elegans* synchronization

To avoid variations in results due to age differences, a worm synchronous population was required. Gravid worms were washed off using M9 buffer and spun down for 2 min at 1,500 rpm. Five milliliters of worm bleach (2.5 ml of M9 buffer, 1.5 ml of bleach (2.6°Chl), 1 ml of 5 M sodium hydroxide) were added to the pellet and vigorously shaken until adult worm body disruption. The action of worm bleach was stopped by adding 20 ml of M9 buffer. The egg suspension was then spun down for 2 min at 1,500 rpm and washed twice with 20 ml of M9 buffer. Eggs were allowed to hatch under slow agitation at 25°C for 24 h in approximately 20 ml of M9 buffer. L1 larvae were then transferred onto NGMY plates seeded with *E. coli* OP50 until they reached the L4/young adult stage.

### 2.4. Oxidative stress assay on agar plates

The aim is to characterize the potential antioxidant activity of the *L. rhamnosus* Lcr35^®^ probiotic strain on *C. elegans* N2 (wild-type) as described by Cardin et al. (2021). Briefly, 100 microliters of *L. rhamnosus* Lcr35^®^ or *E. coli* OP50 suspension (100 mg/ml) were spread on peptone-free NGM containing 0.12 mM 5-fluorodeoxyuridine (FUdR) (Sigma, Saint-Louis, United States) (6-well plate) and incubated at 37°C overnight. Synchronized L4/young adult worms were transferred onto each well and incubated at 20°C for 5 days and then transferred onto either peptone-free NGM (control) or peptone-free NGM with 3 mM H_2_O_2_ (Acros organics, Geel, Belgium). After 3.5 h of incubation, worm viability was scored and the survival rate σ_r_ was calculated using the following formula:

σr=(N3.5N0)withH2O2(N3.5N0)withoutH2O2

with:

– *σ*_r_: survival rate
– N_0_: number of alive worms at *t* = 0 h
– N_3.5_: number of alive worms at *t* = 3.5 h

An animal was scored as dead when it did not respond to a gentle mechanical stimulation. This assay was performed as three independent experiments with three plates per condition. Differences between conditions were determined by an unpaired *t* test using GraphPad Prism version 9.1.1 for macOS. A value of *p* ≤ 0.05 was considered as significant.

### 2.5. Effect of bacterial and fungal strains on *Caenorhabditis elegans*

The workflow analysis of the effect of microbial strains on *C. elegans* is graphically represented in Supplementary Figure S1.

#### 2.5.1. Preparation of plates containing probiotic bacteria or pathogenic yeasts

One hundred microliters of *L. rhamnosus* Lcr35^®^ or *E. coli* OP50 suspension (100 mg/ml) were spread on NGMY +0.12 mM FUdR plates and incubated at 37°C overnight. Concerning *C. albicans* strains, 100 μl of the suspension were spread on Brain Heart Infusion BHI (Biokar Diagnostics, Beauvais, France) + 0.12 mM FUdR plates and incubated at 37°C overnight.

#### 2.5.2. *Caenorhabditis elegans* lifespan assay

Synchronous L4 worms were transferred [~50 worms per well (6-well plate)] to NGMY with 0.12 mM FUdR to avoid egg hatching and seeded with 100 μl of microbes at 100 mg/ml *E. coli* OP50, *L. rhamnosus* Lcr35^®^ or *C. albicans* as previously stated. The plates were kept at 20°C (15°C for the CB1370 strain), and live worms were scored each day until the death of all animals. An animal was scored as dead when it did not respond to a gentle mechanical stimulation. This assay was performed as three independent experiments with three plates per condition.

The *C. elegans* lifespan assay was examined using the Kaplan–Meier method, and differences were determined using the log-rank test with R software version 3.6.1 (R Core Team, 2018), and the *survival* (Therneau, 2015) and *survminer* (Kassambara and Kosinski, 2017) packages. A value of *p* ≤ 0.05 was considered significant.

#### 2.5.3. Effects of *Lacticaseibacillus rhamnosus* Lcr35^®^ on candidiasis in *Caenorhabditis elegans*: Preventive and curative treatment survival assays

Sequential feeding with *L. rhamnosus* Lcr35^®^ and *C. albicans* was induced in *C. elegans* in all experiments. As control groups, monotypic contamination was induced in *C. elegans* by inoculation with only *C. albicans*, *L. rhamnosus* Lcr35^®^ or *E. coli* OP50.

The survival assay was performed according to the work of de Barros et al. (2017), with some modifications. During a preventive treatment, young adult worms were placed on plates containing *L. rhamnosus* Lcr35^®^ at 20°C for 4 h. Next, the worms were washed with M9 buffer to remove bacteria prior to being placed on *C. albicans* plates for 2 h at 20°C. Infected nematodes were washed off plates using M9 buffer prior to being transferred to a 6-well microtiter plate (approximately 50 worms per well) containing 2 ml of BHI/M9 (20%/80%) with 0.12 mM FUdR liquid assay medium per well and incubated at 20°C (15°C for the CB1370 strain). During a curative treatment, young adult worms were placed on plates containing *C. albicans* at 20°C for 2 h and 4 h with *L. rhamnosus* Lcr35^®^ at 20°C after washing. For the control groups (i.e., *E. coli* OP50 + *C. albicans*, *E. coli* OP50 only, *L. rhamnosus* Lcr35^®^ only and *C. albicans* only), worms were treated in the same way. Nematodes were observed daily and were considered dead when they did not respond to a gentle mechanical stimulation. This assay was performed as three independent experiments containing three wells per condition.

The *C. elegans* survival assay was examined using the Kaplan–Meier method, and differences were determined using the log-rank test with R software version 3.6.1 (R Core Team, 2018), and the *survival* (Therneau, 2015) and *survminer* (Kassambara and Kosinski, 2017) packages. A value of *p* ≤ 0.05 was considered significant.

### 2.6. *Caenorhabditis elegans* whole transcriptome analysis

#### 2.6.1. Sample preparation for RNA analysis

Worms were fed either with a single strain (*E. coli* OP50 or *L. rhamnosus* Lcr35^®^ or *C. albicans*) or two strains successively (*E. coli* OP50 or *L. rhamnosus* Lcr35^®^ first to *C. albicans*). Approximately 10,000 worms (N2 strain) were harvested from NGMY plates with M9 buffer. Total RNA was extracted by adding 500 μl of TRIzol reagent (Ambion by Life Technologies, Carlsbad, CA, United States). Worms were disrupted using a Precellys (Bertin Instruments, Montigny-le-Bretonneux, France) and glass beads (PowerBead Tubes Glass 0.1 mm, Mo Bio Laboratories, United States). Beads were removed by centrifugation at 14,000 rpm for 1 min (Eppendorf^®^ 5415D, Hamburg, Germany), and 100 μl of chloroform were added to the supernatant. Tubes were vortexed for 30 s and incubated at room temperature for 3 min. The phenolic phase was removed by centrifugation at 12,000 rpm for 15 min at 4°C. The aqueous phase was treated with chloroform as previously described. RNA was precipitated by adding 250 μl of isopropanol for 4 min at room temperature and spun down at 12,000 rpm for 10 min (4°C). The supernatant was discarded, and the pellet was washed with 1 ml of 70% ethanol. The supernatant was discarded after centrifugation at 14,000 rpm for 5 min (4°C), and the pellet was dissolved in 20 μl of RNase-free water.

Any DNA present in the samples was removed using the Invitrogen^™^ DNA-free^™^ DNA Removal Kit (Invitrogen, ref. AM1906, Carlsbad, CA, United States). Ten micrograms of RNA were mixed with 5 μl of 10X buffer, 0.5 μl of DNase and 35 μl of RNase-free water and incubated at 37°C for 30 min. Then, 0.5 μl of DNase were added and incubated again at 37°C for 30 min. Afterwards, DNase was inactivated by adding 5 μl of DNase Inactivation Reagent, mixed thoroughly and incubated for 2 min at room temperature. The samples were centrifuged for 2 min at 10,000 rpm (Beckman J2-MC, Beckman Coulter, Brea, CA, United States) and the supernatants were transferred into clean Eppendorf tubes.

The concentration of RNA in each sample was assessed with a Nanodrop 2000c spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, United States) and the quality was evaluated using an Agilent 2,100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA, United States). Samples were stored at −80°C until analysis.

#### 2.6.2. Determination of *Caenorhabditis elegans* transcriptome by RNA sequencing

The following steps were performed by the MGX Platform (Montpellier GenomiX, CNRS, Montpellier, France) using Illumina kits, devices and softwares (Illumina Inc., San Diego, CA, United States): construction of the mRNA library using a TruSeq Stranded mRNA Sample Preparation Kit; cluster generation with the cBot system using a Cluster Generation Kit; hybridization of the sequencing primer on the flow cell; 50-bp single-read sequencing using a HiSeq 2,500 device with Sequence by Synthesis technology; informatic pretreatments, i.e., image analysis with the HiSeq Control Software and Real-Time Analysis component, base-calling with the RTA software and demultiplexing with bcl2fastq. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and accessible through GEO Series accession number GSE202877.^1^ The quality scores across all bases of all reads and the N (non-attributed bases) content across all bases were determined for each condition with the FastQC software from the Babraham Institute. The research of contaminants was carried out using FastQ Screen.

The reads were aligned on reference genomes using Bowtie2 software: *C. elegans* (WBcel235, UCSC), and *C. albicans* SC5314 Assembly 22 (Candida Genome Database). Reads which did not align on *C. elegans* genome were excluded from further analysis. Retained reads were counted using feature counts software (version 1.6.4) and analysis of differential expression was achieved by the package DESeq2 (Love et al., 2014). Gene expression changes with adjusted value of *p* of less than 0.05 were declared differentially expressed and considered for further analysis.

Using significantly differentially expressed genes (adjusted value of *p* less than 0.05), a Gene Ontology analysis was performed. For this, the genes were sorted according to their expression (under-expression or overexpression) and according to whether the worms were in contact with a single microbial strain or a sequential culture. The lists obtained were then analyzed using GO Enrichment Analysis. Three levels of analysis were considered: biological process, molecular function and cellular component. Only the GO terms significantly enriched (Fisher test and FDR, *p* < 0.05) were retained and represented graphically.

The representation of gene expression in the form of Volcano plots and GO terms were carried using GraphPad Prism version 9.1.1 for macOS. Clustering and heatmap representation were carried out using the Galaxy online platform (Afgan et al., 2018). Venn diagrams were created using the online tool Venny (Oliveros, n.d.).

## 3. Results

### 3.1. *Caenorhabditis elegans* loss-of-function mutants lifespan assay

We investigated the effects of the probiotic *L. rhamnosus* Lcr35^®^ on lifespan of *C. elegans* loss-of-function mutant strains, in comparison of the *E. coli* OP50 control strain. We targeted five strains carrying mutations on genes belonging to three different regulatory pathways: the insulin pathway (*daf-2* and *daf-16*), the p38 MAPK pathway (*sek-1* and *skn-1*), and the JNK pathway (*jnk-1*). In the case of mutants of the insulin pathway, we did not observe a significant difference (*p* = 0.7) in the longevity of *daf-2* mutant (CB1370) nematodes (Figure 1A) according to whether they were fed with *E. coli* OP50 or *L. rhamnosus* Lcr35^®^. Conversely, for the *daf-16* mutant (GR1307; Figure 1B), we note a significant difference (*p* = 0.008). This difference is not visible on median survival or longevity but in the presence of *L. rhamnosus* Lcr35^®^, a larger proportion of the population survived longer. Regarding the mutants of the p38 MAPK pathway, we did not observe any significant difference in the longevity of both *sek-1* mutant (KU4; *p* = 0.9, Figure 1C) and *skn-1* mutant (LG333; *p* = 0.07, Figure 1D) nematodes. However, due to the severe mutation of the *skn-1* gene (partially rescued) in the LG333 mutant, caution should be exercised in interpreting the results. Indeed, although it looks like that the mutation has no effect, the use of a balanced heterozygous mutant would be necessary to clarify the involvement of *skn-1* gene. On the other hand, we have demonstrated a significant increase in the longevity (*p* < 2.10^−16^) of the *jnk-1* mutant (VC8) of 14.3% and an increase of 30% of the median survival, in the presence of *L. rhamnosus* Lcr35^®^ (Figure 1E) which in that case, exhibit a strong prolongevity activity toward the host.

**Figure 1:**
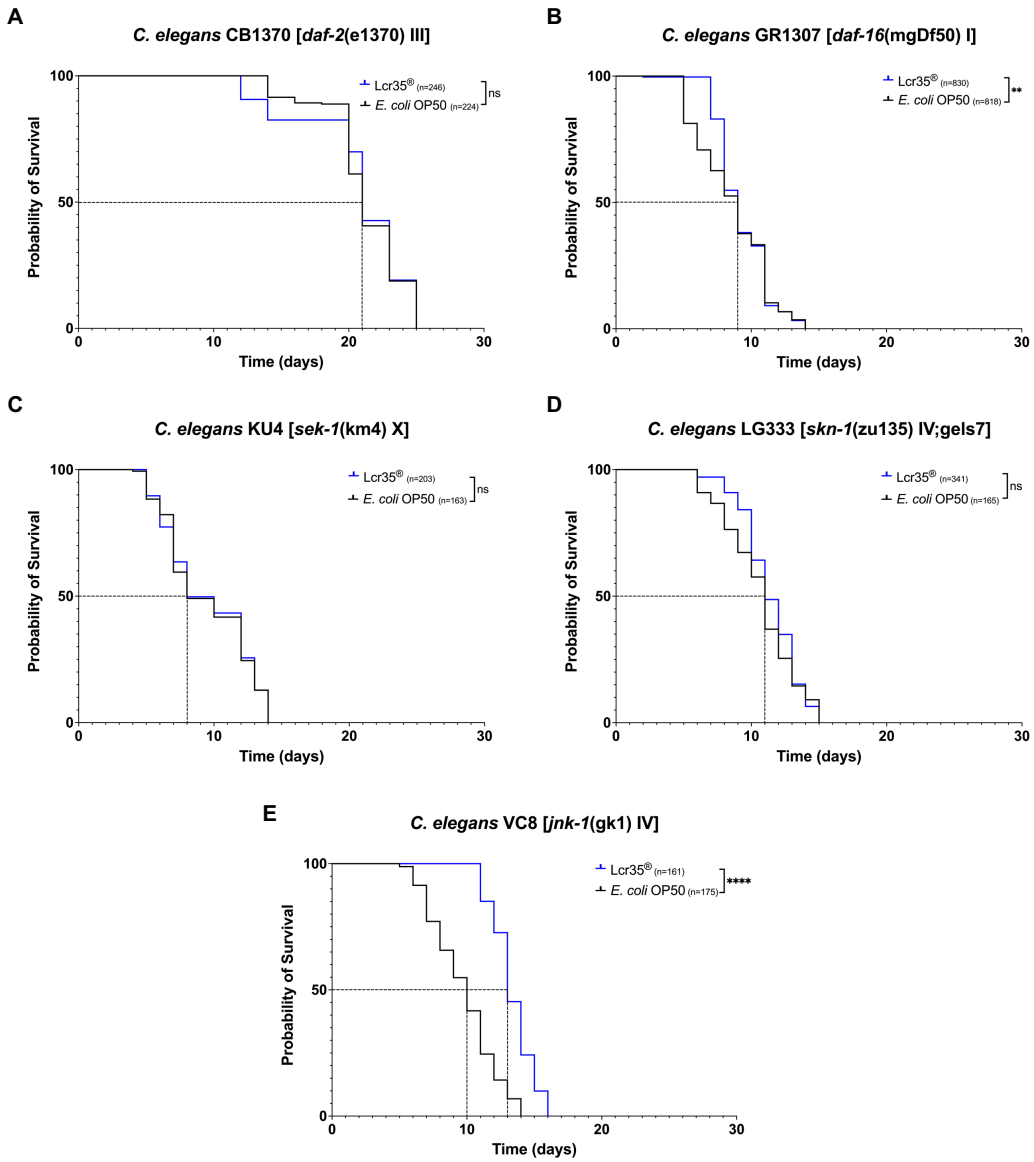
Influence of *Lactobacillus rhamnosus* Lcr35^®^ on the lifespan of *Caenorhabditis elegans daf-2* (CB1370) **(A)**, *daf-16* (GR1307) **(B)**, *sek-1* (KU4) **(C)**, *skn-1* (LG333) **(D)**, and *jnk-1* (VC8) **(E)** loss-of-function mutant strains. The mean lifespan, where half of the population was dead, is represented on the abscissa. The asterisks indicate the value of *p*s (log-rank test) with *E. coli* OP50 as a control (NS, not significant; **p < 0.01; ****p < 0.0001).

### 3.2. *Caenorhabditis elegans* loss-of-function mutants survival assay in a context of a candidiasis preventive treatment

During this experiment, our goal was to determine the impact of mutations on the DAF-2/DAF-16 and p38 MAPK signaling pathways on *L. rhamnosus* Lcr35^®^ anti-*C. albicans* properties.

In the case of a mutation on the *daf-2* gene (CB1370 mutant; Figure 2A), we observed a significant decrease in the survival of *C. elegans* in the presence of *C. albicans* (*p* = 1.10^−7^) with a reduction of 11.1% of median survival compared to the *E. coli* OP50 control condition. The longevity of the host was significantly increased to 25 days in the presence of *L. rhamnosus* Lcr35^®^ (*p* = 8.10^−6^). In addition, mortality in the population was observed only after 17 days. For preventive treatment with *E. coli* OP50, we did not observe any significant decrease in the overall survival of the nematode (*p* = 0.1) although we observed relatively early mortality in the population. Finally, preventive treatment with *L. rhamnosus* Lcr35^®^ induced a significant increase (*p* = 3.10^−14^) in the mean lifespan and in the longevity of the nematodes despite the infection by the pathogen.

**Figure 2:**
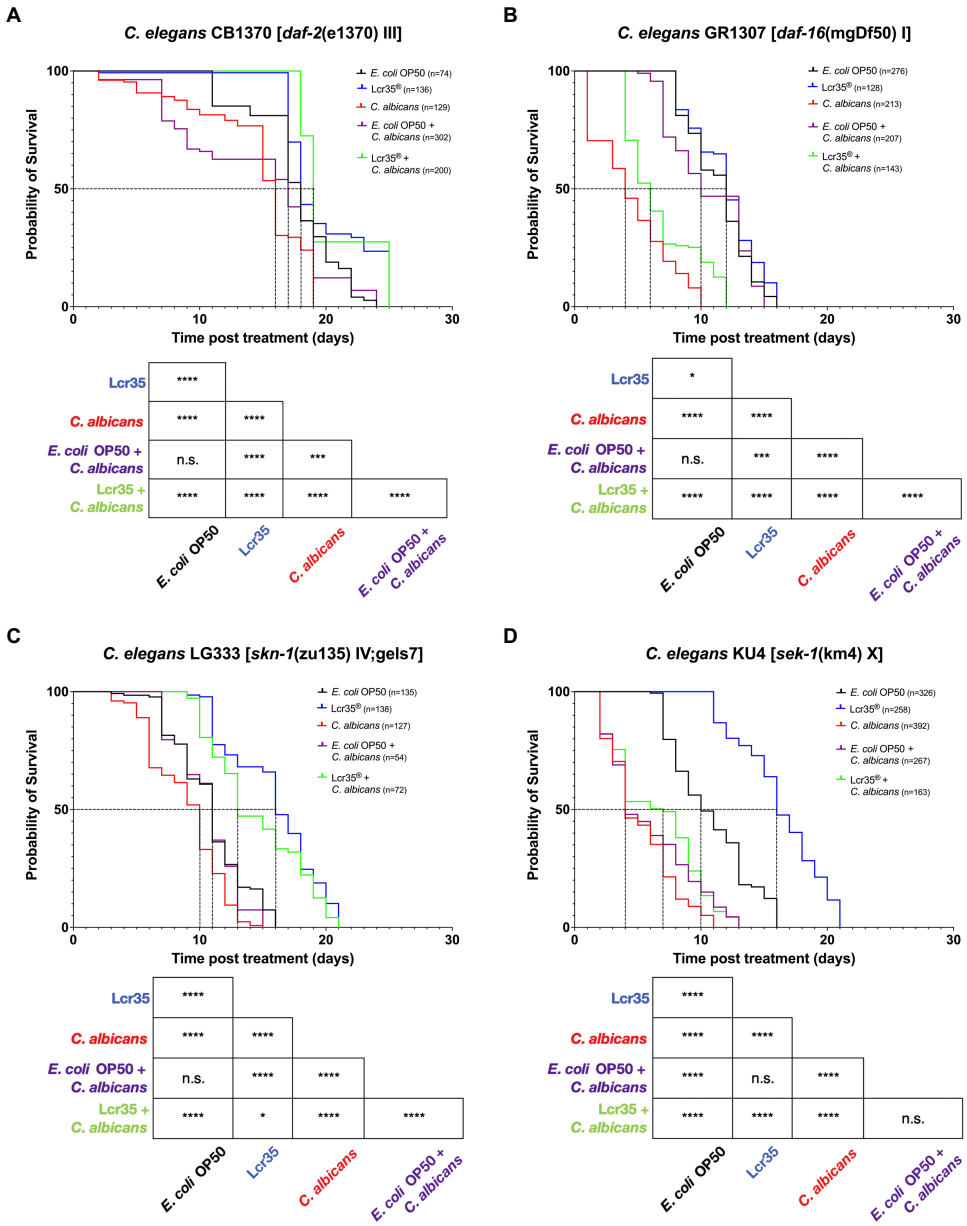
Preventive effects of Lcr35^®^ against *C. albicans* in *C. elegans daf-2* (CB1370) **(A)**, *daf-16* (GR1307) **(B)**, *sek-1* (KU4) **(C)**, and *skn-1* (LG333) **(D)** loss-of-function mutant strains. The mean lifespan, where half of the population was dead, is represented on the abscissa. The asterisks indicate the value of *p*s (log-rank test) with *E. coli* OP50 as a control (NS, not significant; *p < 0.05; ***p < 0.001; ****p < 0.0001).

If we consider the mutation of the *daf-16* gene (GR1307 mutant; Figure 2B), it induced an increased susceptibility to fungal infection. Indeed, the presence of *C. albicans* resulted in a rapid mortality of worms with a reduction (*p* < 2.10^−16^) of the median survival and longevity of 66.7 and 37.5%, respectively. As for the presence of the LBM *L. rhamnosus* Lcr35^®^, this allowed only a small increase in the overall survival of the animal (*p* = 0.02). Also, when a preventive treatment with *E. coli* OP50 was applied (i.e., *E. coli* OP50 then *C. albicans*), it did not involve any modification of nematode survival compared to the control condition *E. coli* OP50 (*p* = 0.1). In contrast, *L. rhamnosus* Lcr35^®^ as a preventive treatment resulted in a significant decrease in host survival (*p* < 2.10^−16^) with a 50% reduction in the mean lifespan and a 25% reduction in longevity compared to the *E. coli* OP50 control condition.

With the mutation of the gene *sek-1* (KU4 mutant; Figure 2C), we found that the pathogen *C. albicans* induced a negative effect on the worm survival compared to the *E. coli* OP50 control condition (*p* < 2.10^−16^). Since worms were fed with *E. coli* OP50 prior to be infected by the pathogen, no impact on the worm survival to candidiasis was observed. Compared to the control condition, this translates into a significant decrease in nematode survival (*p* < 2.10^−16^) with a 60% reduction in the mean lifespan. In the same way, it turns out that a preventive treatment with the LBM *L. rhamnosus* Lcr35^®^ does not make it possible to extend the survival of the host against candidiasis (*p* < 2.10^−16^). Moreover, there was no significant difference (*p* = 0.2) in terms of survival, depending on whether the worms received preventive treatment with *E. coli* OP50 or *L. rhamnosus* Lcr35^®^.

Finally, with the mutant *skn-1* (LG333 mutant; Figure 2D), we noted similar trends for worms in the presence of *C. albicans* or *L. rhamnosus* Lcr35^®^ as previously stated. Indeed, *C. albicans* induced a reduction of *C. elegans* survival (*p* = 3.10^−7^), while *L. rhamnosus* Lcr35^®^ induced an increase of survival (*p* < 2.10^−16^) compared to *E. coli* OP50. During the preventive treatment with *E. coli* OP50, we noted that it did not induce any significant difference in the survival of the host (*p* = 0.3). On the other hand, a preventive treatment with *L. rhamnosus* Lcr35^®^ allowed a significant increase in the longevity of the nematode (*p* = 3.10^−12^). As in the previous experiment, the mutation of the *skn-1* gene (partially rescued) requires careful interpretation since a balanced heterozygous mutant could induce a different response.

To sum up, all the results showed the negative impact of yeast and the positive impact of LBM on host survival, regardless of the mutant. Analysis of the survival curves showed that the protective effect of *L. rhamnosus* Lcr35^®^ against candidiasis was not impacted by the mutations of *daf-2* and *skn-1* but was abolished by the mutations of *daf-16* and *sek-1*.

### 3.3. Impact of *Lacticaseibacillus rhamnosus* Lcr35^®^ or *Candida albicans* single strains on *Caenorhabditis elegans* whole transcriptome

To detect differentially expressed genes between the different experimental conditions, a value of *p* > 0.05 was regarded as a threshold. 

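Whole worms of the wild-type strain were kept for 4 h on 1 microorganism and their RNA was sequenced: 2 libraries from worms on E. coli OP50, 3 from worms on L. rhamnosus Lcr35 and 3 from worms on C. albicans. The authors made stranded libraries from polyadenylated RNA, read 50 bases from 1 end, aligned the reads to the C. elegans genome (WBcel235) with Bowtie2 and counted them per gene with featureCounts. The deposited values are raw read counts per gene, and the genes encoded in mitochondria are not among them. Without ribosomal RNA genes, total counts per library were 1789462 to 3724277 (median 2756870, n = 2) on E. coli OP50, 11067652 to 32950918 (median 12442239, n = 3) on Lcr35 and 197181 to 1217574 (median 282989, n = 3) on C. albicans. The genes of ribosomal RNA, 20 in number, took 1.85% to 28.9% of the counts on E. coli OP50, 1.34% to 18.5% on Lcr35 and 5.95% to 60.6% on C. albicans. When every library was thinned to 197181 counts without ribosomal RNA, 7947 to 10343 genes had at least 1 count on C. albicans, against 10282 to 11974 on E. coli OP50 and 11711 to 12125 on Lcr35.
From the counts, 1 model was fitted to all 23 libraries of the 7 conditions with edgeR (TMM scaling, quasi-likelihood test), over the 14809 genes that pass its filter on low counts. Genes are called at an adjusted p under 0.05 (Benjamini-Hochberg), levels are given as CPM (counts scaled to the TMM-adjusted library total), and errors of a mean are standard deviations between libraries. Groups of genes were listed after the paper and its tables of fold changes were read and before the files of counts were opened, and camera tested each list against all other genes with a preset correlation of 0.01 between its members. With a correlation estimated from the data, no call of a list held in any comparison, so that p is given beside each. Folds against a condition with 0 counts in every library are lower bounds against a floor of 3 counts over that condition, and cover counting error only.
The deposited libraries carry numbers, and the largest gap in these numbers parts 8 libraries numbered up to 96 from 15 with higher numbers. All 3 C. albicans libraries and 2 of the 3 Lcr35 libraries are among the former, and both E. coli OP50 libraries are among the latter. In a fit with this split as a block, called the library period, C. albicans and E. coli OP50 are compared through the conditions that have libraries on both sides, and where it ends or reverses a call this is stated. The mean level of the 6 vitellogenins, yolk proteins made by adult hermaphrodites, was -1.24 to 4.57 log2 CPM in the former and 7.16 to 8.97 in the latter.

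**Figure D1:**
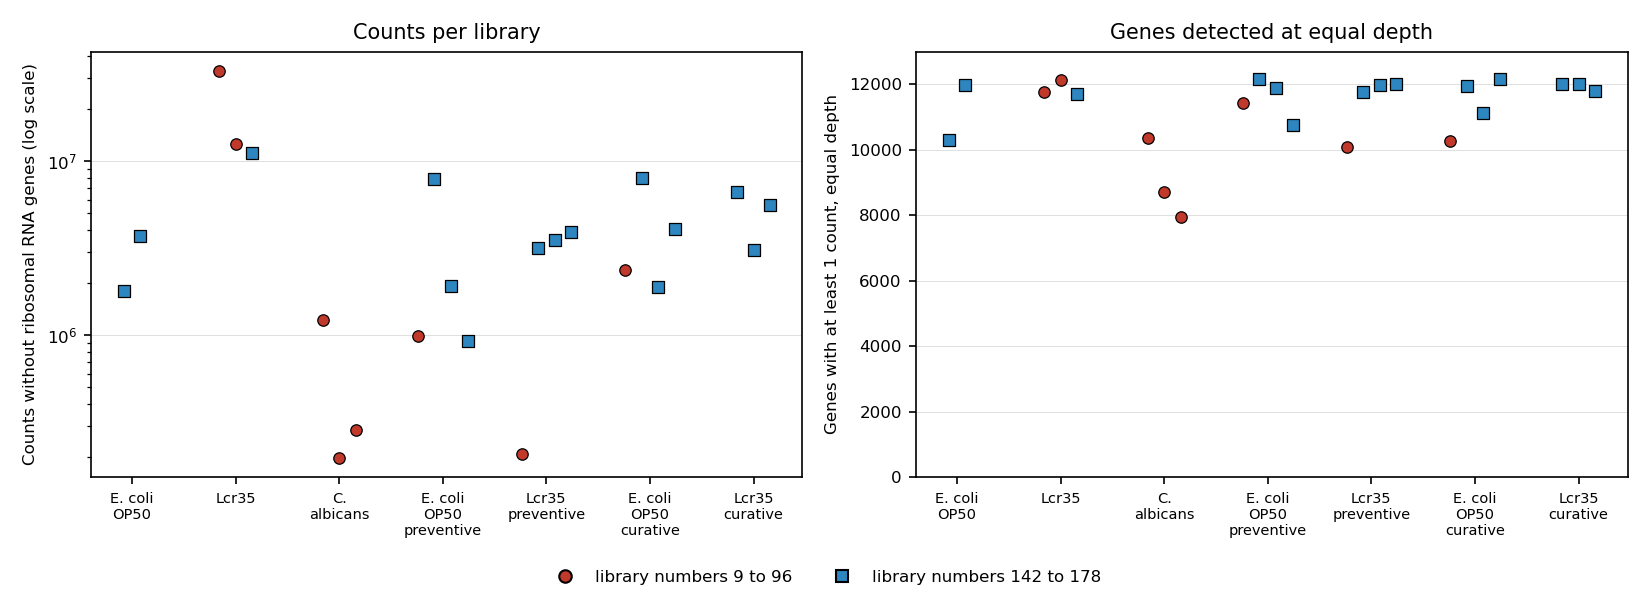
Counts per library without ribosomal RNA genes (left, log scale) and the number of genes with at least 1 count when every library is thinned to 197181 counts (right), for the 23 libraries of the 7 conditions. Each point is 1 library, and circles and squares stand for library numbers up to 96 and above it; the C. albicans libraries reach 10343 genes at most.

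**Figure D2:**
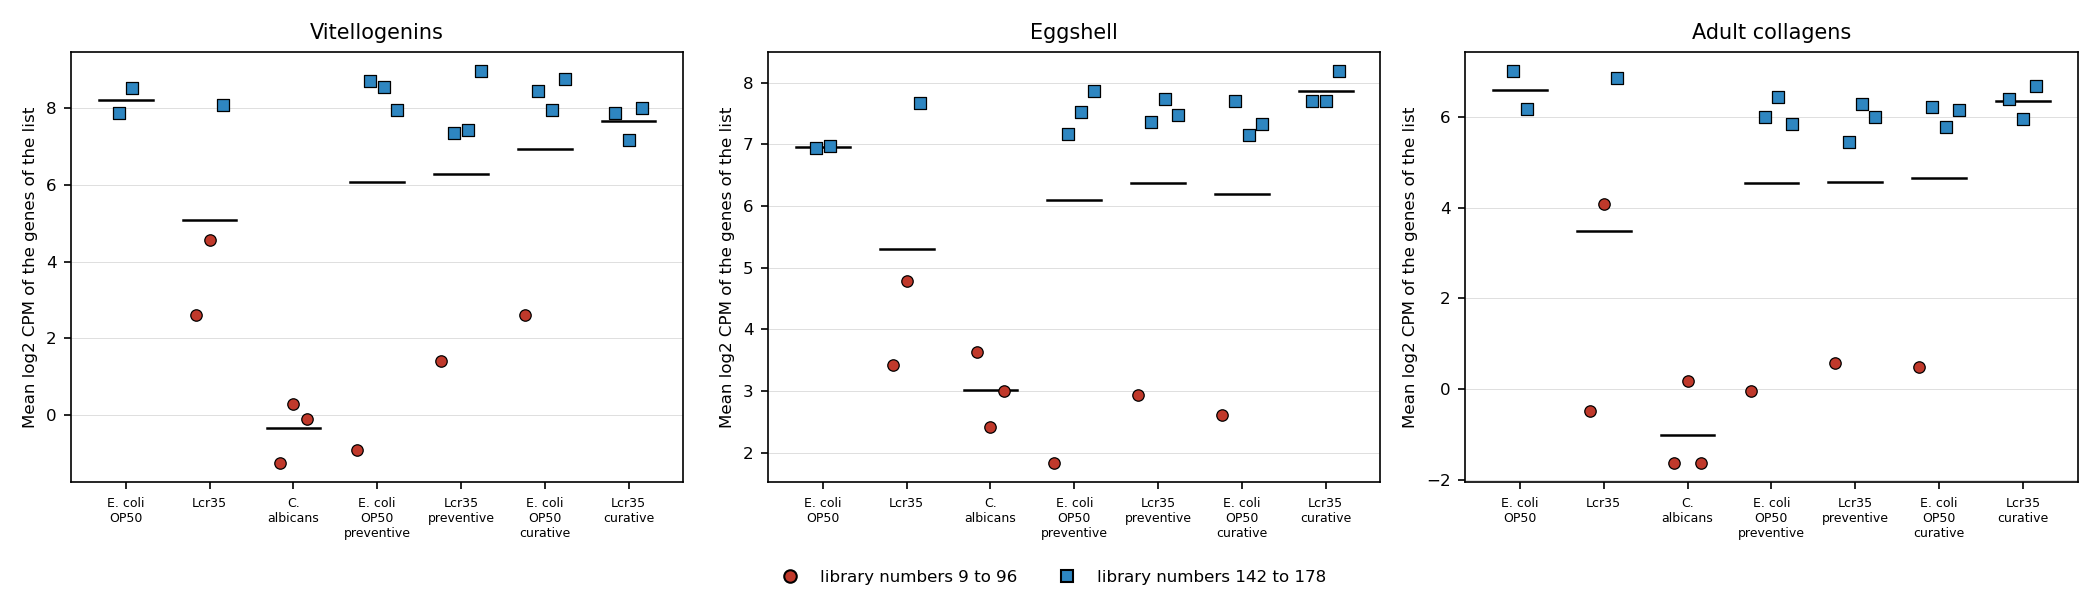
Mean log2 CPM of the vitellogenins, the eggshell genes and the adult collagens in each library, by condition. Each point is 1 library, the line is the mean of the condition, and circles and squares stand for the same library numbers as in the plot of counts; the eggshell genes lie at 1.84 to 4.78 in the circles and 6.94 to 8.19 in the squares.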

Volcano plots (Figures 3A,B) show a graphical representation of these differential expressions. They emphasize the variations in expression levels between the experimental conditions but also in absolute value between the under- and over-expressed genes. Indeed, the pathogen *C. albicans* caused overexpression in 43 genes and repression in 153 genes of which 71 present a very strong magnitude of change (between −17 and −20 log_2_ fold change) and three (*col-81*, *col-129*, *col-139*) are the most statistically significant (log_10_ value of *p* of around 30). In contrast, they revealed that *L. rhamnosus* Lcr35^®^ induced the overexpression of 132 genes (in particular *lys-3*, log_2_FC = 7.67 and -log_10_ value of *p* = 2.36) and the repression of 30 genes (*elo-5* and *elo-6* being the most statistically significant). 

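On C. albicans, 16 genes rose and 96 fell relative to E. coli OP50. catp-3, which encodes an ion-pumping ATPase (NCBI gene 179189, chromosome V from 8076012 to 8079916), rose to 271 ± 124 CPM (SD, n = 3) from 21.7 ± 3.80 (SD, n = 2), a log2 fold change of 3.65 (standard error 0.774, edgeR adjusted p = 0.0312). gst-10, a glutathione S-transferase gene (NCBI gene 178725, chromosome V from 2561690 to 2564645), had 2 counts over the 3 C. albicans libraries and 361 over the 2 E. coli OP50 libraries, 50.2 ± 11.3 CPM (SD, n = 2; edgeR adjusted p = 0.00181). fat-5, a fatty acid desaturase gene (NCBI gene 180162, chromosome V from 17725004 to 17726818), had 0 counts in every C. albicans library and 29.9 ± 11.9 CPM (SD, n = 2) on E. coli OP50, so that it was at least 23.7-fold lower (edgeR adjusted p = 0.00829). Of the genes that fell, 41 had 0 counts in all 3 C. albicans libraries.
The cuticle collagen genes col-81, col-129 and col-139 had 10.7 ± 11.6, 15.9 ± 6.89 and 1.96 ± 1.85 CPM (SD, n = 3) on C. albicans and 952 ± 44.5, 1009 ± 40.4 and 1091 ± 22.0 CPM (SD, n = 2) on E. coli OP50. Their log2 fold changes were -6.73, -6.09 and -8.65, with edgeR adjusted p of 0.16, 0.16 and 0.0915, above the threshold. Over all genes tested, the median log2 fold change was -0.27 with TMM and -0.15 with median-of-ratios size factors.
The number of genes called was 27 without E. coli OP50 replicate 1 and 507 without C. albicans replicate 1, and limma voom with library weights called 0. Leaving out 1 library ended the call of catp-3 in 2 of 5 fits. The call of catp-3, gst-10 and fat-5 ended with limma voom and library weights, that of gst-10 and fat-5 with only the conditions compared in the fit, and that of catp-3 with the replicate number as a block. DESeq2 on all libraries called 779, among them col-81, col-129 and col-139.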

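On Lcr35, the lysozyme gene lys-3 (NCBI gene 179430, chromosome V from 10282100 to 10283544) had 18.3 ± 18.1 CPM (SD, n = 3, from 5.61 to 39.0) and 0 counts in both E. coli OP50 libraries, so that it was at least 41.7-fold higher (edgeR adjusted p = 0.999). elo-5 (NCBI gene 177320, chromosome IV from 5374616 to 5377117) and elo-6 (NCBI gene 177321, chromosome IV from 5386629 to 5388559), which encode fatty acid elongases, were lower in every Lcr35 library than in either E. coli OP50 library. elo-5 had 73.8 ± 25.3 CPM (SD, n = 3) against 276 ± 66.2 (SD, n = 2), a log2 fold change of -1.90 (standard error 0.453, edgeR adjusted p = 0.409). elo-6 lay at 82.8 to 135 CPM on Lcr35 against 334 ± 147 (SD, n = 2), a log2 fold change of -1.68 (standard error 0.370, edgeR adjusted p = 0.214).
Of the 14809 genes tested, edgeR called 0 on Lcr35 relative to E. coli OP50, with 654 at an unadjusted p under 0.05. DESeq2 called 12 on all libraries, and 141 higher and 24 lower at an adjusted p under 0.1 when fitted to these 2 conditions alone, elo-5, elo-6 and lys-3 among them. Without E. coli OP50 replicate 2, edgeR called 34.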

Using a comparative analysis, we determined the gene sets expressed differentially in a specific way or the overlapping gene sets. 

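The cuticle collagen genes col-10, col-42, col-98 and col-103 were higher in every library from C. albicans and from Lcr35 than in either E. coli OP50 library. On C. albicans their log2 fold changes were 1.90, 1.83, 2.10 and 2.34 (standard errors 1.07, 0.490, 0.432 and 0.407), with edgeR adjusted p of 0.401, 0.0709, 0.016 and 0.00618, so that col-98 and col-103 rose. On Lcr35 they were 1.56, 1.72, 1.35 and 2.32, with edgeR adjusted p of 1, 0.798, 0.999 and 0.0588, and none of these 4 passed the threshold. col-103 (NCBI gene 176901, chromosome IV from 762413 to 763678) had 263 ± 51.6 CPM (SD, n = 3) on C. albicans, 259 ± 65.1 (SD, n = 3) on Lcr35 and 51.7 ± 33.6 (SD, n = 2) on E. coli OP50.
edgeR called 0 genes higher and 0 lower in both comparisons. DESeq2, fitted to each pair of conditions at an adjusted p under 0.1, called 31 higher in both where independent lists would share 1.1, and 1 lower in both where they would share 0.289. The comparisons share their 2 E. coli OP50 libraries: the correlation of their fold changes across genes was 0.484, against 0.593 with simulated libraries that hold no effect, and the covariance 0.647 against 0.494, and how much the shared controls add is open. Without E. coli OP50 replicate 1, the call of col-103 (log2 fold change 1.80) ended. In the fits that leave out 1 library, the call ended for col-98 in 2 of 5 fits. col-98 (log2 fold change 1.41) lost the call with the library period as a block. The call of col-98 and col-103 ended with limma voom and library weights.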

Venn diagrams (Figures 3C,D) revealed that 25 genes are overexpressed (in particular *col-10*, *col-42*, *col-98*, and *col-103*), and 5 genes are repressed both in the presence of bacteria and yeast. The exhaustive lists of significantly differentially expressed genes are presented in Supplementary Table S1 for upregulated genes and Supplementary Table S2 for downregulated genes. We also conducted a cluster analysis to compare the expression patterns induced by *L. rhamnosus* Lcr35^®^ and *C. albicans*. The heatmap (Figure 3E) obtained indicates a strong dissimilarity in the transcriptional profile induced by the two microorganisms.

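Compared directly, 179 genes differed, 8 of them higher on C. albicans than on Lcr35 and the others lower. rhr-1, which encodes an ammonium transporter of the Rh family (NCBI gene 178927, chromosome V from 5428160 to 5430431), had 371 ± 69.9 CPM (SD, n = 3) on C. albicans and 63.1 to 105 on Lcr35, a log2 fold change of 2.12 (standard error 0.268, edgeR adjusted p = 0.000196). amt-4, another ammonium transporter gene, rose as well, with a log2 fold change of 2.55 (standard error 0.427, edgeR adjusted p = 0.00184). The chaperone gene hsp-1 fell, with a log2 fold change of -1.31 (standard error 0.217, edgeR adjusted p = 0.00162). As a group, 8 heat shock proteins were lower on C. albicans (camera adjusted p = 0.00896, adjusted p = 0.424 with an estimated correlation), with 2 members called lower, 0 higher, and 5 lower when adjusted over the list alone.
Over all genes tested, the profiles of log2 CPM on Lcr35 lay at a root mean square distance of 1.44 ± 0.194 (SD, n = 3) from the mean on E. coli OP50 and 2.19 ± 0.0772 from the mean on C. albicans, and all 3 Lcr35 libraries were closer to E. coli OP50. The C. albicans profiles lay at 2.69 ± 0.480 (SD, n = 3) from E. coli OP50 and 2.69 ± 0.588 from Lcr35. The C. albicans libraries correlated at 0.592 to 0.663 with each other, so distances to and from them include their own spread. From the heatmap of Figure 3E, the paper states that the profiles on these microorganisms are strongly dissimilar.
The number of genes called was 87 without Lcr35 replicate 3, 652 without C. albicans replicate 1 and 0 with only these conditions in the fit. The call of rhr-1, amt-4 and hsp-1 ended with only the conditions compared in the fit, and that of hsp-1 with limma voom and library weights.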

**Figure 3:**
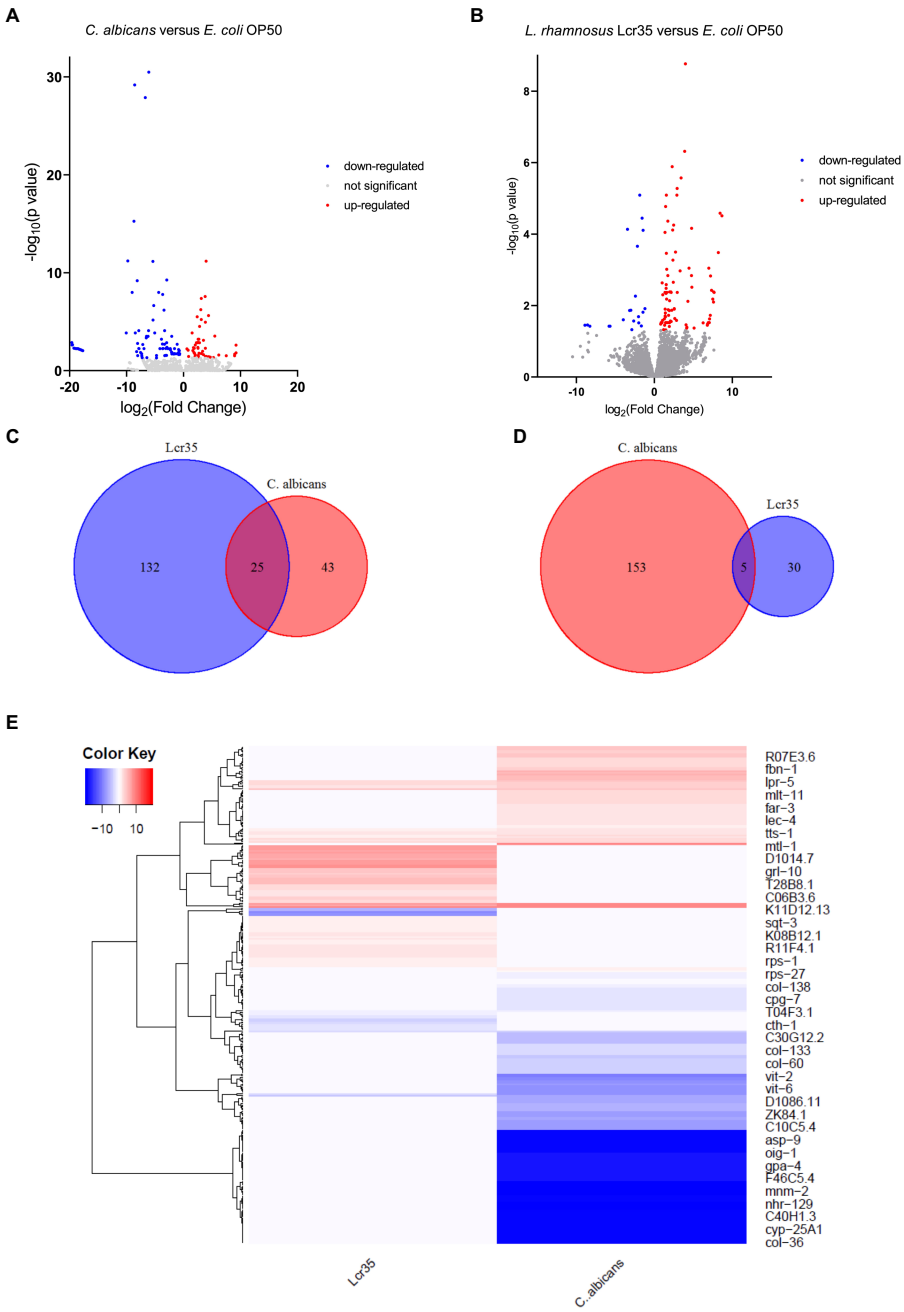
Transcriptomic analysis of *C. elegans* N2 fed with *L. rhamnosus* Lcr35^®^ or *C. albicans* ATCC 10231. **(A)** Volcano plot displaying differentially expressed genes between *C. albicans* and *E. coli* OP50 conditions. **(B)** Volcano plot displaying differentially expressed genes between *L. rhamnosus* Lcr35^®^ and *E. coli* OP50 conditions. The transcriptional responses to *C. albicans* and *L. rhamnosus* Lcr35^®^ comprise specific and overlapping gene sets. Venn diagrams illustrate the overlap genes significantly upregulated **(C)** or downregulated **(D)** by *C. albicans* and *L. rhamnosus* Lcr35^®^. **(E)** Clustering heatmap of differentially expressed genes. Red color indicating significantly highly expressed genes and blue color indicating significantly down-regulated genes. Animals were exposed to the microbial strains for 4 h. The exhaustive list of genes is given in Supplementary Tables S1, S2.

In the presence of *C. albicans* (Figure 4A), we observed a significant enrichment of the biological processes involved in lipid catabolism (fatty acid oxidation and fatty acid catabolic process). This catabolism was pointed out by the cellular component of the peroxisome. On the other hand, if we consider the down-regulated genes we noticed a significant enrichment of terms related to the regulation of endopeptidase activity and protein homooligomerization which is associated with serine-type endopeptidase inhibitor activity and the aminoacylase activity as well. 

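acs-7, which encodes an acyl-CoA synthetase that prepares fatty acid side chains for shortening (NCBI gene 174472, chromosome II from 9292017 to 9294033), rose on C. albicans to 46.1 ± 8.61 CPM (SD, n = 3) from 5.37 ± 2.11 (SD, n = 2) on E. coli OP50, a log2 fold change of 3.06 (standard error 0.694, edgeR adjusted p = 0.0322). Of 15 genes of mitochondrial fatty acid oxidation, 9 had a positive and 6 a negative log2 fold change, and none passed the test on its own, over all genes or when adjusted over the list alone. The group as a whole was higher than other genes (camera adjusted p = 0.0217, adjusted p = 0.35 with an estimated correlation, adjusted p = 0.272 with the library period as a block). When 1 library was left out, the call ended for acs-7 in 3 of 5 fits. The library period as a block ended the call of acs-7 (log2 fold change 2.24). The call of acs-7 ended with limma voom and library weights or only the conditions compared in the fit.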

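The peroxisome shortens very long and branched fatty acids. maoc-1, a gene of this pathway that encodes an enoyl-CoA hydratase (NCBI gene 174181, chromosome II from 7196276 to 7197495), rose on C. albicans to 185 ± 37.5 CPM (SD, n = 3) from 35.1 ± 13.6 (SD, n = 2) on E. coli OP50, a log2 fold change of 2.40 (standard error 0.505, edgeR adjusted p = 0.0194). Of 11 genes of peroxisomal fatty acid oxidation, 2 were higher (maoc-1 and the acyl-CoA synthetase gene acs-7), 0 lower and the others did not pass the test. Adjusted over the list alone, 4 were higher and 0 lower. They were higher as a group than other genes (camera adjusted p = 3.03e-05, adjusted p = 0.245 with an estimated correlation, adjusted p = 0.0837 with the library period as a block). The call of maoc-1 (log2 fold change 2.05) ended without E. coli OP50 replicate 1. The call of maoc-1 ended with limma voom and library weights.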

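Genes that build the eggshell in the oocyte and embryo were at low levels on C. albicans. The mean level of 10 such genes was 3.02 ± 0.605 log2 CPM (SD, n = 3), against 6.96 ± 0.0283 (SD, n = 2) on E. coli OP50. All 10 had a negative log2 fold change, edgeR called none over all genes, and 3 were lower when adjusted over the list alone, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 0 higher and 7 lower. Taken as 1 list, they were lower than other genes (camera adjusted p = 0.0357, adjusted p = 0.868 with an estimated correlation, adjusted p = 0.0887 with the library period as a block and the direction reversed). Among 134 cuticle collagens, 2 were higher and 4 lower, and 5 were higher and 28 lower when adjusted over the list alone (camera adjusted p = 0.13, adjusted p = 0.878 with an estimated correlation). col-104 (NCBI gene 176947, chromosome IV from 1353636 to 1355305) was among those that fell, with 77.6 ± 19.2 CPM (SD, n = 3) against 397 ± 222 (SD, n = 2), a log2 fold change of -2.37 (standard error 0.459, edgeR adjusted p = 0.0113).
Over all conditions, the eggshell genes were lower in each of the 8 libraries with the lower numbers, which hold the 3 C. albicans libraries, than in any of the 15 others. Without E. coli OP50 replicate 1, the call of col-104 (log2 fold change -1.65) ended. col-104 (log2 fold change -1.75) lost the call with the library period as a block. The call of col-104 ended with limma voom and library weights.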

Eggshell formation, associated with structural constituent of cuticle and extracellular region are GO terms significantly enriched as well. Surprisingly, we also noticed a significant enrichment of response to light stimulus.

**Figure 4:**
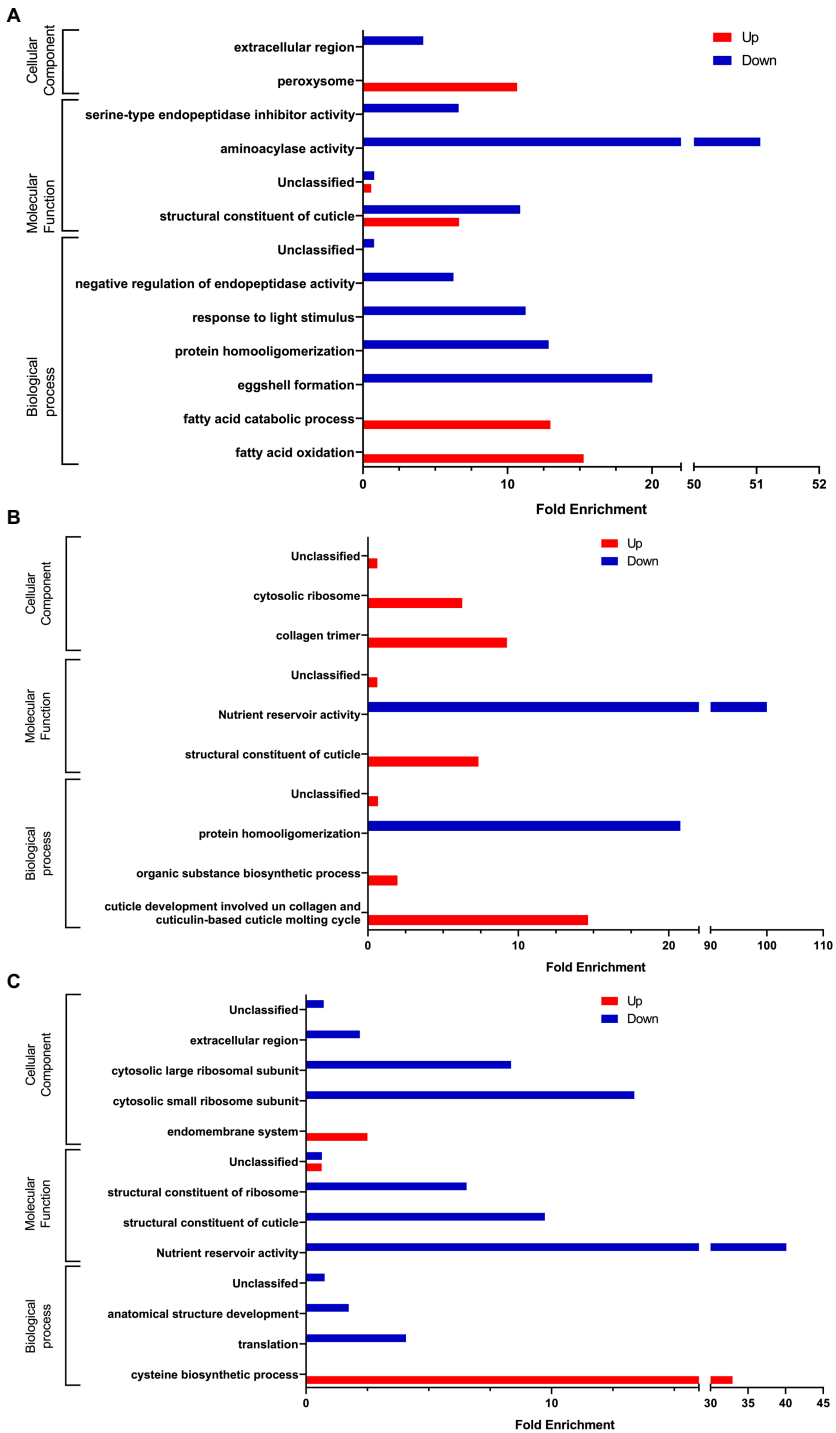
Gene Ontology analysis of differentially expressed genes **(A)** in presence of *C. albicans* versus *E. coli* OP50, **(B)** in presence of *L. rhamnosus* Lcr35^®^ versus *E. coli* OP50, and **(C)** in presence of *C. albicans* versus *L. rhamnosus* Lcr35^®^. Only GO terms significantly enriched (value of *p* and false discovery rate < 0.05) are displayed.

In the presence of the *L. rhamnosus* Lcr35^®^ strain, the overexpressed genes (Figure 4B) were involved in totally different biological processes and were rather structural in nature. Indeed, we observed a significant enrichment of the term related to cuticle development involved in collagen and cuticulin-based cuticle molting cycle. 

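Genes of the molt and the apical matrix, which build and shed the cuticle, had positive log2 fold changes on both microorganisms, 22 of 24 on Lcr35 and 22 of 24 on C. albicans. As a group they were higher than other genes on Lcr35 (camera adjusted p = 3.1e-05, adjusted p = 0.774 with an estimated correlation, adjusted p = 0.214 with the library period as a block and the direction reversed, adjusted p = 0.774 in the later libraries alone with 1 Lcr35 library and the direction reversed) and on C. albicans (camera adjusted p = 1.74e-07, adjusted p = 0.629 with an estimated correlation, adjusted p = 0.316 with the library period as a block and the direction reversed). On Lcr35 edgeR called none of them, over all genes or when adjusted over the list alone, while DESeq2 on Lcr35 and E. coli OP50 at an adjusted p under 0.1 called 5 higher and 0 lower. On C. albicans 1 was called lower, nas-36, a metalloprotease gene of the molt, with 0 counts in all 3 libraries. Genes of peroxisomal fatty acid oxidation did not move as a group on Lcr35 (camera adjusted p = 0.552, adjusted p = 0.939 with an estimated correlation). They were higher on C. albicans than on Lcr35 (camera adjusted p = 3.18e-06, adjusted p = 0.191 with an estimated correlation). The call of nas-36 ended without E. coli OP50 replicate 1. The call of nas-36 ended with limma voom and library weights or only the conditions compared in the fit.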

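The 24 genes of the molt and the apical matrix had a mean level of 6.22 ± 1.09 log2 CPM (SD, n = 3) on Lcr35 and 4.63 ± 0.339 (SD, n = 2) on E. coli OP50. The 6 furrow collagens, among them dpy-7 and dpy-10, which form the ring furrows of the cuticle, all had positive log2 fold changes on Lcr35, and as a group they were higher than other genes (camera adjusted p = 0.00267, adjusted p = 0.63 with an estimated correlation, adjusted p = 0.915 with the library period as a block and the direction reversed, adjusted p = 0.116 in the later libraries alone with 1 Lcr35 library). None of the 6 was called, also when adjusted over the list alone. Over all conditions, the molt genes lay at 5.62 to 6.91 log2 CPM in the libraries with the lower numbers, 2 of the 3 Lcr35 libraries included, and at 3.20 to 5.31 in those with the higher numbers.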

Similar GO term was also found at the level of molecular functions, with the term structural constituent of cuticle. 

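Of 134 cuticle collagens, 84 had a positive and 50 a negative log2 fold change on Lcr35 relative to E. coli OP50, with a median of 0.30. edgeR called none over all genes, and 1 was higher and 0 lower when adjusted over the list alone, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 16 higher and 0 lower. The group as a whole did not differ from other genes (camera adjusted p = 0.952, adjusted p = 0.994 with an estimated correlation), and the test's direction was down while the median was positive.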

The collagen trimer is particularly represented. 

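All 80 genes of cytosolic ribosomal proteins had positive log2 fold changes on Lcr35 relative to E. coli OP50, with a median of 0.60. The group as a whole was higher than other genes (camera adjusted p = 6.19e-10, adjusted p = 0.645 with an estimated correlation). None was called by edgeR over all genes, and 27 were higher and 0 lower when adjusted over the list alone, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 1 higher and 0 lower. rps-14, a protein of the small subunit, had 2842 ± 1318 CPM (SD, n = 3) on Lcr35 and 1365 ± 276 (SD, n = 2) on E. coli OP50, a log2 fold change of 1.06 (standard error 0.298, edgeR adjusted p = 0.798).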

We also noted ontologies related to organic substance biosynthetic process and cytosolic ribosome. As for the under-regulated genes, they are involved in protein homooligomerization. 

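Vitellogenins are yolk proteins that feed the embryo and the main proteins with nutrient reservoir activity in the worm. The 6 vitellogenin genes had a mean level of 5.08 ± 2.78 log2 CPM (SD, n = 3) on Lcr35 and 8.20 ± 0.474 (SD, n = 2) on E. coli OP50. All 6 had negative log2 fold changes, edgeR called none, and none passed when adjusted over the list alone. They were lower as a group than other genes (camera adjusted p = 0.000767, adjusted p = 0.605 with an estimated correlation, adjusted p = 0.629 with the library period as a block and the direction reversed, adjusted p = 0.614 in the later libraries alone with 1 Lcr35 library). The 2 Lcr35 libraries with lower numbers averaged 3.59 log2 CPM, and the third, with a higher number, lay at 8.08. The 20 genes of oocytes and early embryos were lower as well (camera adjusted p = 3.37e-06, adjusted p = 0.684 with an estimated correlation, adjusted p = 0.0138 with the library period as a block and the direction reversed, adjusted p = 0.465 in the later libraries alone with 1 Lcr35 library and the direction reversed), 19 with a negative log2 fold change and none called by edgeR.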

From a molecular point of view, we noted that the genes were also related to nutrient reservoir activity.

We also compared worm transcriptome in the presence of *C. albicans* to that in the presence of *L. rhamnosus* Lcr35^®^. 

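Of 11 genes of cysteine and glutathione synthesis, 7 had a positive and 4 a negative log2 fold change on C. albicans relative to Lcr35. Taken as 1 list, they were higher than other genes (camera adjusted p = 0.0454, adjusted p = 0.561 with an estimated correlation, adjusted p = 0.31 with the library period as a block). The only member called was lower: cbs-2, a cystathionine beta-synthase gene (NCBI gene 186197, chromosome II from 2220396 to 2223567), had 0 counts in every C. albicans library and 21.4 ± 2.03 CPM (SD, n = 3) on Lcr35, at least 17-fold lower (edgeR adjusted p = 0.0379). acox-3, an acyl-CoA oxidase gene (NCBI gene 177386, chromosome IV from 6245358 to 6248492), rose to 120 ± 73.1 CPM (SD, n = 3) from 25.6 ± 19.2 (SD, n = 3), a log2 fold change of 2.27 (standard error 0.561, edgeR adjusted p = 0.0472). far-3, which encodes a fatty acid and retinol binding protein, rose with a log2 fold change of 2.04 (standard error 0.471, edgeR adjusted p = 0.0276). Fits without 1 of the libraries ended the call of cbs-2 in 6 of 6 fits, of acox-3 in 4 and of far-3 in 5. The library period as a block ended the call of acox-3 (log2 fold change 2.39). The call of cbs-2, acox-3 and far-3 ended with limma voom and library weights or only the conditions compared in the fit, that of cbs-2 and acox-3 with median-of-ratios size factors, and that of acox-3 with the replicate number as a block or no low-count filter.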

As previously, our results showed that upregulated genes are associated with the activation of metabolic processes ontologies (Figure 4C) notably in connection with the cysteine biosynthetic process but not associated with any molecular function or cellular component. Conversely, regarding the downregulated genes, it is again the structural response that is significantly enriched with terms related to the anatomical structure development, associated with some molecular function and cellular components GO terms. In addition, translation, cytosolic small ribosome subunit and cytosolic large ribosome subunit appeared in the GO terms.

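Of 134 cuticle collagens, 9 fell, 0 rose and the others did not pass the test on C. albicans relative to Lcr35, and 33 were lower when adjusted over the list alone. As a group they were lower than other genes (camera adjusted p = 0.0491, adjusted p = 0.839 with an estimated correlation). col-104 had 620 ± 222 CPM (SD, n = 3) on Lcr35, a log2 fold change of -3.01 (standard error 0.442, edgeR adjusted p = 0.000501). col-14 (NCBI gene 177559, chromosome IV from 7753408 to 7754656) had 194 ± 43.8 CPM (SD, n = 3) on C. albicans and 739 ± 301 (SD, n = 3) on Lcr35, a log2 fold change of -1.93 (standard error 0.351, edgeR adjusted p = 0.00359). The call of col-104 and col-14 ended with limma voom and library weights or only the conditions compared in the fit.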

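Of 80 cytosolic ribosomal proteins, 24 fell and 0 rose on C. albicans relative to Lcr35, and 53 were lower when adjusted over the list alone. The group as a whole was lower than other genes (camera adjusted p = 0.00564, adjusted p = 0.901 with an estimated correlation). rla-0, of the large subunit stalk (NCBI gene 172943, chromosome I from 10567894 to 10569017), had 1599 ± 179 CPM (SD, n = 3) on C. albicans and 4265 ± 1021 (SD, n = 3) on Lcr35, a log2 fold change of -1.42 (standard error 0.192, edgeR adjusted p = 0.000368). rps-10, of the small subunit (NCBI gene 172061, chromosome I from 4583873 to 4584505), had 908 ± 59.0 CPM (SD, n = 3) against 2481 ± 687 (SD, n = 3), a log2 fold change of -1.45 (standard error 0.207, edgeR adjusted p = 0.000501). Over all genes tested the median log2 fold change was -0.47 with TMM and -0.28 with median-of-ratios size factors. The call of rla-0 and rps-10 ended with limma voom and library weights or only the conditions compared in the fit.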

### 3.4. Impact of anti-candidiasis treatment on *Caenorhabditis elegans* whole transcriptome

#### 3.4.1. *Lacticaseibacillus rhamnosus* Lcr35^®^ preventive treatment

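For the preventive treatment, worms were kept for 4 h on E. coli OP50 or on Lcr35 and then for 2 h on C. albicans, and 4 libraries were sequenced from each treatment. Without ribosomal RNA genes, counts per library were 929339 to 7890387 (median 1448798, n = 4) with E. coli OP50 first and 205945 to 3916304 (median 3346470, n = 4) with Lcr35 first. Ribosomal RNA genes took 2.11% to 57.8% of the counts in the former and 0.764% to 69% in the latter. The authors made the raw counts as for the single strains, and the comparisons come from the same fit of all libraries. Replicate 1 of each treatment belongs to the libraries with the lower numbers and low vitellogenin levels, and the other 3 to those with the higher numbers.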

Sequentially incubating *C. elegans* with *E. coli* OP50 or *L. rhamnosus* Lcr35^®^ and then with *C. albicans* induced modifications to the host transcriptome as compared to incubation on a single strain. Volcano plots (Supplementary Figures S2A,B) show strong differences in terms of expression levels between the different experimental conditions. 

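acs-7, the acyl-CoA synthetase gene, was the only gene called after the preventive treatment with E. coli OP50, relative to E. coli OP50 alone. It had 93.8 ± 80.4 CPM (SD, n = 4) and a log2 fold change of 4.08 (standard error 0.703, edgeR adjusted p = 0.0455). After the preventive treatment with Lcr35 it had 88.2 ± 38.7 CPM (SD, n = 4) and a log2 fold change of 3.98 (standard error 0.700, edgeR adjusted p = 0.0644). nlp-29, an antifungal peptide gene of the epidermis, had 83.7 ± 34.2 CPM (SD, n = 4) with E. coli OP50 first (log2 fold change 2.88, edgeR adjusted p = 0.194) and 81.6 ± 25.9 (SD, n = 4) with Lcr35 first (log2 fold change 2.83, edgeR adjusted p = 0.148), above the threshold in both. Genes of peroxisomal fatty acid oxidation were higher as a group with E. coli OP50 first (camera adjusted p = 2.76e-06, adjusted p = 0.191 with an estimated correlation) and with Lcr35 first (camera adjusted p = 2.66e-06, adjusted p = 0.191 with an estimated correlation), and 6 and 6 of 11 were higher when adjusted over the list alone. Cuticle collagens were lower as a group in both (camera adjusted p = 3.67e-07, adjusted p = 0.279 with an estimated correlation, and camera adjusted p = 4.83e-08, adjusted p = 0.245 with an estimated correlation).
edgeR called 1 gene with E. coli OP50 first and 0 with Lcr35 first, with 681 and 786 at an unadjusted p under 0.05, and DESeq2 on all libraries called 36 and 60. Without E. coli OP50 replicate 2, edgeR called 42 and 53. Leaving out 1 library ended the call of acs-7 in 2 of 6 fits. The call of acs-7 ended with limma voom and library weights, only the conditions compared in the fit, median-of-ratios size factors or the run of library numbers as a block.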

Using a finer analysis with Venn diagrams (Figures 5A,B), we noted that 72 genes (27.4%) significantly overexpressed are in common in at least two different experimental conditions. In addition, differential analysis showed that most genes were expressed specifically when the worm has been in contact with *L. rhamnosus* Lcr35^®^ (alone or preventively). 

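At an adjusted p under 0.1, acs-7 was the only gene that edgeR called higher after both preventive treatments, and at 0.05 it called none in both. DESeq2, fitted to each pair of conditions at an adjusted p under 0.1, called 23 genes higher with E. coli OP50 first and 61 with Lcr35 first, of 13518 tested in both, and 22 in both where independent lists would share 0.104. Both treatments are compared with the same 2 E. coli OP50 libraries: the fold changes of the treatments correlated at 0.848 across genes, against 0.68 with simulated libraries without an effect, and their covariance was 0.471 against 0.502. How much these controls add is open.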

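Heme-responsive genes, which move heme between tissues, were higher than other genes on Lcr35 alone (camera adjusted p = 0.000134, adjusted p = 0.191 with an estimated correlation) and after preventive Lcr35 (camera adjusted p = 0.00106, adjusted p = 0.227 with an estimated correlation). Of 6 tested, 4 were higher on Lcr35 and 4 after preventive Lcr35 when adjusted over the list alone. After preventive E. coli OP50, without Lcr35, they were higher than other genes too (camera adjusted p = 0.0063, adjusted p = 0.343 with an estimated correlation, adjusted p = 0.0599 in the later libraries alone), with a mean level of 3.00 ± 1.08 log2 CPM (SD, n = 4), against 3.41 ± 1.04 (SD, n = 4) after preventive Lcr35 and 0.99 ± 1.33 (SD, n = 2) on E. coli OP50. edgeR called no gene on Lcr35 or after preventive Lcr35. Fitted to each pair of conditions at an adjusted p under 0.1, DESeq2 called 127 genes higher on Lcr35 and 59 after preventive Lcr35, of 13589 tested in both, and 10 in both where independent lists would share 0.551. Across genes, the fold changes correlated at 0.558 (simulated without an effect, 0.654) with a covariance of 0.33 (simulated, 0.504), and the 2 E. coli OP50 libraries are shared. Tested gene by gene, preventive Lcr35 against Lcr35 alone gave 76 called genes (10 higher, 66 lower).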

Interestingly, we noticed that the genes significantly repressed in the nematode, were specific to the condition considered. Indeed, only 3 genes have their expressions significantly repressed both in condition with *C. albicans* alone and during preventive treatment with *L. rhamnosus* Lcr35^®^. 

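Methionine cycle genes, which supply methyl groups, were lower as a group after preventive Lcr35 than on E. coli OP50 (camera adjusted p = 0.000151, adjusted p = 0.614 with an estimated correlation), and on C. albicans alone they did not differ from other genes (camera adjusted p = 0.845, adjusted p = 0.99 with an estimated correlation). Among genes called by edgeR, 0 were lower in both comparisons, since 0 were called lower after preventive Lcr35. DESeq2, fitted to each pair of conditions at an adjusted p under 0.1, called 136 genes lower on C. albicans and 10 after preventive Lcr35, of 9717 tested in both. Of these, 2 were lower in both where independent lists would share 0.14, and 23 were higher in both where they would share 0.559. The shared E. coli OP50 libraries give a correlation of 0.618 with no effect, and the observed one was 0.359 (covariance 0.468, simulated 0.498); how much these libraries add to the overlap is open.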

The exhaustive list of significantly expressed genes is presented in Supplementary Table S3. As previously, we conducted a cluster analysis to compare the expression patterns induced by a preventive treatment with *E. coli* OP50 or *L. rhamnosus* Lcr35^®^. 

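Profiles of log2 CPM over all genes tested were compared by their root mean square distance. Worms given E. coli OP50 first lay at 1.40 ± 0.475 (SD, n = 4) from the mean of worms given Lcr35 first and at 2.29 ± 0.152 from worms on C. albicans alone, and worms given Lcr35 first at 1.45 ± 0.652 and 2.33 ± 0.176 (SD, n = 4). The C. albicans libraries correlated at 0.592 to 0.663 with each other, so distances to their mean include their own spread. In a clustering of the 7 condition means the preventive treatments joined first, at a height of 0.771, and C. albicans joined last, at 2.01. The preventive treatments share experiment numbers in their file headers, which may draw their profiles together. edgeR called 0 genes between the preventive treatments, with 1.18% of genes at an unadjusted p under 0.05, and DESeq2 on all libraries called 0. Aspartyl proteases (camera adjusted p = 0.00286, adjusted p = 0.514 with an estimated correlation) and methionine cycle genes (camera adjusted p = 0.00286, adjusted p = 0.728 with an estimated correlation) were lower as groups with Lcr35 first.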

The heatmap (Figure 5C) clearly indicates the presence of a cluster grouping together the two preventive treatments, departing significantly from the condition where the nematode was in contact only with the pathogenic yeast. Despite the presence of yeast after preventive treatment, the transcriptional profile is closer to that in the presence of *L. rhamnosus* Lcr35^®^ alone. 

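After preventive Lcr35, the profiles lay at 1.61 ± 0.749 (SD, n = 4) from the mean on Lcr35 alone, against 1.74 ± 0.665 from E. coli OP50. Of the 4 libraries, 3 were closer to Lcr35 than to C. albicans, 4 closer to Lcr35 than to E. coli OP50, and 0 closer to Lcr35 than to the preventive treatment with E. coli OP50, with which they share experiment numbers. Replicate 1, from the libraries with the lower numbers, was the one closer to C. albicans. Among genes of the ribosome, 60 of 80 were lower after preventive Lcr35 than on Lcr35 alone when adjusted over the list alone. From the heatmap of Figure 5C, the paper states that the profile after the preventive treatment is closer to that on Lcr35 alone. With the 500 most variable genes, 1 of 4 libraries was closer to Lcr35 than to E. coli OP50. The E. coli OP50 mean comes from 2 libraries and the Lcr35 mean from 3 with more counts. Distances to these means include their spread, so the order of the distances need not show likeness.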

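Chaperones of the endoplasmic reticulum had lower levels after preventive Lcr35 than on C. albicans alone. Of 13 tested, 1 fell (pdi-1), 0 rose and 6 were lower when adjusted over the list alone. pdi-1, a protein disulfide isomerase gene (NCBI gene 175472, chromosome III from 3699739 to 3701461), had 268 ± 31.8 CPM (SD, n = 4) against 507 ± 54.3 (SD, n = 3), a log2 fold change of -0.92 (standard error 0.210, edgeR adjusted p = 0.0386). As a group the chaperones were lower than other genes (camera adjusted p = 4.65e-06, adjusted p = 0.245 with an estimated correlation, adjusted p = 0.131 with the library period as a block). cyn-6, a cyclophilin gene (NCBI gene 175231, chromosome III from 773414 to 774159), fell with a log2 fold change of -1.93 (standard error 0.442, edgeR adjusted p = 0.0399). In all, 84 genes rose and 8 fell. In the fits that leave out 1 library, the call ended for pdi-1 in 4 of 7 fits and for cyn-6 in 5. cyn-6 (log2 fold change -1.19) lost the call with the library period as a block. The call of pdi-1 and cyn-6 ended with limma voom and library weights or only the conditions compared in the fit, that of pdi-1 with the replicate number as a block or no low-count filter, and that of cyn-6 with median-of-ratios size factors.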

Comparison of the preventive treatment with *L. rhamnosus* Lcr35^®^ and the untreated candidiasis showed that significantly under-regulated genes were involved in only one ontology, the endoplasmic reticulum membrane (Figure 6A). For the overexpressed genes, we noted that they were involved in several biological processes with primary, cellular, organic substance and nitrogen compound metabolic processes. 

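Among the 84 genes higher after preventive Lcr35 than on C. albicans alone, clec-83, a C-type lectin gene (NCBI gene 177065, chromosome IV from 2839378 to 2840685), had 141 ± 25.7 CPM (SD, n = 4) against 18.1 ± 24.6 (SD, n = 3), a log2 fold change of 2.70 (standard error 0.571, edgeR adjusted p = 0.028). ifc-2, an intermediate filament of the intestine (NCBI gene 180414, chromosome X from 642156 to 654904), rose to 262 ± 67.8 CPM (SD, n = 4) from 77.7 ± 50.0 (SD, n = 3), a log2 fold change of 1.73 (standard error 0.371, edgeR adjusted p = 0.028). Of 144 detoxification enzymes, 3 rose, 0 fell and 7 were higher when adjusted over the list alone, with no shift as a group (camera adjusted p = 0.277, adjusted p = 0.929 with an estimated correlation). Of 116 C-type lectins, 2 rose and 5 were higher when adjusted over the list alone (camera adjusted p = 0.112, adjusted p = 0.873 with an estimated correlation). gna-2, which makes a precursor of the chitin in the eggshell, had 3 counts over the 3 C. albicans libraries and 1044 over the 4 preventive libraries (edgeR adjusted p = 0.0468). Vitellogenins, whose level moves with the library numbers, were higher as a group than other genes (camera adjusted p = 0.0143, adjusted p = 0.774 with an estimated correlation, adjusted p = 0.392 with the library period as a block).
The number of genes called was 33 without Lcr35 preventive replicate 3 and 645 without C. albicans replicate 1. When 1 library was left out, the call ended for clec-83 in 4 of 7 fits, for ifc-2 in 3 and for gna-2 in 6. The call of clec-83, ifc-2 and gna-2 ended with limma voom and library weights or only the conditions compared in the fit, that of clec-83 and ifc-2 with the replicate number as a block, and that of gna-2 with median-of-ratios size factors or no low-count filter.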

Considering the molecular functions, they are linked to structural constituent of cuticle and catalytic activity as well.

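Of 134 cuticle collagens, 1 rose and 2 fell after preventive Lcr35 relative to C. albicans alone, and 2 were higher and 4 lower when adjusted over the list alone. They did not differ as a group from other genes (camera adjusted p = 0.051, adjusted p = 0.839 with an estimated correlation), with the test's direction down and a median of 0.05. col-149 (NCBI gene 179431, chromosome V from 10291701 to 10292869) fell to 54.6 ± 35.0 CPM (SD, n = 4) from 296 ± 26.9 (SD, n = 3), a log2 fold change of -2.40 (standard error 0.369, edgeR adjusted p = 0.00249). col-176 (NCBI gene 181219, chromosome X from 10077597 to 10078728) fell to 31.3 ± 29.3 CPM (SD, n = 4) from 299 ± 116 (SD, n = 3), a log2 fold change of -3.47 (standard error 0.617, edgeR adjusted p = 0.00893). Genes of the molt and the apical matrix were lower as a group than other genes (camera adjusted p = 6.71e-09, adjusted p = 0.594 with an estimated correlation, adjusted p = 0.766 with the library period as a block), as were the furrow collagens (camera adjusted p = 5.47e-05, adjusted p = 0.498 with an estimated correlation, adjusted p = 0.597 with the library period as a block). The call of col-149 and col-176 ended with limma voom and library weights.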

**Figure 5:**
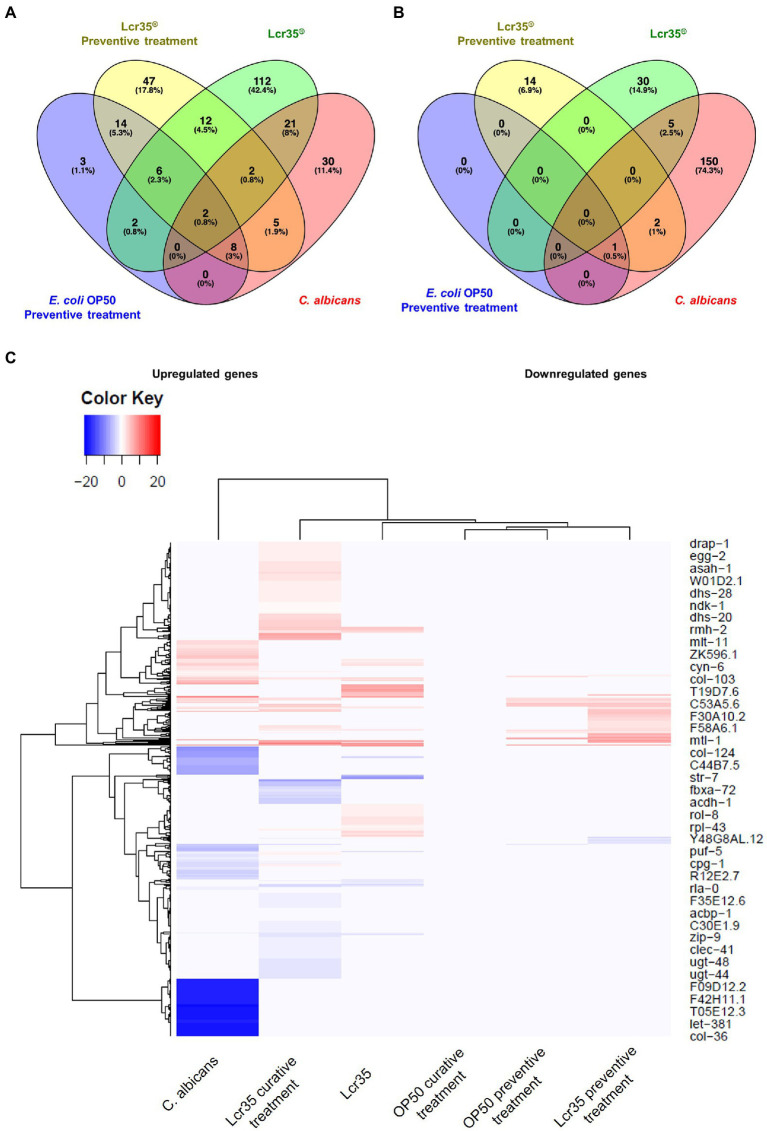
The transcriptional responses to *E. coli* OP50 as a preventive treatment and *L. rhamnosus* Lcr35^®^ as a preventive treatment comprises specific and overlapping gene sets. Venn diagrams illustrate the overlap genes significantly upregulated **(A)** or downregulated **(B)**. Animals were exposed to the bacterial strains for 4 h and infected by the yeast for 2 h. **(C)** Clustering heatmap of differentially expressed genes during a preventive or a curative treatment. Red color indicating significantly highly expressed genes and blue color indicating significantly down-regulated genes. The exhaustive list of genes is given in Supplementary Tables S3, S4.

**Figure 6:**
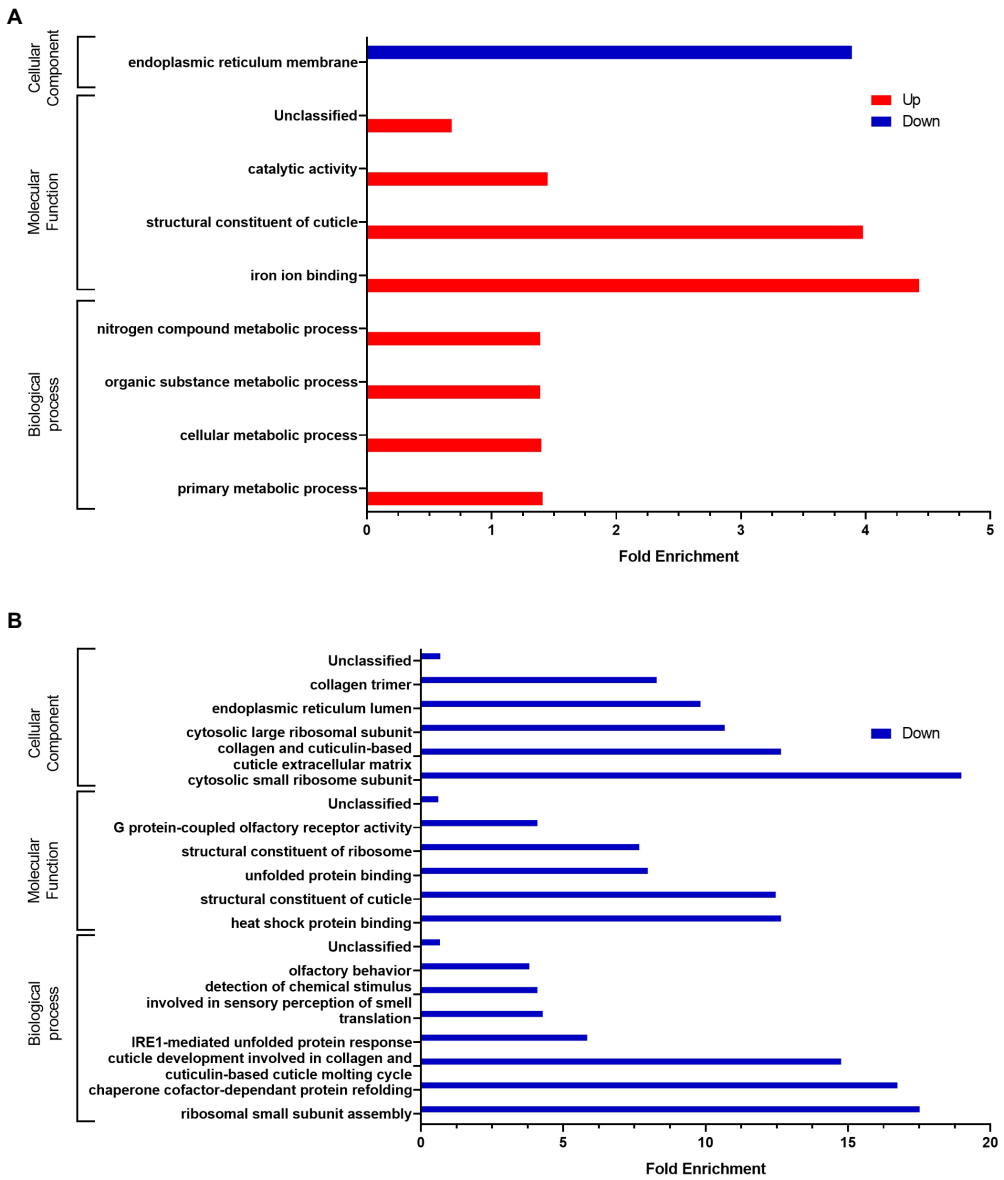
GO analyses of differentially expressed genes after **(A)** a *L. rhamnosus* Lcr35^®^ preventive treatment compared to an un-treated candidiasis or **(B)** compared to *L. rhamnosus* Lcr35^®^. Only GO terms significantly enriched (value of *p* and false discovery rate < 0.05) are displayed.

The same GO analysis was conducted by comparing the *L. rhamnosus* Lcr35^®^ as a preventive treatment and Lcr35^®^ alone conditions (Figure 6B). 

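Relative to Lcr35 alone, 10 genes rose and 66 fell after preventive Lcr35. amt-4, an ammonium transporter gene (NCBI gene 180728, chromosome X from 4565302 to 4569620), had 108 ± 8.51 CPM (SD, n = 4) against 18.5 ± 5.27 (SD, n = 3), a log2 fold change of 2.54 (standard error 0.409, edgeR adjusted p = 0.00108). rhr-1, of the Rh family, had 327 ± 51.3 CPM (SD, n = 4) and a log2 fold change of 1.95 (standard error 0.255, edgeR adjusted p = 0.0002). acox-3, an acyl-CoA oxidase gene, had 234 ± 79.3 CPM (SD, n = 4) and a log2 fold change of 3.19 (standard error 0.562, edgeR adjusted p = 0.00517), and it was the only member of 11 genes of peroxisomal fatty acid oxidation called. Of these, 4 were higher when adjusted over the list alone, and as a group they were higher than other genes (camera adjusted p = 1.24e-07, adjusted p = 0.191 with an estimated correlation). Without Lcr35 preventive replicate 2, 29 genes were called in all, 9 with only these 2 conditions in the fit, and 1939 by limma voom with library weights, run after the data were seen. The call of acox-3 ended with only the conditions compared in the fit.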

The analysis did not reveal any GO terms significantly enriched for the upregulated genes. 

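All 80 cytosolic ribosomal proteins had negative log2 fold changes after preventive Lcr35 relative to Lcr35 alone, with a median of -0.85, and 30 fell. They were lower as a group than other genes (camera adjusted p = 1.26e-27, adjusted p = 0.279 with an estimated correlation). rps-10 had 882 ± 73.9 CPM (SD, n = 4), a log2 fold change of -1.49 (standard error 0.189, edgeR adjusted p = 0.0002). rla-0 had 1939 ± 201 CPM (SD, n = 4), a log2 fold change of -1.14 (standard error 0.175, edgeR adjusted p = 0.000996). Chaperones were lower too: 1 of 13 of the endoplasmic reticulum fell and 10 were lower when adjusted over the list alone (camera adjusted p = 7.49e-07, adjusted p = 0.191 with an estimated correlation), and 2 of 8 heat shock proteins fell and 5 were lower over the list alone (camera adjusted p = 8.97e-07, adjusted p = 0.133 with an estimated correlation, adjusted p = 0.121 in the later libraries alone with 1 Lcr35 library). crt-1, the calreticulin gene (NCBI gene 178997, chromosome V from 6098992 to 6100542), had 629 ± 203 CPM (SD, n = 4) against 1532 to 1849 in the 3 Lcr35 libraries, a log2 fold change of -1.40 (standard error 0.229, edgeR adjusted p = 0.00129). hsp-1, the constitutive member of the HSP70 family (NCBI gene 178507, chromosome IV from 17278959 to 17281330), lay at 796 to 1138 CPM after the treatment, with a log2 fold change of -1.23 (standard error 0.198, edgeR adjusted p = 0.00106). The call of rps-10, rla-0, crt-1 and hsp-1 ended with only the conditions compared in the fit, and that of hsp-1 with the later libraries only, which hold 1 Lcr35 library.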

On the contrary, down-regulated genes were found implied in a variety of ontologies such as the development of cuticle, the translational activity or the detection of molecules to quote only those biological processes. 

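Of 134 cuticle collagens, 10 fell and 0 rose after preventive Lcr35 relative to Lcr35 alone, and 29 were lower and 0 higher when adjusted over the list alone. Taken as 1 list, they were lower than other genes (camera adjusted p = 3.28e-10, adjusted p = 0.191 with an estimated correlation). col-104 had 105 ± 30.9 CPM (SD, n = 4) and a log2 fold change of -2.55 (standard error 0.385, edgeR adjusted p = 0.000996). col-109 (NCBI gene 176988, chromosome IV from 1817392 to 1820253) had 47.3 ± 11.5 CPM (SD, n = 4) against 223 ± 60.0 (SD, n = 3), a log2 fold change of -2.23 (standard error 0.383, edgeR adjusted p = 0.00226). Genes of the molt were lower as a group than other genes (camera adjusted p = 1.97e-06, adjusted p = 0.662 with an estimated correlation, adjusted p = 0.32 with the library period as a block), none of them called by edgeR. The call of col-109 ended with the later libraries only, which hold 1 Lcr35 library.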

GO terms linked to the structure of the cuticle were also found as molecular functions and cellular component whereas only cellular components comprise terms associated with the translational activity.

#### 3.4.2. *Lacticaseibacillus rhamnosus* Lcr35^®^ curative treatment

In the same way as for the preventive treatment of candidiasis, the overall transcriptomic analysis following a curative treatment reveals the presence of genes expressed in a specific way or overlapping depending on the experimental conditions (Figures 7A,B and Supplementary Figure S2D). 

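For the curative treatment, worms were kept for 2 h on C. albicans and then for 4 h on E. coli OP50 (4 libraries) or on Lcr35 (3 libraries). Counts per library without ribosomal RNA genes were 1883274 to 7941031 (median 3212245, n = 4) with E. coli OP50 and 3092539 to 6613901 (median 5588892, n = 3) with Lcr35. Ribosomal RNA genes took 0.289% to 23.9% of the counts in the former and 2.38% to 23.7% in the latter. These are raw read counts per gene from the same steps of the authors, tested in the same fit as the other conditions. Replicate 1 of the E. coli OP50 treatment belongs to the libraries with the lower numbers, and all 3 libraries of the Lcr35 treatment to those with the higher numbers.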

In the present case, we noted that the differential expression is mainly specific with 217, 103, and 34 overexpressed genes for the conditions Lcr35^®^ curative treatment, Lcr35^®^ and *C. albicans*, respectively. 

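After curative Lcr35, acs-7 had 83.6 ± 5.66 CPM (SD, n = 3) and a log2 fold change of 3.93 (standard error 0.707, edgeR adjusted p = 0.0924), above the threshold, although every library lay above both E. coli OP50 libraries. Of 11 genes of peroxisomal fatty acid oxidation, 6 were higher and 0 lower when adjusted over the list alone, and none by edgeR over all genes, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 6 higher and 0 lower. As a group they were higher than other genes (camera adjusted p = 0.000686, adjusted p = 0.404 with an estimated correlation). edgeR called 0 genes relative to E. coli OP50, with 517 at an unadjusted p under 0.05. DESeq2 called 29 on all libraries and 714 on these 2 conditions alone at an adjusted p under 0.1. Without E. coli OP50 replicate 2, edgeR called 33.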

As for the overlapping genes, these represent only 10.9% of the total, and are expressed mainly in the Lcr35^®^ and Lcr35^®^ curative treatment conditions. Among them, we found *hrg-3*, *hrg-4* and *hrg-7* involved in heme binding and transmembrane transport, *rps-7*, *rps*-*11* and *rps*-*14*, predicted to be a structural constituent of ribosome, or *col*-103, predicted to be a structural constituent of cuticle. 

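After curative Lcr35, 61 of 80 cytosolic ribosomal proteins had positive log2 fold changes from E. coli OP50, with no shift as a group (camera adjusted p = 0.299, adjusted p = 0.983 with an estimated correlation). edgeR called 0 genes higher both on Lcr35 alone and after curative Lcr35. DESeq2, fitted to each pair of conditions at an adjusted p under 0.1, called 40 higher in both where independent lists would share 3.29. With C. albicans alone, curative Lcr35 shared 22 higher genes where independent lists would share 3.28. The shared E. coli OP50 libraries give fold changes that correlate at 0.623 and 0.594 with no effect, and the observed correlations across genes were 0.542 with Lcr35 and 0.238 with C. albicans (covariances 0.301 and 0.292, simulated 0.5 and 0.497). How much these controls add is open.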

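hrg-7, which encodes a secreted aspartic protease that signals heme status between tissues (NCBI gene 182635, chromosome V from 12742041 to 12744171), lay at 486 to 743 CPM in the 3 libraries after curative Lcr35, 167 to 402 in the 3 on Lcr35 alone and 41.8 to 82.1 in the 2 on E. coli OP50. Its log2 fold changes from E. coli OP50 were 3.35 (edgeR adjusted p = 0.647) and 2.36 (edgeR adjusted p = 1). hrg-4, a heme importer of the intestine, had 19.6 ± 1.46, 20.0 ± 14.7 and 1.44 ± 2.03 CPM (SD) in the same order, with log2 fold changes of 3.62 and 3.65 (edgeR adjusted p = 1 for both). hrg-3, a heme carrier, had 0 counts in both E. coli OP50 libraries and was at least 27.8-fold higher after curative Lcr35 and 17.7-fold on Lcr35 alone (edgeR adjusted p = 1 for both). As a group, 6 heme-responsive genes were higher after curative Lcr35 (camera adjusted p = 1.84e-06, adjusted p = 0.133 with an estimated correlation), 4 of them when adjusted over the list alone. rps-7, rps-11 and rps-14 had log2 fold changes of 0.51, 0.50 and 0.60 after curative Lcr35, and col-103 of 1.34 (edgeR adjusted p = 1, 1, 1 and 0.697). DESeq2 on all libraries called hrg-7 after curative Lcr35, and on these 2 conditions alone at an adjusted p under 0.1 also hrg-3, hrg-4, rps-7 and col-103.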

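Of the 7 genes of the propionate shunt, which breaks down propionate when vitamin B12 is scarce, 5 were lower after curative Lcr35 than on E. coli OP50 when adjusted over the list alone. On C. albicans alone none was lower and the list did not differ from other genes (camera adjusted p = 0.624, adjusted p = 0.971 with an estimated correlation). After curative Lcr35 the shunt was lower as a group than other genes, with a median log2 fold change of -1.54 (camera adjusted p = 6.84e-11, adjusted p = 0.133 with an estimated correlation). edgeR called 0 genes lower after curative Lcr35 and 96 on C. albicans. DESeq2, fitted to each pair at an adjusted p under 0.1, called 314 and 137 of the 9732 genes tested in both, 15 of them lower in both where independent lists would share 4.42.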

For the under-expressed genes, a similar trend is present with 117 and 144 specific genes for Lcr35^®^ curative treatment (*C. albicans* then *L. rhamnosus* Lcr35^®^) and *C. albicans* conditions, respectively. Overlapping genes represent 6.6% of the total and include *elo-5*, *elo-6*, predicted to enable fatty acid elongase activity, *nhr-114*, a nuclear hormone receptor, or *col-71*, *col-133* and *col-138*, predicted to be structural constituents of cuticle. 

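nhr-114, a nuclear hormone receptor gene that protects the germ line from a lack of vitamin B12 (NCBI gene 178821, chromosome V from 4187202 to 4190008), had 27.9 ± 1.53 CPM (SD, n = 3) after curative Lcr35 and 136 ± 13.0 (SD, n = 2) on E. coli OP50, a log2 fold change of -2.28 (standard error 0.483, edgeR adjusted p = 0.294). elo-5 and elo-6 had 163 ± 18.2 and 182 ± 13.3 CPM (SD, n = 3) after curative Lcr35, log2 fold changes of -0.76 and -0.88 from E. coli OP50 (edgeR adjusted p = 1 for both). The cuticle collagens col-71, col-133 and col-138 had log2 fold changes of -0.92, -0.69 and -0.95 (edgeR adjusted p = 1 for each). DESeq2 on all libraries called nhr-114, and on these 2 conditions alone at an adjusted p under 0.1 also elo-5, elo-6 and col-133. Between Lcr35 alone and curative Lcr35, that fit called 15 genes lower in both relative to E. coli OP50 where independent lists would share 0.606.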

More interestingly, we noted that no gene is significantly differentially expressed when the nematode received a curative treatment with *E. coli* OP50, in comparison with the control condition (*E. coli* OP50 only; Supplementary Figure S2C).

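After the curative treatment with E. coli OP50, genes of the propionate shunt were lower as a group than on E. coli OP50 alone (camera adjusted p = 4.67e-06, adjusted p = 0.245 with an estimated correlation), 3 of 7 when adjusted over the list alone and none by edgeR over all genes. Methionine cycle genes were lower as a group than other genes (camera adjusted p = 8.02e-05, adjusted p = 0.597 with an estimated correlation), with a median log2 fold change of -0.67 and 2 of 9 lower over the list alone. So were 11 genes of the intestine (camera adjusted p = 0.0001, adjusted p = 0.245 with an estimated correlation) and the cuticle collagens (camera adjusted p = 2.57e-06, adjusted p = 0.353 with an estimated correlation). edgeR called 0 of 14809 genes, with 684 at an unadjusted p under 0.05, and DESeq2 called 6 on all libraries. Without E. coli OP50 replicate 2, edgeR called 43.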

**Figure 7:**
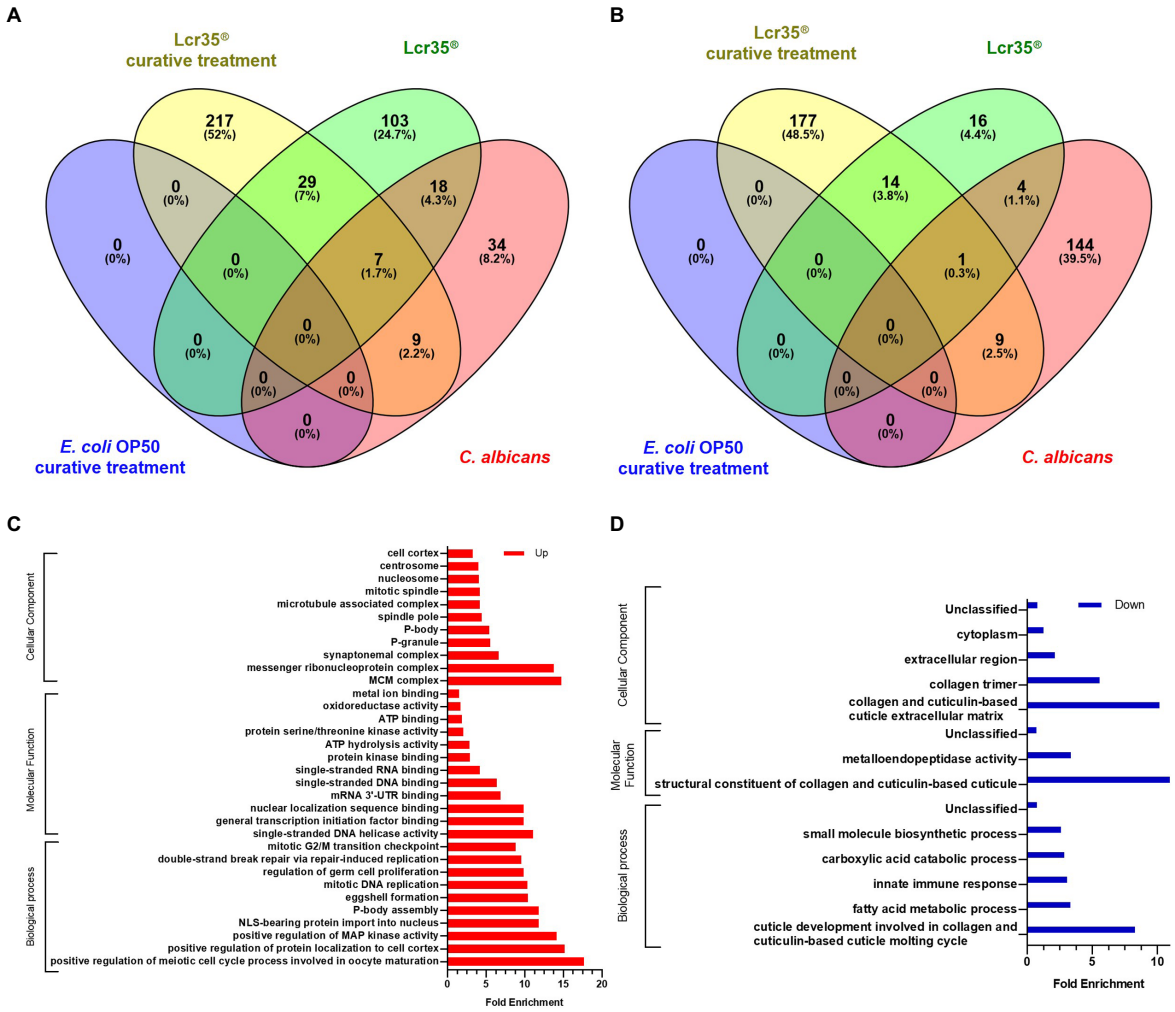
The transcriptional responses to *E. coli* as a curative treatment and *L. rhamnosus* Lcr35^®^ as a curative treatment comprises specific and overlapping gene sets. Venn diagrams illustrate the overlap genes significantly upregulated **(A)** or downregulated **(B)**. Animals were exposed to the bacterial strains for 4 h and infected by the yeast for 2 h. GO analyses of upregulated expressed genes **(C)** or downregulated expressed genes **(D)** after a *L. rhamnosus* Lcr35^®^ curative treatment compared to worms fed with *L. rhamnosus* Lcr35^®^ only. Only GO terms significantly enriched (value of *p* and false discovery rate < 0.05) are displayed.

Presented in Figures 7C,D, in comparison with the transcriptome of nematodes fed exclusively with *L. rhamnosus* Lcr35^®^, that of nematodes having received a curative treatment against candidiasis with Lcr35^®^ presents different significantly enriched GO terms depending on whether the genes are over (Figure 7C) or under expressed (Figure 7D). 

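All 9 methionine cycle genes had lower values after curative Lcr35 than on Lcr35 alone, with a median log2 fold change of -1.95, and all 9 were lower when adjusted over the list alone. The group as a whole was lower than other genes (camera adjusted p = 3.95e-19, adjusted p = 0.133 with an estimated correlation). The 7 genes of the propionate shunt were lower as a group than other genes (camera adjusted p = 2.56e-13, adjusted p = 0.133 with an estimated correlation), with a median of -1.87 and 5 lower over the list alone. The mean level of the methionine cycle genes was 6.33 ± 0.161 log2 CPM (SD, n = 3) after curative Lcr35, 8.16 ± 0.481 (SD, n = 3) on Lcr35 alone and 7.38 ± 0.780 (SD, n = 4) after curative E. coli OP50. Over all conditions this list lay at 7.77 to 8.80 in the libraries with the lower numbers, which hold 2 of the 3 libraries of Lcr35 alone. The third, with a higher number, was the lowest of these 3, at 7.62. No gene was called over all genes by edgeR (485 at an unadjusted p under 0.05), DESeq2 on all libraries called 46, and limma voom with library weights, run after the data were seen, called 2779. DESeq2 on these 2 conditions alone called 1072 at an adjusted p under 0.1. Without Lcr35 replicate 3, edgeR called 24.

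**Figure D3:**
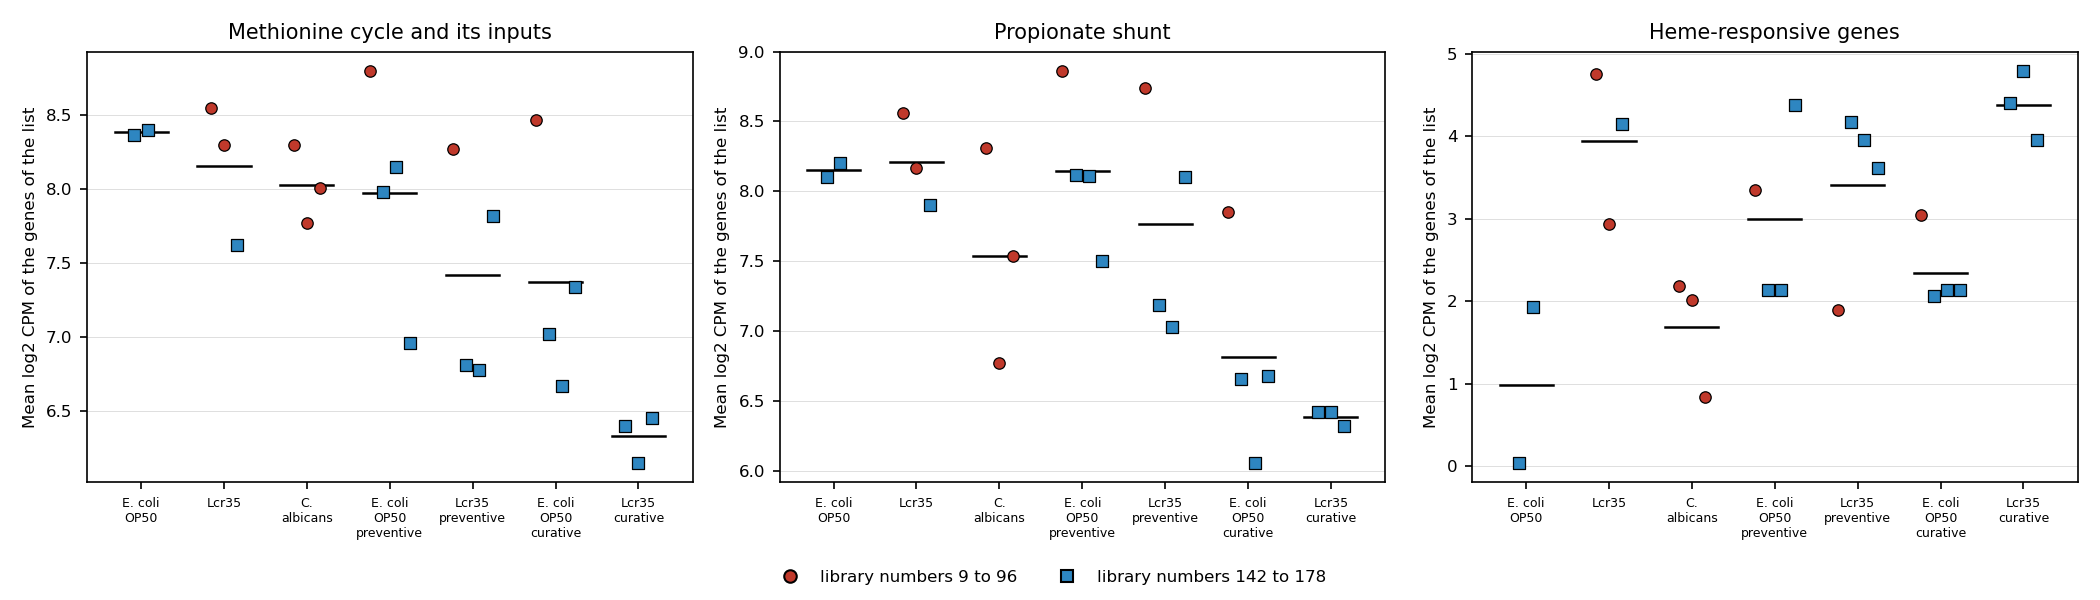
Mean log2 CPM of the methionine cycle genes, the genes of the propionate shunt and the heme-responsive genes in each library, by condition. Each point is 1 library, the line is the mean of the condition, and circles and squares stand for library numbers up to 96 and above it; after curative Lcr35 the methionine cycle genes lie between 6.15 and 6.45.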

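All 21 genes of DNA replication, among them the helicase genes mcm-2 to mcm-7, had higher values after curative Lcr35 than on Lcr35 alone, with a median log2 fold change of 0.70. They were higher as a group than other genes (camera adjusted p = 2.25e-09, adjusted p = 0.436 with an estimated correlation, adjusted p = 0.492 with the library period as a block). Genes of oocytes and early embryos were higher too, 20 of 20 with a median of 1.68 (camera adjusted p = 5.28e-13, adjusted p = 0.424 with an estimated correlation, adjusted p = 0.577 with the library period as a block and the direction reversed), and so were the eggshell genes (camera adjusted p = 6.04e-08, adjusted p = 0.424 with an estimated correlation, adjusted p = 0.859 with the library period as a block and the direction reversed, adjusted p = 0.183 in the later libraries alone with 1 Lcr35 library). edgeR called no member of these lists, over all genes or when adjusted over the list alone, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 6 higher and 0 lower in the replication list. Over all conditions the replication genes lay at 4.24 to 5.49 log2 CPM in the libraries with the lower numbers and at 5.92 to 6.66 in those with the higher numbers. All 3 curative Lcr35 libraries and 1 of the 3 libraries of Lcr35 alone are among the latter.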

In the first case, we noted a certain diversity in the biological processes implemented with the meiotic and mitotic cell cycles, the replication and the repair of the DNA or the regulation of the activity of the MAP kinases. In contrast, for molecular functions, we noted two main categories targeting metabolism (redox, ATP binding and hydrolysis, kinase activity) and nucleic acids (DNA and RNA binding, helicase activity, transcription). Conversely, under-expressed genes are involved in GO terms involved in the host defense with the innate immune response, in the metabolic activity with the metabolism of fatty acids, carboxylic acids and small metabolites and clearly of a structural nature with the development of the cuticle and molting cycles. These latter biological processes GO terms are to be associated to the molecular functions of the structure of collagen and the cuticle, but also to the cellular components related to collagen, extracellular region and cytoplasm. It is interesting to note a significant enrichment of the molecular function involved in the metalloendopeptidase activity.

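Genes of the molt and the apical matrix were lower as a group after curative Lcr35 than on Lcr35 alone, 22 of 24 with a negative log2 fold change (camera adjusted p = 6.19e-10, adjusted p = 0.556 with an estimated correlation, adjusted p = 0.0392 with the library period as a block and the direction reversed, adjusted p = 0.823 in the later libraries alone with 1 Lcr35 library and the direction reversed). Cuticle collagens were lower as a group than other genes (camera adjusted p = 0.00137, adjusted p = 0.614 with an estimated correlation), 2 of 134 when adjusted over the list alone. Of 16 fatty acid desaturases and elongases, 1 was higher and 4 lower over the list alone, and the list was lower as a group than other genes (camera adjusted p = 0.0275, adjusted p = 0.629 with an estimated correlation, adjusted p = 0.222 with the library period as a block, adjusted p = 0.0531 in the later libraries alone with 1 Lcr35 library). Among defense genes, 13 lysozymes (camera adjusted p = 0.569, adjusted p = 0.931 with an estimated correlation), 17 saposin-like proteins (camera adjusted p = 0.14, adjusted p = 0.839 with an estimated correlation) and 39 antifungal peptides (camera adjusted p = 0.404, adjusted p = 0.928 with an estimated correlation) did not differ from other genes. Aspartyl proteases of the intestine were lower as a group than other genes (camera adjusted p = 8.97e-07, adjusted p = 0.191 with an estimated correlation), 7 of 12 over the list alone. edgeR called no member of these lists over all genes, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 0 higher and 17 lower in the molt list. The molt genes are higher in the libraries with the lower numbers, which hold 2 of the 3 libraries of Lcr35 alone.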

Similarly, a comparison of the transcriptome of nematodes that received a curative treatment with *L. rhamnosus* Lcr35^®^ with that of nematodes infected with *C. albicans*, we observed a notable dichotomy depending on whether the GO terms are associated with over- or under-expressed genes (Figure 8). Indeed, if we consider biological processes, overexpressed genes are involved in processes related to reproduction (eggshell formation, embryo developing ending in birth or egg hatching), cell multiplication (meiotic cytokinesis, mitotic cytokinesis) and DNA (nucleus organization, regulation of translation, DNA repair, chromosome organization). Conversely, most under-expressed genes are more involved in metabolic processes, in particular amino acid metabolism or the immune response. 

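After curative Lcr35, 137 genes were higher and 39 lower than on C. albicans alone. ugt-62, a glucuronosyltransferase gene (NCBI gene 175591, chromosome III from 4537281 to 4540623), fell to 24.4 ± 7.86 CPM (SD, n = 3), a log2 fold change of -2.80 (standard error 0.462, edgeR adjusted p = 0.00289). Of 144 detoxification enzymes, 2 rose and 2 fell. The median log2 fold change of all genes tested was 0.41 with TMM and 0.21 with median-of-ratios size factors. The number of genes called was 28 without Lcr35 curative replicate 3 and 661 without C. albicans replicate 1.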

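gna-2, the eggshell gene (NCBI gene 172533, chromosome I from 7699543 to 7700958), had 3 counts over the 3 C. albicans libraries and 1484 over the 3 libraries after curative Lcr35 (edgeR adjusted p = 0.029). Of 10 eggshell genes, 1 rose (gna-2) and 5 were higher when adjusted over the list alone. Taken as 1 list, they were higher than other genes (camera adjusted p = 0.00937, adjusted p = 0.826 with an estimated correlation, adjusted p = 0.32 with the library period as a block and the direction reversed). The 20 genes of oocytes and early embryos were higher as a group than other genes with none called by edgeR (camera adjusted p = 0.0078, adjusted p = 0.878 with an estimated correlation, adjusted p = 0.00251 with the library period as a block and the direction reversed), and so were the genes of DNA replication (camera adjusted p = 0.0143, adjusted p = 0.856 with an estimated correlation, adjusted p = 0.462 with the library period as a block and the direction reversed), 10 of 21 over the list alone. Vitellogenins were higher too (camera adjusted p = 0.00616, adjusted p = 0.677 with an estimated correlation, adjusted p = 0.646 with the library period as a block). The oocyte genes lay at 1.75 to 4.36 log2 CPM in the libraries with the lower numbers, which hold all C. albicans libraries, and at 6.37 to 7.36 in the others, which hold all curative Lcr35 libraries. Fits without 1 of the libraries ended the call of gna-2 in 5 of 6 fits. The library period as a block ended the call of gna-2. The call of gna-2 ended with limma voom and library weights.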

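acdh-1, the acyl-CoA dehydrogenase gene at the first step of the propionate shunt (NCBI gene 172358, chromosome I from 6497436 to 6499560), fell to 130 ± 20.6 CPM (SD, n = 3) after curative Lcr35 from 1925 ± 375 (SD, n = 3) on C. albicans alone, a log2 fold change of -3.89 (standard error 0.886, edgeR adjusted p = 0.0439). hphd-1, another enzyme gene of the shunt (NCBI gene 174942, chromosome II from 12994362 to 12996344), had 73.0 ± 22.2 CPM (SD, n = 3) against 691 ± 173 (SD, n = 3), a log2 fold change of -3.24 (standard error 0.535, edgeR adjusted p = 0.00465). With hach-1 (log2 fold change -2.05, edgeR adjusted p = 0.00532) and ech-6 (-1.46, adjusted p = 0.0371), 4 of 7 genes of the shunt fell, and 5 were lower when adjusted over the list alone (camera adjusted p = 2.18e-07, adjusted p = 0.191 with an estimated correlation). Of 9 methionine cycle genes, 2 fell and 8 were lower over the list alone (camera adjusted p = 6.69e-12, adjusted p = 0.191 with an estimated correlation). These were folt-2, a folate transporter gene (NCBI gene 178745, chromosome V from 2872465 to 2875600), with a log2 fold change of -4.02 (edgeR adjusted p = 0.0203), and nhr-114, with -1.95 (edgeR adjusted p = 0.0329). Of 39 antifungal peptides, 2 rose and 2 fell: nlp-31 lay at 17.2 to 37.9 CPM against 99.9 to 294, a log2 fold change of -2.48 (standard error 0.485, edgeR adjusted p = 0.0102), and nlp-29 a log2 fold change of -2.39 (edgeR adjusted p = 0.029). Without Lcr35 curative replicate 3, the call of nlp-31 (log2 fold change -2.19) ended. Leaving out 1 library ended the call of acdh-1 and ech-6 in 5 of 6 fits, of folt-2 in 3 and of nhr-114 and nlp-29 in 4. acdh-1 (-2.19), hach-1 (-1.36), ech-6 (-0.81), folt-2 (-3.07), nhr-114 (-1.64), nlp-31 (-1.98) and nlp-29 (-1.77), log2 fold changes in brackets, lost the call with the library period as a block. The call of ech-6, folt-2, nhr-114, nlp-31 and nlp-29 ended with limma voom and library weights, that of nlp-29 with only the conditions compared in the fit, and that of acdh-1 with median-of-ratios size factors or no low-count filter.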

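Of 134 cuticle collagens, 2 rose and 2 fell after curative Lcr35 relative to C. albicans alone, and 20 were higher and 4 lower when adjusted over the list alone. As a group they did not differ from other genes (camera adjusted p = 0.986, adjusted p = 0.994 with an estimated correlation). col-176 fell to 24.0 ± 9.22 CPM (SD, n = 3), a log2 fold change of -3.64 (standard error 0.671, edgeR adjusted p = 0.00792). The 3 adult collagens col-7, col-19 and col-62 were higher (camera adjusted p = 0.0417, adjusted p = 0.63 with an estimated correlation, adjusted p = 0.597 with the library period as a block), all 3 when adjusted over the list alone, and over all conditions their mean level was -1.61 to 4.07 log2 CPM in the libraries with the lower numbers and 5.43 to 7.00 in the others. In the fits that leave out 1 library, the call ended for col-176 in 2 of 6 fits. The library period as a block ended the call of col-176 (log2 fold change -2.16).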

Concerning the molecular functions, the structural term constituent of cuticle is both over- and under-enriched, which is also the case for terms associated with metabolic functions. On the other hand, for the cellular components, we found a distribution similar to biological processes, namely, terms related to nucleic acids and the nucleus are over-enriched while the endoplasmic reticulum, seat of peptide synthesis, is under-enriched.

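Chaperones of the endoplasmic reticulum were lower as a group after curative Lcr35 than on C. albicans alone (camera adjusted p = 7.84e-05, adjusted p = 0.343 with an estimated correlation, adjusted p = 0.711 with the library period as a block), 11 of 13 with a negative log2 fold change and none called by edgeR, also when adjusted over the list alone, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 0 higher and 6 lower. Of 22 histones, 17 had a positive log2 fold change and edgeR called none (camera adjusted p = 0.642, adjusted p = 0.929 with an estimated correlation). rps-20, a ribosomal protein of the small subunit (NCBI gene 173309, chromosome I from 14468332 to 14469103), rose to 1416 ± 222 CPM (SD, n = 3) from 631 ± 174 (SD, n = 3), a log2 fold change of 1.16 (standard error 0.207, edgeR adjusted p = 0.00465). Of 80 cytosolic ribosomal proteins, 3 rose, 0 fell and 11 were higher when adjusted over the list alone, with no shift as a group (camera adjusted p = 0.681, adjusted p = 0.99 with an estimated correlation; direction down, median 0.34). The call of rps-20 (log2 fold change 1.04) ended without Lcr35 curative replicate 3. The call of rps-20 ended with limma voom and library weights or only the conditions compared in the fit.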

**Figure 8:**
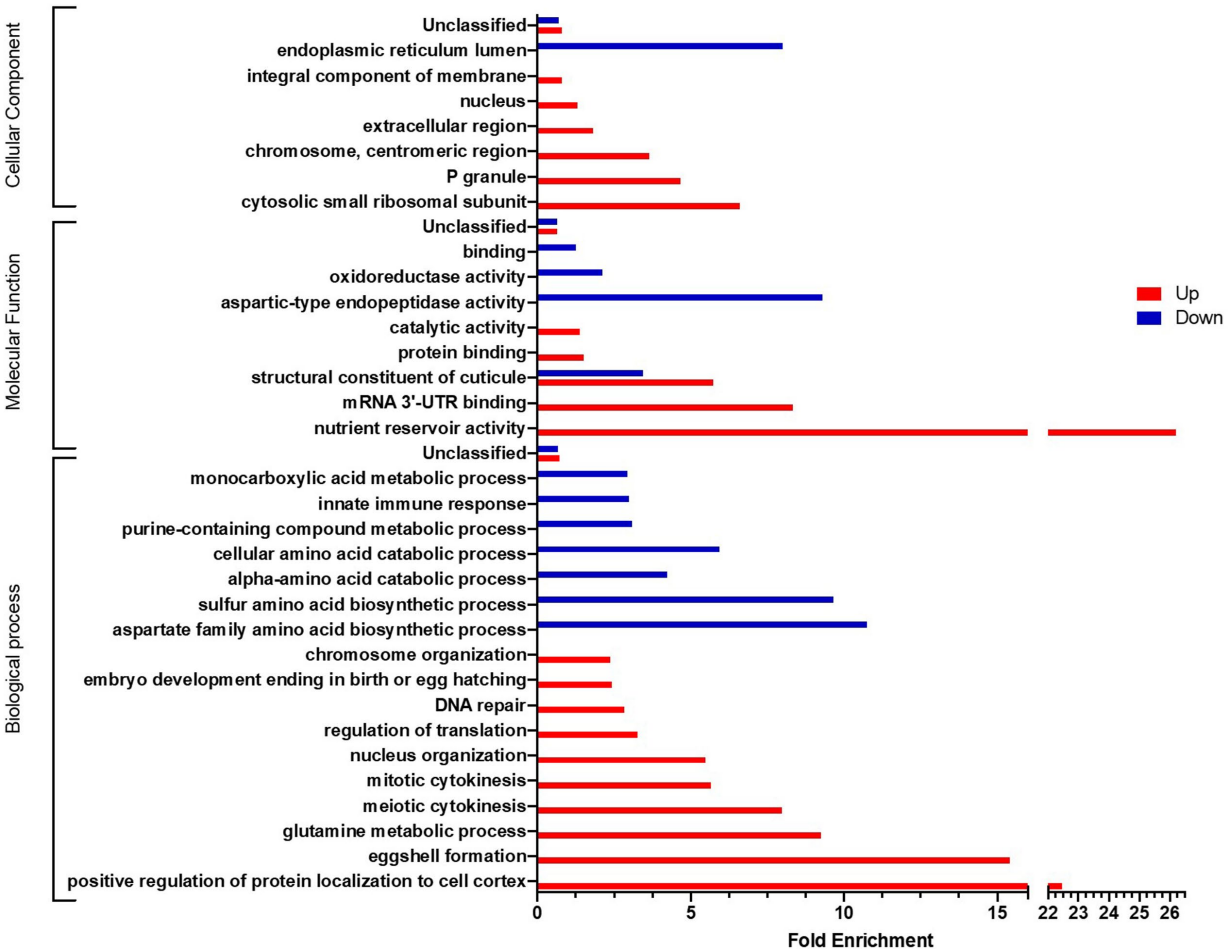
GO analyses of differentially expressed genes after a *L. rhamnosus* Lcr35^®^ curative treatment compared to an un-treated candidiasis. Only GO terms significantly enriched (value of *p* and false discovery rate < 0.05) are displayed.

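Worms given curative Lcr35 lay at a root mean square distance of 0.954 ± 0.0613 (SD, n = 3) from the mean profile on Lcr35 alone, 2.20 ± 0.0173 from C. albicans alone and 1.01 ± 0.0336 from curative E. coli OP50. All 3 libraries were closer to Lcr35 than to curative E. coli OP50. In the clustering of condition means, Lcr35 alone and curative Lcr35 joined at a height of 0.848. The preventive treatments and curative E. coli OP50 joined at 0.896, and both groups joined each other at 1. With the 500 most variable genes or with rank correlation, 0 of the 3 curative libraries were closer to Lcr35 than to curative E. coli OP50. Methionine cycle genes had a mean level of 7.42 ± 0.745 log2 CPM (SD, n = 4) after preventive Lcr35 and 8.16 ± 0.481 (SD, n = 3) on Lcr35 alone, with ranges that overlap (camera adjusted p = 0.0183, adjusted p = 0.826 with an estimated correlation, adjusted p = 0.77 with the library period as a block, adjusted p = 0.0664 in the later libraries alone with 1 Lcr35 library).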

From a global point of view, the analysis of the expression profile *via* a clustering represented by the heatmap (Figure 5C) makes possible to highlight the proximity level of the Lcr35^®^, Lcr35^®^ curative treatment and Lcr35^®^ preventive treatment conditions as well as their distance from the *C. albicans* condition. Indeed, it induces a very different alteration of the transcriptome of *C. elegans* in terms of number of differentially expressed genes (downregulated genes: 201 genes during a curative treatment versus 17 genes during a preventive treatment; upregulated genes: 262 genes during a curative treatment versus 97 genes during a preventive treatment). 

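Heme-responsive genes were set against the order of treatment: with the infection first, 2 of 6 were higher with Lcr35 than with E. coli OP50 when adjusted over the list alone (camera adjusted p = 9.73e-05, adjusted p = 0.191 with an estimated correlation), and with the bacteria first none was (camera adjusted p = 0.261, adjusted p = 0.826 with an estimated correlation). The difference between the orders, tested itself, was called for the list with a preset correlation (camera adjusted p = 0.0417, adjusted p = 0.562 with an estimated correlation, adjusted p = 0.0599 with the library period as a block, adjusted p = 0.268 in the later libraries alone, adjusted p = 0.117 with the experiment number of the file headers as a block). Peroxisomal fatty acid oxidation (camera adjusted p = 0.00106, adjusted p = 0.424 with an estimated correlation) and the methionine cycle (camera adjusted p = 0.00611, adjusted p = 0.786 with an estimated correlation, adjusted p = 0.215 with the library period as a block, adjusted p = 0.966 in the later libraries alone, adjusted p = 0.46 with the experiment number of the file headers as a block) were also called with a preset correlation. For single genes, edgeR called 0 in this test of the difference, with 239 at an unadjusted p under 0.05, and DESeq2 called 0; with the experiment number of the file headers as a block, edgeR called 6. The paper describes the changes after the curative and the preventive treatment as very different in the number of genes that differ from E. coli OP50.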

The exhaustive list of significantly expressed genes is presented in Supplementary Table S4.

#### 3.4.3. Antioxidant assay

In order to examine the antioxidant properties of *L. rhamnosus* Lcr35^®^, we fed the worms (wild-type) with the probiotic and we tested *C. elegans* survival rate σ_r_ upon H_2_O_2_-induced stress. This was performed by measuring worm viability after 3.5 h on medium supplemented with hydrogen peroxide. We observed a significant decrease (*p* = 0.002) in the survival rate of nematodes according to whether they were previously fed with the control strain *E. coli* OP50 (87.5 ± 5.5%) or the probiotic *L. rhamnosus* Lcr35^®^ (30.2 ± 5.7%), with a loss of viability of 65.5% (Figure 9).

**Figure 9:**
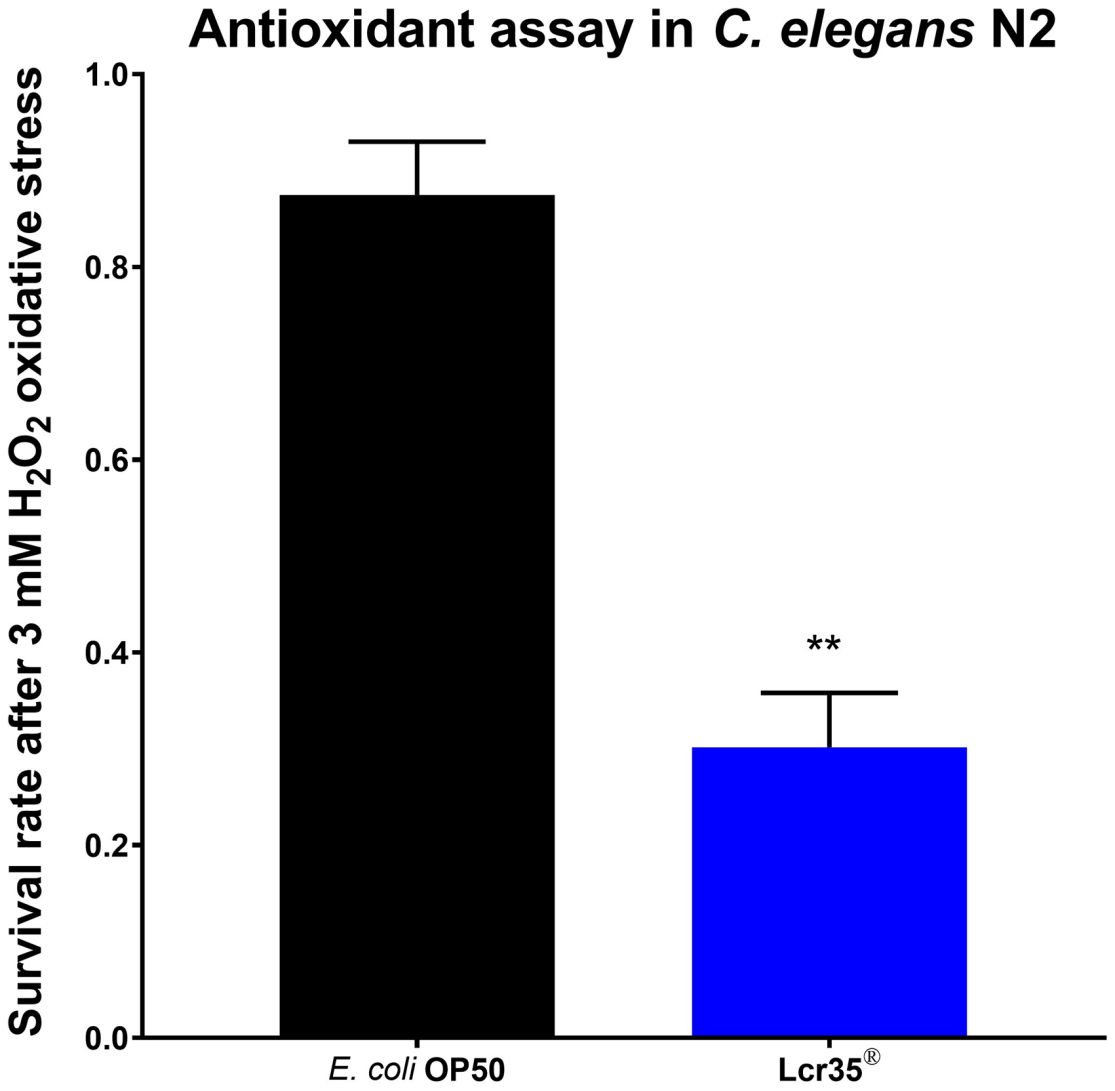
Antioxidant assay in *C. elegans*. Survival upon a 3 mM H_2_O_2_ treatment for 3.5 h of *C. elegans* N2 strain fed for 5 days with *E. coli* OP50 or Lcr35^®^ (**p < 0.01).

## 4. Discussion

Numerous studies have demonstrated the interest of *C. elegans* implementation in order to screen collections of microorganisms and to identify potential candidates with probiotic properties (Lee et al., 2015; de Barros et al., 2017; Chelliah et al., 2018). For strains with a proven probiotic character, *C. elegans* is also a relevant model for the conduct of mechanistic studies (Park et al., 2018; Poupet et al., 2019a,b,c) due to the availability of a large collection of mutants and, because of its genetic and protein homologies with humans (Zhang et al., 2017). Likewise, the nematode constitutes a tool allowing the investigation of the pathogenicity of human microorganisms, whether they are bacterial (Hwang et al., 2018; King et al., 2018) or fungal (Pukkila-Worley et al., 2009, 2011; Peterson et al., 2019).

Although some authors have been able to demonstrate the involvement of certain regulatory pathways during the microbial strain probiotic effect, very few studies have been conducted in order to comprehensively decipher these mechanisms by high-throughput methods (DNA micro-array, NGS). In their review, Dierking et al. (2016) pointed out that non-pathogenic bacteria, like *L. rhamnosus*, had no overall impact on the expression of genes coding for molecules with antimicrobial activity. Only the *spp-6* (up-regulation), *spp-16*, *spp-23*, *lys-1* and *lys-6* (down regulation) genes have their expressions modulated (Dierking et al., 2016). 

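Heat shock proteins had a mean level of 6.45 ± 1.80 log2 CPM (SD, n = 3) on Lcr35 and 3.35 ± 0.580 (SD, n = 2) on E. coli OP50. All 8 had higher values on Lcr35, edgeR called none over all genes and 4 were higher when adjusted over the list alone, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 2 higher and 0 lower. As a group they were higher than other genes (camera adjusted p = 0.000341, adjusted p = 0.2 with an estimated correlation, adjusted p = 0.51 in the later libraries alone with 1 Lcr35 library). Genes of signaling through p38, insulin and JNK did not differ from other genes (camera adjusted p = 0.372, adjusted p = 0.878 with an estimated correlation), nor did 13 genes of body wall muscle (camera adjusted p = 0.809, adjusted p = 0.99 with an estimated correlation). The smallest adjusted p among all genes was 0.0588, that of col-103.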

In our case, the overall transcriptomic analysis shows that Lcr35^®^ has relatively little impact on the transcriptome of *C. elegans*. Considering the defense genes, only *lys-3* (encoding for a lysozyme), and *lpr-3*, *lpr-5* and *lpr-6* (encoding for lipocalin-related proteins and predicted to be involved in the immune response) showed a significant overexpression. Also, we noted the overexpression of genes involved in the structural response and the lipid metabolism (*bli-2*, *col-10*, *cuti-1*, *acs-7*, *fat-3*). 

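The lipocalin-related genes lpr-3, lpr-5 and lpr-6, which are also genes of the apical matrix, lay at 53.1 to 245, 37.0 to 238 and 36.9 to 166 CPM on Lcr35 (n = 3) and 41.3 ± 9.26, 12.4 ± 5.33 and 11.6 ± 0.0917 CPM on E. coli OP50 (SD, n = 2). Their log2 fold changes were 2.07, 3.61 and 3.30 (edgeR adjusted p = 1 for each). Every Lcr35 library lay above both E. coli OP50 libraries for all 3 genes. Of 13 lysozymes, 1 was higher when adjusted over the list alone and none by edgeR over all genes (camera adjusted p = 0.895, adjusted p = 0.99 with an estimated correlation). Saposin-like proteins (camera adjusted p = 0.857, adjusted p = 0.99 with an estimated correlation), C-type lectins (camera adjusted p = 0.324, adjusted p = 0.929 with an estimated correlation) and antifungal peptides (camera adjusted p = 0.289, adjusted p = 0.891 with an estimated correlation) did not differ from other genes. DESeq2 on these 2 conditions alone at an adjusted p under 0.1 called lpr-5, lpr-6 and the lysozyme gene lys-3.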

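bli-2, a collagen of the adult cuticle struts (NCBI gene 191611, chromosome II from 5651394 to 5652434), had 383 ± 161 CPM (SD, n = 3) on Lcr35 and 106 ± 24.6 (SD, n = 2) on E. coli OP50, a log2 fold change of 1.85 (standard error 0.943, edgeR adjusted p = 1). cuti-1, a gene of the epidermis, had 81.5 ± 55.1 CPM (SD, n = 3) against 10.6 to 14.7, a log2 fold change of 2.69 (standard error 0.943, edgeR adjusted p = 1). acs-7 had 26.7 ± 10.9 CPM (SD, n = 3) on Lcr35, a log2 fold change of 2.28 (standard error 0.657, edgeR adjusted p = 0.888). fat-3, a fatty acid desaturase gene (NCBI gene 177820, chromosome IV from 9803023 to 9806119), had 161 ± 25.1 CPM (SD, n = 3) against 60.0 ± 13.5 (SD, n = 2), a log2 fold change of 1.42 (standard error 0.432, edgeR adjusted p = 0.999). Of 16 desaturases and elongases, 1 was higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.883, adjusted p = 0.99 with an estimated correlation). DESeq2 on these 2 conditions alone at an adjusted p under 0.1 called all 4 genes.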

More specifically, a study focused on the impact of the *L. rhamnosus* CNCM I-3690 strain on the transcriptome of *C. elegans*. 

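Of the genes lec-11, spp-16, clc-1, gst-22, fat-7, acl-12 and hsp-12.3, which include a galectin, a saposin-like protein, a claudin, a glutathione S-transferase and a fatty acid desaturase, edgeR called none on Lcr35. Their log2 fold changes from E. coli OP50 were -0.17, -0.46, -0.16, 0.01, 0.07, -0.20 and 1.35 (edgeR adjusted p = 1 for each). hsp-12.3, a small heat shock protein gene, had 7.30 ± 0.561 CPM (SD, n = 3) on Lcr35 and 2.77 ± 3.91 (SD, n = 2) on E. coli OP50, and for the other 6 the libraries of the conditions overlapped. The sign of lec-11 turned without E. coli OP50 replicate 1 (0.87), that of spp-16 without E. coli OP50 replicate 2 (0.59), that of clc-1 with the library period as a block (0.41), and those of gst-22, fat-7 and acl-12 under several settings.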

The authors highlighted that some overexpressed genes (*lec-11*, *spp-16*, *clc-1*, *gst-22*, *fat-7*, *acl-12*, *hsp-12.3*) in young worms were involved in the insulin-like pathway, in lipid metabolism as well as in the stress response (Grompone et al., 2012) which is not the case in our study. The comparison of all these data shows that the modulation of the transcriptome of *C. elegans* in the presence of a probiotic seems to be strain-specific so that an inter-species or even inter-genus generalization seems risky.

Unlike the properties of probiotics, the pathogenesis of microorganisms, in particular *C. albicans*, is rather well described in the literature (Pukkila-Worley et al., 2009, 2011). 

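The adult collagens col-7, col-19 and col-62 had a mean level of -1.01 ± 1.04 log2 CPM (SD, n = 3) on C. albicans and 6.58 ± 0.587 (SD, n = 2) on E. coli OP50. All 3 were lower when adjusted over the list alone, and as a group they were lower than other genes (camera adjusted p = 0.022, adjusted p = 0.614 with an estimated correlation, adjusted p = 0.335 with the library period as a block). Their level parts the libraries by number within each of the 4 conditions that have libraries on both sides. Of 134 cuticle collagens in all, 40 had a positive and 94 a negative log2 fold change. Furrow collagens were higher as a group than other genes (camera adjusted p = 0.00106, adjusted p = 0.61 with an estimated correlation, adjusted p = 0.48 with the library period as a block and the direction reversed), all 6 with positive values and none called by edgeR, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 1 higher and 0 lower. Of 39 antifungal peptides, 1 rose, 2 fell and the others did not pass the test, and 3 were higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.0602, adjusted p = 0.789 with an estimated correlation). Of 116 C-type lectins, 3 fell and 0 rose (camera adjusted p = 0.226, adjusted p = 0.906 with an estimated correlation): clec-84 had 7 counts over the 3 C. albicans libraries, 3.29 ± 3.42 CPM (SD, n = 3), against 43.2 ± 4.36 (SD, n = 2), a log2 fold change of -3.85 (standard error 0.840, edgeR adjusted p = 0.0266). When 1 library was left out, the call ended for clec-84 in 2 of 5 fits. The call of clec-84 ended with limma voom and library weights, only the conditions compared in the fit or DESeq2 on the conditions compared.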

By focusing on the modulation of the nematode transcriptome induced by *C. albicans*, we realized that there was a significant repression of the genes involved in the synthesis of the cuticle but, surprisingly, we noted a marginal modulation of genes encoding antifungal peptides. In effect, contrary to what we had shown in our previous works (Poupet et al., 2019a,b,c), we were not able to show a significant differential expression of these genes (*abf-2*, *cnc-4*, *cnc-7*, *fipr-22*, and *fipr-23*) in the present study. On the other hand, high-throughput RNA sequencing revealed an overexpression of the *nlp-29* gene, an antimicrobial peptide also dependent on PMK-1, involved in antifungal defense (Pujol et al., 2008). This absence of modulation of the immune response is somewhat unexpected since it goes against previous published data. 

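abf-2, an antibacterial and antifungal peptide gene (NCBI gene 266826, chromosome I from 3885631 to 3885888), had 7 counts over the 3 C. albicans libraries and 4 over the 2 E. coli OP50 libraries, a log2 fold change of 2.98 (standard error 1.86, edgeR adjusted p = 0.444). cnc-4, a caenacin gene, had 22 and 39 counts, 17.1 ± 23.9 CPM (SD, n = 3) and 4.32 ± 6.10 (SD, n = 2), a log2 fold change of 1.87 (standard error 1.47, edgeR adjusted p = 0.55), and without C. albicans replicate 3 its log2 fold change was -1.33. fipr-22 had 0 counts on C. albicans and 13 on E. coli OP50, at least 1.14-fold lower (edgeR adjusted p = 0.452), and cnc-7 had 0 counts in both conditions. fipr-23 also had 0 and 0 counts and was left out by the filter. The C. albicans libraries had 197181 to 1217574 counts without ribosomal RNA, and edgeR called none of the genes tested.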

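nlp-29, an antimicrobial peptide gene that the epidermis expresses on fungal infection (NCBI gene 178805, chromosome V from 3984425 to 3984847), rose to 84.5 ± 52.8 CPM (SD, n = 3) on C. albicans from 11.4 ± 0.405 (SD, n = 2) on E. coli OP50, a log2 fold change of 2.93 (standard error 0.653, edgeR adjusted p = 0.0312). Its 275 counts on C. albicans came from libraries at 44.4 to 144 CPM, above both E. coli OP50 libraries. Fits without 1 of the libraries ended the call of nlp-29 in 3 of 5 fits. nlp-29 (log2 fold change 2.31) lost the call with the library period as a block. The call of nlp-29 ended with limma voom and library weights or only the conditions compared in the fit.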

According to the work of Pukkila-Worley and colleagues, after a fungal infection, a rapid transcriptional response takes place in the nematode *via* the modulation of 313 genes, approximately 1.6% of the genome. Most of these genes encode for antimicrobial molecules as well as secreted or detoxifying proteins. Among these genes, the authors have shown the overexpression of antimicrobial genes such as *abf-2*, *cnc-4*, *cnc-7*, *fipr-22*, and *fipr-23*. Except for *abf-2*, all these genes are under the control of PMK-1, whose inactivation makes the nematode susceptible to the infection (Pukkila-Worley et al., 2011). This different transcriptional response can probably be explained by the fact that the studies involve two distinct strains of *C. albicans* (DAY185 and ATCC 10231) with their own pathogenicities. Likewise, the authors demonstrated the high degree of specificity of the nematode’s immune response. Indeed, only a few genes overexpressed in the presence of *C. albicans* are also expressed with the bacteria *Pseudomonas aeruginosa* and *Staphylococcus aureus.* Also, they have shown that most genes induced by bacteria are repressed in the presence of yeast (Pukkila-Worley et al., 2011). More recently, Sun et al. (2016) revealed that during *C. albicans* infection, dysregulation of microRNA expression (miRNAs) occurred. The authors suggested that three miRNAs, *mir-251*, *mir-252*, and *mir-360*, play an essential role in controlling the regulation of nematode immunity. A loss of function of the first two genes induces an increased resistance to infection while for the last, a susceptibility was observed. Also, the authors indicate that *mir-251* and *mir-252* function downstream of the p38 MAPK pathway or insulin-like (Sun et al., 2016). In addition, these two genes are homologous of the human miRNA *mir-26* (Ibáñez-Ventoso et al., 2008).

So far, many lactic acid bacteria with probiotic properties have been studied in the *C. elegans* worm with the major result of extending the longevity of the host. However, as noted in the review by Roselli and colleagues (Roselli et al., 2019), few studies have allowed the characterization of the molecular mechanisms involved. Otherwise, probiotics effects involve the insulin-like pathway (DAF-2/DAF-16; Ikeda et al., 2007; Grompone et al., 2012; Poupet et al., 2019a,b,c) or the canonical p38 MAPK signaling pathway (Kim and Mylonakis, 2012; Nakagawa et al., 2016; Poupet et al., 2019a,b). In *C. elegans*, DAF-16 is closely related to mammalian FOXO3a, a transcription factor involved in the inflammatory process (Singh and Aballay, 2009) and leading to the modulation of the worm’s health condition and consequently to its lifetime (Sun et al., 2016). The p38 MAPK (also called PMK-1) pathway is activated through phosphorylation by upstream MAPKK (SEK-1), which is activated by MAPKKK (NSY-1). It has a role in regulating life expectancy by modulating the specific immune response of the worm and has been shown to be required in its resistance to bacterial infection (Xu et al., 2013).

In our previous paper, we demonstrated that *L. rhamnosus* Lcr35^®^ induced to *C. elegans* both an increase of longevity and an increase of survival to candidiasis. Here, we implemented experiences on longevity and survival against the fungal infection with loss-of-function mutants which allowed us to highlight the implication of different target genes in presence of *L. rhamnosus* Lcr35^®^. In the case of the longevity and compared to the *E. coli* OP50 control condition, a mutation leading to a loss of function of *jnk-1* did not lead to a reduction in the longevity of nematodes in the presence of *L. rhamnosus* Lcr35^®^, thus refuting the involvement of the JNK pathway in the prolongevity properties of the LBM. Conversely, we demonstrated the *daf-2*, *daf-16*, *sek-1* and *skn-1* genes were involved in the *L. rhamnosus* Lcr35^®^ prolongevity mechanism. This is explained by the absence of a significant increase in the longevity of *C. elegans* in presence of probiotic. In the case of the survival analysis, caution is still required for *daf-16* since we observed a delay in the onset of mortality but not an impact of lifespan. In addition, the loss of function in *daf-16* and *sek-1* mutants strongly impacted the anti-*C. albicans* protective properties of *L. rhamnosus* Lcr35^®^. In these cases, in addition to having a high susceptibility to fungal infection, the presence of *L. rhamnosus* Lcr35^®^ did not provide effective protection of the host. Conversely, the antifungal abilities of *L. rhamnosus* Lcr35^®^ were conserved in the *daf-2* and *skn-1* mutants, which suggests that these two genes play no role in the anti- *C. albicans* effects. Also, we noticed that these two mutants showed a notable resistance to the pathogenic yeast. These results support our previous study where we showed by quantitative RT-PCR that *L. rhamnosus* Lcr35^®^ stimulated the host response through the insulin-like and p38 MAPK pathways (Poupet et al., 2019a,b). Current work has enabled us to demonstrate that *daf-16* and *sek-1* functionalities are required for *L. rhamnosus* Lcr35^®^ to exert its anti-*C. albicans* activity, in knockout mutants for these genes, the protective effect being abolished. Recently, Zhou et al. (2021) investigated the anti-*Salmonella* Typhimurium DT104 capacities of *Lactobacillus zeae* LB1 using a preventive approach. They thus highlighted the overexpression of genes such as *daf-16* (insulin pathway), *tir-1*, *sek-1* and *pmk-1* (p38 MAPK pathway) and *clec-60*, *sod-3* and *skn-1* (other defense molecules) in the presence of the lactobacillus. Furthermore, loss-of-function mutants for the *nsy-1*, *sek-1*, *pmk-1*, *abf-3* and *lys-7* genes are insensitive to the antipathogenic effect of *L. zeae*. According to the authors, these results suggest the bacterium can regulate the host cell signaling *via* p38 MAPK pathway (Zhou et al., 2021). A similar conclusion was also advanced by the work of Dinić et al. (2021) which showed that administration of the heat-inactivated probiotic strain *Lactobacillus curvatus* BGMK2-41 induced a PMK-1/p38 MAPK-dependent transcription of C-type lectins (*clec-85*, *clec-172*), lysozymes (*lys-1*, *lys-3*, *lys-5*, *lys-8*) and tight junction protein CLC-1. This induction has the effect of protection against Gram-positive (*Staphylococcus aureus*) and Gram-negative (*Pseudomonas aeruginosa*) pathogens (Dinić et al., 2021). Another recent study also highlighted the central role of the PMK-1/p38 MAPK pathway in the antipathogenic response induced by *Lacticaseibacillus rhamnosus* GG. However, the authors found that the modulation of the immune response directed against foodborne pathogens (*Salmonella* Typhimurium SL1344, *Staphylococcus aureus* RN6390 and *Enterococcus faecalis* MMH594), and *a fortiori* longevity, took place through the regulation of the microRNA *miR-34*. In the absence of *miR-34*, the authors note the absence of modulation of the expression of PMK-1 during stimulation by LGG (Yun et al., 2022).

More marginally, some authors have highlighted the involvement of the c-Jun N-terminal kinase (JNK) pathway in the presence of probiotics not belonging to the genus *Lactobacillus* (Zhao et al., 2017). The JNK (c-Jun N-terminal Kinase) pathway is activated by cytokines and in response to stresses such as UV irradiation, Reactive Oxygen Species (ROS), DNA damage, heat stress and inflammation (Wolf et al., 2008). In *C. elegans*, this pathway evolves in parallel with the insulin signaling pathway till it converges to DAF-16 which is phosphorylated by JNK-1 (Marudhupandiyan and Balamurugan, 2017). Beyond the extension of longevity, probiotics also exert an antipathogenic activity *via* mainly the three previously mentioned pathways but also *via* the TGF-β, β-catenin and AMPK pathways (Lee et al., 2015; Sim et al., 2018; Yuen and Ausubel, 2018).

Aerobic metabolism inexorably leads to the production of oxidative metabolites, such as reactive oxygen species, which are harmful to cells. An imbalance between these metabolites and detoxification mechanisms (for example superoxide dismutase or catalase) induces cellular damages which can lead to cell death. However, in low concentrations, they have been shown to be beneficial and promote increased longevity. This is particularly the case in *C. elegans* (Schifano et al., 2019). Lactic acid bacteria have a very active oxidative metabolism and must have detoxification enzymes in order to protect themselves from the deleterious effects of oxidizing species. During our work, we showed that *L. rhamnosus* Lcr35^®^ does not allow the worm to resist hydrogen despite the fact that it induces the activation of DAF-16 (Poupet et al., 2019a,b,c). Therefore, it turns out that the genes under the control of DAF-16 are not regulated solely by this transcription factor but that a more complex control mechanism exists and must be described. Here, the study of differentially expressed genes revealed the significant overexpression of *sod-4*, a gene coding for superoxide dismutase, an oxidoreductase involved in oxidative stress. This can be linked to the cellular component GO term of peroxisome. However, it is important to note that peroxisome is not only involved in the reduction of reactive oxygen species but also the fatty acid metabolism. Also, we did not detect any transcriptional modification for genes coding for catalase or peroxidase, thus constituting a hypothesis of the absence of resistance to hydrogen peroxide. 

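sod-4, which encodes an extracellular superoxide dismutase (NCBI gene 176336, chromosome III from 9497019 to 9500202), had 23.9 ± 5.73 CPM (SD, n = 3) on Lcr35 and 2.77 ± 3.91 (SD, n = 2) on E. coli OP50, a log2 fold change of 3.02 (standard error 1.17, edgeR adjusted p = 1). Every Lcr35 library lay above both E. coli OP50 libraries, of which 1 had 0 counts of the gene.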

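Of 17 superoxide dismutases, catalases and peroxidases, edgeR called none on Lcr35, over all genes or when adjusted over the list alone. 12 had a positive and 5 a negative log2 fold change, with a median of 0.24, and as a group they did not differ from other genes (camera adjusted p = 0.506, adjusted p = 0.928 with an estimated correlation).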

Grompone et al. (2012) have screened a collection of lactobacilli and have shown that only a few strains protect *C. elegans* from oxidative stress, including the strain *L. rhamnosus* CNCM I-3690. Consumption of this bacterium by the worm activates genes downstream of the DAF-16/FOXO pathway (Grompone et al., 2012). A recent study has shown that the bacterium *L. fermentum* promotes the longevity of the worm in a dependent manner with PEPT-1, a peptide involved in the regulation of lipid content, while resistance to oxidative stress is independent of it (Schifano et al., 2019).

The results presented here as part of the preventive treatment of candidiasis with *L. rhamnosus* Lcr35^®^ constitutes an important technical and scientific advance. Indeed, no data concerning such an approach is available in the literature. Our method allows the creation of the first data set obtained by high-throughput transcriptomic analysis of the interaction between three organisms: a probiotic, a pathogen and a host. These new insights will heed to new studies to allow understanding of the mechanisms with the aim of significantly improving the effectiveness of anti-infective drug treatments. In addition, this new knowledge also opens the way to new targets for the screening of strains of therapeutic interest.

## 5. Conclusion

In conclusion, we showed the specific transcriptional response of the nematode, which is dependent on the microorganism encountered, either the LBM Lcr35^®^ or the pathogen or both sequentially in a preventive or curative approach of fungal infection. 

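Metabolic gene groups on Lcr35 and on C. albicans were compared with those on E. coli OP50. On Lcr35, genes of mitochondrial fatty acid oxidation were higher as a group than other genes (camera adjusted p = 0.0329, adjusted p = 0.41 with an estimated correlation, adjusted p = 0.356 with the library period as a block, adjusted p = 0.51 in the later libraries alone with 1 Lcr35 library), and edgeR called none. Propionate shunt genes (camera adjusted p = 0.656, adjusted p = 0.983 with an estimated correlation) and methionine cycle genes (camera adjusted p = 0.115, adjusted p = 0.891 with an estimated correlation) did not differ from other genes on Lcr35. Genes of cysteine and glutathione synthesis had a mean level of 4.68 ± 0.0551 log2 CPM (SD, n = 3) on C. albicans and 4.68 ± 0.997 (SD, n = 2) on E. coli OP50. The 2 E. coli OP50 libraries lay at 3.97 and 5.38, so the equal means do not show an unchanged level. On C. albicans the list was higher relative to other genes (camera adjusted p = 0.0331, adjusted p = 0.525 with an estimated correlation, adjusted p = 0.747 with the library period as a block), with 1 higher and 1 lower when adjusted over the list alone. Desaturases and elongases did not differ on C. albicans (camera adjusted p = 0.358, adjusted p = 0.891 with an estimated correlation). Genes of peroxisomal and of mitochondrial fatty acid oxidation were higher as groups on C. albicans with a preset correlation, as given with the single strains. Neither call held with an estimated correlation or with the library period as a block. Compared directly, mitochondrial fatty acid oxidation did not differ between C. albicans and Lcr35 (camera adjusted p = 0.327, adjusted p = 0.826 with an estimated correlation). Peroxisomal oxidation was higher on C. albicans than on Lcr35 with a preset correlation and not with an estimated one.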

Overall, it turns out that *C. albicans* tended to induce a metabolic response (catabolism and anabolism of small metabolites) while *L. rhamnosus* Lcr35^®^ rather induced a structural response (cuticle synthesis), which is consistent with the hypothesis of a strengthening of the physical defenses of the host by the probiotic. Furthermore, our results demonstrated that *L. rhamnosus* Lcr35^®^ required functional genes (*daf-16* and *sek-1*) from highly conserved signaling pathways to exert prolongevity and anti *C. albicans* effects to the roundworm *C. elegans*. We found that *L. rhamnosus* Lcr35^®^ significantly stimulates *C. elegans* longevity through DAF-2/ DAF-16 and p38 MAP kinase signaling pathways but not through JNK/DAF-16 signaling pathway nor antioxidant effect. Moreover, this interpretation is strengthened by the finding that the first two signaling pathways are also implied in the anti-candidiasis effects which supports the results obtained during our previous work. Hence, next studies are needed to evaluate the impact precisely of *L. rhamnosus* Lcr35^®^ (alone or as a preventive treatment) on the proteome and metabolome of *C. elegans* in order to obtain a more global and integrative vision of the mechanisms of action of LBM *L. rhamnosus* Lcr35^®^, ranging from the expression of a gene of interest up to the synthesis of the metabolite through their regulations. Finally, these insights could be transposed to the in-depth study of the action mechanisms of other *Lacticaseibacillus* spp. against *Candida* spp. or other pathogens through the establishment of new targets for the screening of strains of interest.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Author contributions

CP, ÉR, ST, and GC designed the protocols and scientific approaches. CP, ÉR, ST, GC, ÉG, and SR carried out the experiments. MB, PV, CC, and SB provided the critical feedback. CP wrote the manuscript. AN and SB supervised the project. All authors have read and agreed to the published version of the manuscript.

## Funding

This work was supported by the European funds FEDER and the Auvergne-Rhône-Alpes Region in the form of grants to CP as well as biose^®^ as part of the doctoral thesis of CP. The funder biose^®^ provided support in the form of salaries for AN. Some strains were provided by the CGC, which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440). MGX acknowledges financial support from France Génomique National infrastructure, funded as part of Investissement d’avenir program managed by Agence Nationale pour la Recherche (contract ANR-10-INBS-09).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202877

# Supplementary material for: In vivo investigation of Lcr35® anti-candidiasis properties in Caenorhabditis elegans reveals the involvement of highly conserved immune pathways
**Source:** Front Microbiol. 2022 Dec 23;13:1062113. doi: 10.3389/fmicb.2022.1062113
**Supplement:** Supplementary file 5

Supplementary Material

**Table S1: *C. elegans* upregulated genes in presence of Lcr35^®^, *C. albicans* or both. *C. elegans* in presence of *E. coli* OP50 was used as the control condition. a)** Upregulated genes in presence of Lcr35^®^ ; **b)** Upregulated genes in presence of *C. albicans ;* **c)** Upregulated genes in common. See Excel file Table S1.xslx.

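Table S1 lists genes by symbol with a log2 fold change from E. coli OP50 and a p-value for each. Sheet a holds 157 genes for Lcr35 and sheet b 68 for C. albicans, by the paper's count, with the paper's largest p-values at 0.0997 and 0.0954. All 157 and 68 were tested here, and all had a positive log2 fold change. edgeR called 0 and 14 of them. DESeq2, fitted to each pair of conditions at an adjusted p under 0.1, called 105 and 66. Across genes, which are not independent replicates, the paper's log2 values correlated with those from edgeR at 0.959 and 0.99 (Pearson).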

**Table S2: *C. elegans* downregulated genes in presence of Lcr35^®^, *C. albicans* or both. *C. elegans* in presence of *E. coli* OP50 was used as the control condition. a)** Downregulated genes in presence of Lcr35^®^; **b)** Downregulated genes in presence of *C. albicans* ; **c)** Downregulated genes in common. 

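Table S2 lists genes lower on Lcr35 (sheet a) or on C. albicans (sheet b) than on E. coli OP50, with 35 and 158 genes by the paper's count, and prints the size of each log2 fold change without its sign. Of those in sheet b, 71 with the strongest values in the table had 0 counts in all 3 C. albicans libraries, so that their folds are set by how a zero is treated. All genes of sheet a and most of sheet b were tested here, and all of these had a negative log2 fold change. edgeR called 0 and 13 of them, and DESeq2 on each pair at an adjusted p under 0.1 called 14 and 76.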

See Excel file Table S2.xslx.

**Table S3** ***C. elegans* differentially expressed genes during a candidiasis preventive treatment.** **a)** Downregulated genes in presence of *E. coli* OP50 as a preventive treatment ; **b)** Downregulated genes in presence of Lcr35^®^ as a preventive treatment ; **c)** Downregulated genes in common ; **d)** Upregulated genes in presence of *E. coli* OP50 as a preventive treatment ; **e)** Upregulated genes in presence of Lcr35^®^ as a preventive treatment **f)** Upregulated genes in common. See Excel file Table S3.xslx.

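Table S3 holds the genes that differ from E. coli OP50 after the preventive treatments, by the paper's count 1 lower (sheet a) and 35 higher (sheet d) with E. coli OP50 first, and 17 lower (sheet b) and 96 higher (sheet e) with Lcr35 first. All were tested here and all had the direction listed. edgeR called 1 of sheet d, acs-7, and 0 of sheet e. DESeq2 on each pair at an adjusted p under 0.1 called 23 and 61.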

**Table S4 *C. elegans* differentially expressed genes during a candidiasis curative treatment.** **a)** Downregulated genes in presence of *E. coli* OP50 as a curative treatment ; **b)** Downregulated genes in presence of Lcr35^®^ as a curative treatment ; **c)** Downregulated genes in common ; **d)** Upregulated genes in presence of *E. coli* OP50 as a curative treatment ; **e)** Upregulated genes in presence of Lcr35^®^ as a curative treatment ; **f)** Upregulated genes in common. See Excel file Table S4.xslx.

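Table S4 holds the genes that differ from E. coli OP50 after the curative treatments. It lists none for E. coli OP50, and by the paper's count 201 lower and 262 higher genes for Lcr35. Of these, 200 and 262 were tested here and all had the direction listed. edgeR called 0 and 0, and DESeq2 on these 2 conditions at an adjusted p under 0.1 called 194 and 182 of the genes tested. The paper's p-values in sheets b and e reach 0.0998 and 0.0996.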

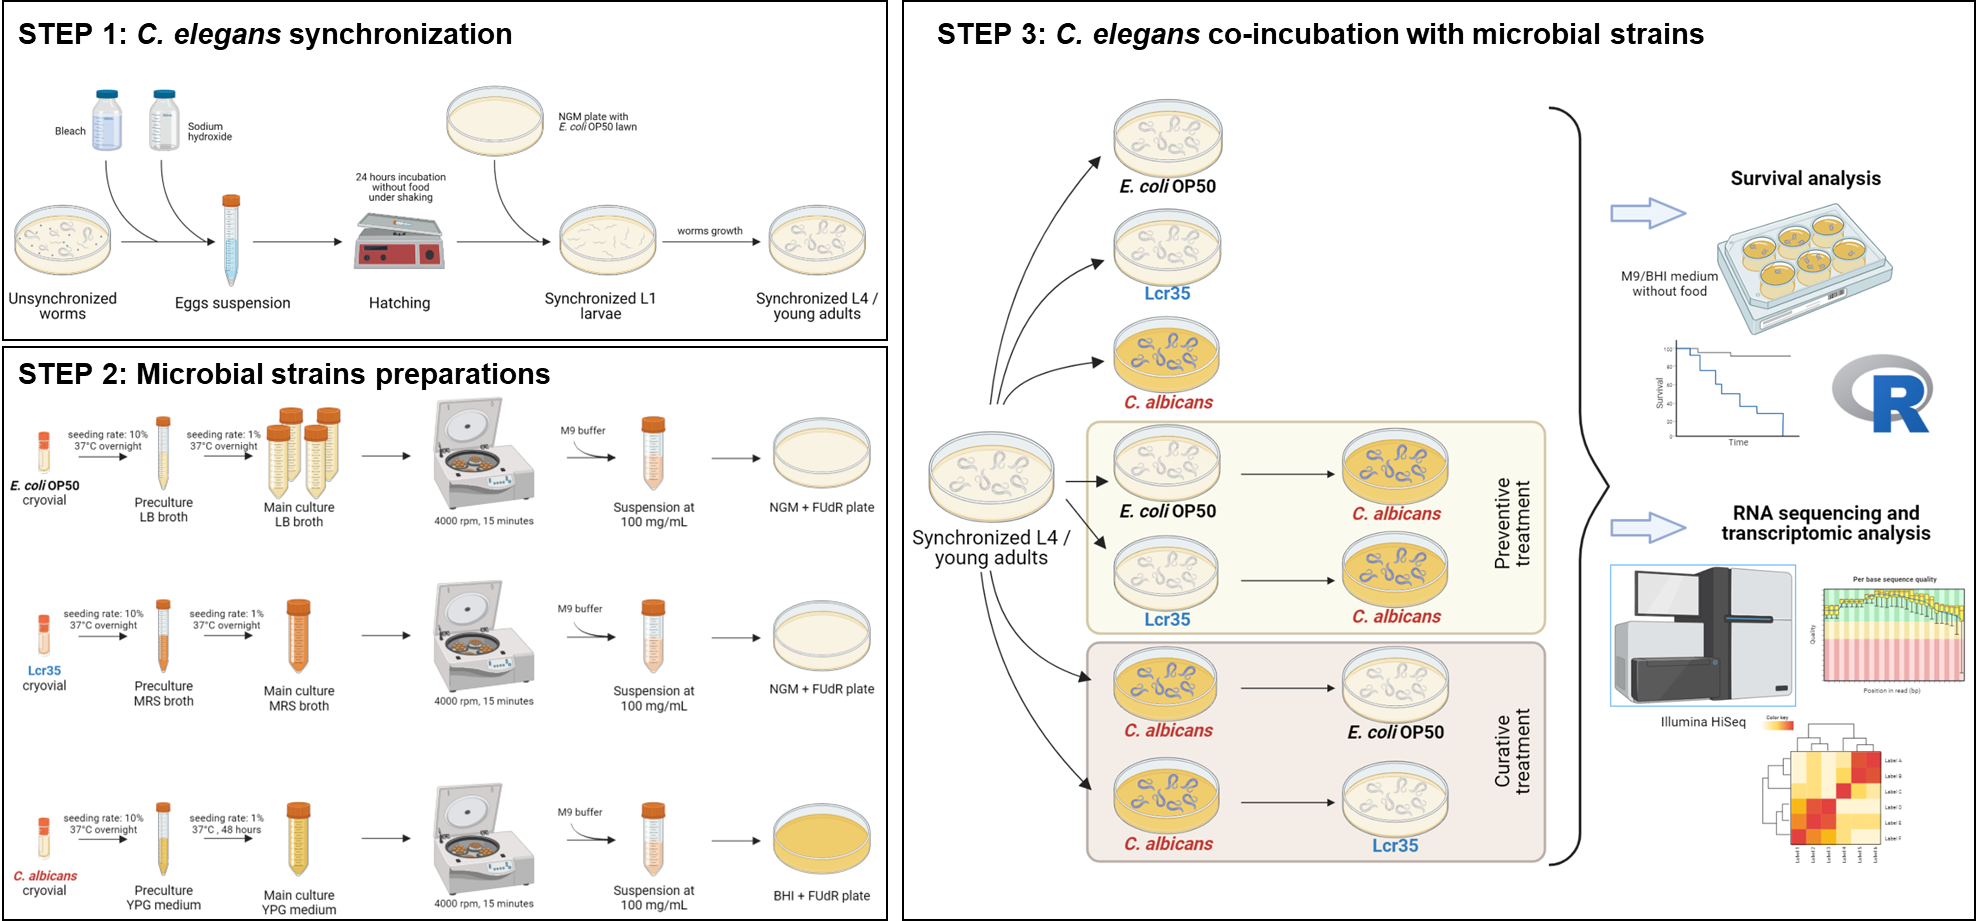

**Figure S1**: Workflow analysis of the effect of bacterial and fungal strains on *C. elegans*

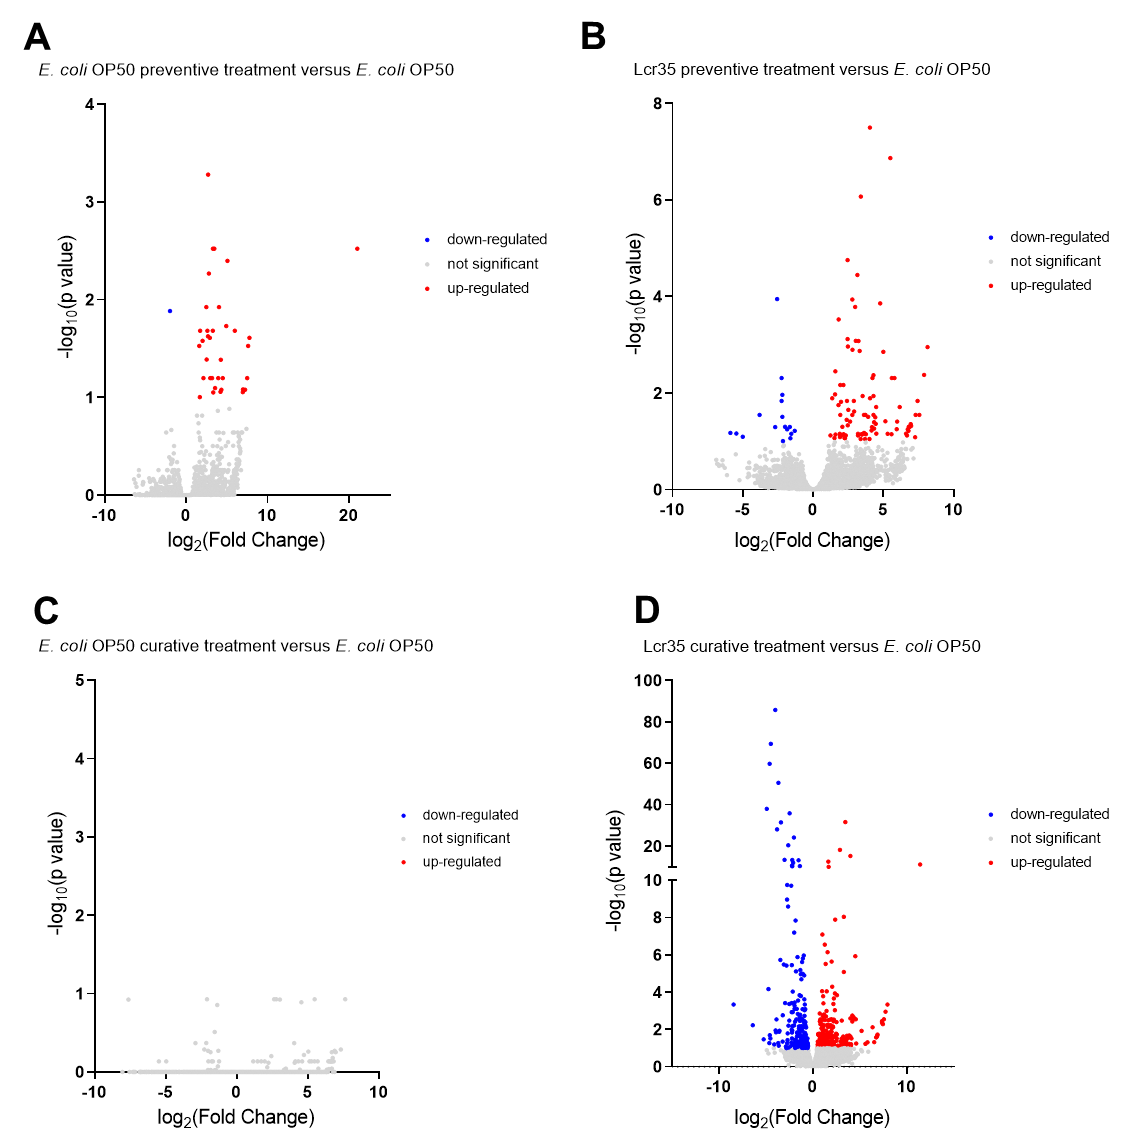

Figure S2: Volcano plots displaying *C. albicans*-infected *C. elegans* differentially expressed genes during (A) an *E. coli* OP50 preventive treatment, (B) a Lcr35^®^ preventive treatment, (C) an *E. coli* OP50 curative treatment and (D) a Lcr35® curative treatment. *C. elegans* fed with *E. coli*OP50 was used as the control condition.

How the deposited data were processed for this re-analysis (not part of the article)

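RNA was measured in whole Caenorhabditis elegans of 7 conditions: E. coli OP50 (n = 2 libraries), Lcr35 (n = 3), C. albicans (n = 3), E. coli OP50 preventive (n = 4), Lcr35 preventive (n = 4), E. coli OP50 curative (n = 4) and Lcr35 curative (n = 3). In the preventive conditions the bacterium came before C. albicans, and in the curative conditions after it. Each library was made from a population of worms, and the condition of each was taken from its deposited title and treatment label. The paper gives no statement of which libraries came from separate cultures or days.

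The deposited values are raw counts of reads per gene, 1 file for each library. Before deposit the authors sequenced 50-base single reads on an Illumina HiSeq, aligned them with Bowtie2 to the C. elegans genome WBcel235 and to C. albicans SC5314 Assembly 22, left out reads that did not align to C. elegans, and counted the rest with featureCounts 1.6.4. The authors state no filter on the counts, and each file holds whole numbers for 42574 genes, 20 of them ribosomal RNA genes. Fold changes and adjusted p-values in the paper come from DESeq2, run by the authors.

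Total counts ran from 284747 to 33398234 with a median of 3399473. By condition they were 1823226 to 5237127 for E. coli OP50, 12091101 to 33398234 for Lcr35, 284747 to 1294602 for C. albicans and 1012531 to 8088423 for E. coli OP50 preventive. The remaining ranges are 665003 to 3946444 for Lcr35 preventive, 2476326 to 7964087 for E. coli OP50 curative and 3168017 to 8669201 for Lcr35 curative. Log2 CPM of libraries of the same condition correlated at 0.565 to 0.962 (28 pairs). Ribosomal RNA made up 0.289% to 69% of the counts. It stayed in the tests as deposited. For the number of genes detected, libraries were thinned to 197181 counts without ribosomal RNA. Libraries numbered up to 96 (8 of 23) are called earlier and those from 142 on (15) later, after the largest gap in the library numbers; what the numbers record is not stated.

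Genes were kept by filterByExpr of edgeR 4.0.16 over the 7 conditions (minimum count 10), which left 14809. The main test was the edgeR quasi-likelihood test with robust dispersions and TMM factors in 1 fit of all 23 libraries, with Benjamini-Hochberg adjustment over all genes tested and calls at an adjusted p under 0.05. It was run in R 4.3.3 for 13 comparisons of 2 conditions and for 1 interaction, the effect of Lcr35 relative to E. coli OP50 in the preventive against the curative order. Values per library are log2 CPM with a prior count of 2. Gene lists were written down after the paper and its tables were read and before the files of counts were opened, from named gene families and pathways; of 33 lists 32 were tested with camera (limma 3.58.1, preset correlation 0.01), adjusted over all lists and comparisons, and 1 list has no gene in the files. Where a list is said to be tested alone, the edgeR p-values of its members were adjusted over the list. Distances are root mean square differences of log2 CPM over the genes tested, from a library to the mean of the other libraries of a condition or between condition means, which were joined by average linkage.

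The genes that could be named were set by a rule. It takes every gene that the text of the paper names for these comparisons. For each comparison it takes the 5 called genes with the largest log2 fold change in each direction. These must have every library of 1 condition above every library of the other and a mean of at least 5 CPM in the higher condition. For each gene list it takes the 4 called members with the smallest p in the comparison described. The text names only some of the genes that the rule admits, so those named are examples. Tables S1 to S4 of the paper were read before the rule was written, so values of their genes count as seen.

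The alternatives were DESeq2 1.42.0 on all libraries or on the conditions compared, at an adjusted p under 0.05 or 0.1; median-of-ratios factors; no low-count filter; only the conditions compared; blocks for the replicate number and for the run of library numbers; and each library left out in turn. For lists they were camera with an estimated correlation and fry, and for distances other measures and genes. Added after the data were examined were the library period as a block, the later libraries alone, the experiment number of the headers as a block, leaving out the 3 libraries headed R1, and limma voom with sample weights. Lists were also tested with the header block, adjusted over its 3 tests of each list. The replicate numbers of the labels match the experiment numbers of the headers one to one in preventive E. coli OP50, preventive Lcr35 and curative E. coli OP50. Deviations of same-numbered libraries from their condition means correlated at 0.137 to 0.515, 0.186 to 0.621 and 0.132 to 0.469 between these conditions (n = 4 pairs each). Between the preventive treatments the highest value, 0.515, is that of replicate 1, the earlier library of each. Their replicates 2 to 4 lay at 0.137 to 0.243 where the numbers match and 0.149 to 0.305 where they do not. The condition means include replicate 1, which moves the deviations of the other replicates the same way. Beyond replicate 1 these values therefore neither show nor exclude a pairing. By the headers, preventive Lcr35 against preventive E. coli OP50 is the only comparison with every library paired. Curative Lcr35 and curative E. coli OP50 share 3 header experiments, and these pairs correlated at -0.181 to 0.102. In every combination of conditions other than those with 4 pairs, at least 1 pair lay at 0.1 or below. Effects of comparisons that share control libraries were set against simulated unchanged groups.

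The scripts were tested on simulated data with known changes. In counts simulated at the depth and spread of these libraries, the main test called 22.7% of genes changed 8-fold for C. albicans against E. coli OP50, 31.8% for Lcr35 against E. coli OP50 and 47% for Lcr35 preventive against E. coli OP50 preventive, and none of the genes changed 2-fold in any of them. A gene that was not called is therefore not shown to be unchanged. Reads, splicing and variants were not analysed here, nor were C. albicans transcripts, and the assays of the paper other than RNA-seq were not used here. No library was left out of the main test.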

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

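The tests of the library period and of C. albicans exposure in the first pattern below, all tests of the second, and the fits with a block or with the later libraries alone were chosen only after the result was seen. The conditions with 4 libraries were checked on many measures, 105 checks in all, and in 23 a library lay far from the other 3. Chance would give about 1 in 20 if the checks were independent. They are not, since they repeat the same libraries over related measures, and most flags fall on replicate 1. In mean log2 CPM, replicate 1 of preventive E. coli OP50 had adult collagens at -0.0411 (others 5.83 to 6.42), vitellogenins at -0.899 (others 7.95 to 8.71) and eggshell genes at 1.84 (others 7.17 to 7.87). It also had genes of oocytes and early embryos at 2.24 (others 6.55 to 6.96), sperm genes at -0.75 (others 5.5 to 5.84) and genes of DNA replication at 5.01 (others 6.09 to 6.31). Replicate 1 of curative E. coli OP50 had adult collagens at 0.485 (others 5.78 to 6.21), vitellogenins at 2.62 (others 7.96 to 8.77), eggshell genes at 2.61 (others 7.15 to 7.7) and genes of oocytes and early embryos at 1.95 (others 6.57 to 7.01). The same library had sperm genes at -0.703 (others 5.46 to 5.76), genes of DNA replication at 4.85 (others 6.23 to 6.46) and heme-responsive genes at 3.05 (others 2.06 to 2.14). Replicate 1 of preventive Lcr35 had adult collagens at 0.575 (others 5.43 to 6.27), eggshell genes at 2.93 (others 7.37 to 7.73) and genes of oocytes and early embryos at 1.75 (others 6.38 to 6.99), and sperm genes at 0.616 (others 5.66 to 5.74) and detoxification enzymes at 2.16 (others 2.7 to 2.8). It had 6.7e+05 counts (others 3.4e+06 to 3.9e+06), 10076 genes detected at equal depth (others 11769 to 12005) and 69% ribosomal RNA (others 0.764 to 6.8). Replicate 4 of preventive Lcr35 had p38, insulin and JNK signaling at 4.21 (others 4.63 to 4.68), and replicate 3 of curative E. coli OP50 had detoxification enzymes at 2.04 (others 2.54 to 2.64).

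Vitellogenins, eggshell genes and adult collagens were low in these 3 libraries of replicate 1 and in the C. albicans libraries, all of which carry the lower library numbers. Library depth alone is argued against, since the vitellogenin level of E. coli OP50 libraries fell by at most 0.07 (log2) when they were thinned to the counts of the shallowest C. albicans library. A candidate explanation is the library period, as all 5 of the earlier libraries from conditions other than C. albicans lie below every later library in all 3 lists. C. albicans exposure stays open beside it and cannot be told apart from the library period, because 0 library periods hold both C. albicans and E. coli OP50 libraries; the vitellogenin level was -0.35 in C. albicans libraries, 3.59 in the 2 earlier Lcr35 libraries and 8.20 on E. coli OP50. What differed between the periods, such as the age of the worms or the preparation of the libraries, was not tested.

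The effect of Lcr35 relative to E. coli OP50 differed between the preventive and the curative order in 8 lists by camera with a preset correlation, where the median is that of the log2 difference between the orders. They are cuticle collagens (median -0.70, adjusted p = 0.00388), genes of oocytes and early embryos (median -0.85, adjusted p = 0.0158), genes of DNA replication (median -0.49, adjusted p = 0.0134) and peroxisomal fatty acid oxidation (median -1.04, adjusted p = 0.00106). The others are fatty acid desaturases and elongases (median 0.29, adjusted p = 0.0055), methionine cycle and its inputs (median 0.40, adjusted p = 0.00611), heme-responsive genes (median -1.72, adjusted p = 0.0417) and intestine (median -0.45, adjusted p = 0.0175). None holds with an estimated correlation (adjusted p = 0.424 at the lowest). With the library period as a block, the call ends for genes of oocytes and early embryos (adjusted p = 0.0772), genes of DNA replication (adjusted p = 0.0885), methionine cycle and its inputs (adjusted p = 0.215) and heme-responsive genes (adjusted p = 0.0599), and in the later libraries only for genes of DNA replication (adjusted p = 0.0732), fatty acid desaturases and elongases (adjusted p = 0.0728), methionine cycle and its inputs (adjusted p = 0.966) and heme-responsive genes (adjusted p = 0.268). The header experiment number as a block ends it for genes of oocytes and early embryos (adjusted p = 0.056), genes of DNA replication (adjusted p = 0.113), fatty acid desaturases and elongases (adjusted p = 0.0683), methionine cycle and its inputs (adjusted p = 0.46) and heme-responsive genes (adjusted p = 0.117). For single genes edgeR called 0 (239 at an unadjusted p under 0.05), and DESeq2 called 0 on all libraries and 1 on the 4 conditions at an adjusted p under 0.1; with the header experiment number as a block edgeR called 6.

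The paper does not report curative Lcr35 against curative E. coli OP50, and in this comparison 4 lists have at least 3 members that pass when adjusted over the list alone: 6 of 11 in peroxisomal fatty acid oxidation (6 higher, 0 lower, median 0.94), 4 of 16 in fatty acid desaturases and elongases (0 higher, 4 lower, median -0.14), 3 of 9 in methionine cycle and its inputs (0 higher, 3 lower, median -0.74) and 3 of 9 in iron and metal handling (2 higher, 1 lower, median 1.05). Lists with fewer passing members are not given here. Over all genes edgeR called 0 (357 at an unadjusted p under 0.05) and DESeq2 called 25 on all libraries, and edgeR called 25 with the header experiment number as a block and 21 in the later libraries alone.

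Genes of the methionine cycle were lower after curative Lcr35. The library period does not part curative Lcr35 from E. coli OP50, as all libraries of both conditions are later ones. The later libraries alone gave a median log2 fold change of -1.43 from E. coli OP50 in the methionine cycle list. They are the same libraries of these conditions, so this value tests nothing about the period, nor about comparisons with Lcr35 alone or C. albicans. Curative Lcr35 lay below curative E. coli OP50 in 3 of 3 numbered experiments, so the lower values also appear within experiments. Agreement in 3 pairs can arise by chance, so differences between the experiments are not excluded. With the header experiment number as a block, the list was lower (camera adjusted p = 0.000123, adjusted p = 0.675 with an estimated correlation). Lcr35 as food without C. albicans stays open: the median from E. coli OP50 was -0.05 over all Lcr35 libraries and -0.71 with the 1 later one alone. Curative E. coli OP50 also fell (median -0.67, camera adjusted p = 8.02e-05, adjusted p = 0.597 with an estimated correlation), so a fall also occurred in the treatment without Lcr35.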

How the results depend on the processing

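The fits with the library period or the header experiment number as a block, with the later libraries only, without the libraries headed R1, and with limma voom are tests chosen only after the result was seen; every other alternative was set before the counts were opened. With edgeR, TMM scaling and an adjusted p under 0.05, the numbers of genes called were 112 for C. albicans and 1 for preventive E. coli OP50 against E. coli OP50, 179 for C. albicans and 76 for preventive Lcr35 against Lcr35, and 92 for preventive Lcr35 and 137 higher and 39 lower for curative Lcr35 against C. albicans. edgeR called 0 genes in 7 other comparisons and in the test of the difference between the orders of treatment. At an unadjusted p under 0.05 these comparisons had 654 for Lcr35, 786 for preventive Lcr35, 684 for curative E. coli OP50 and 517 for curative Lcr35 against E. coli OP50, 485 for curative Lcr35 against Lcr35, and 357 for curative Lcr35 against curative E. coli OP50, and 1.18% of the genes passed between the preventive treatments. The difference between the orders had 239. The values below are those that moved by more than 1.5 times, and the cause was not tested.

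At an adjusted p under 0.1, edgeR called 300 for C. albicans, 1 for Lcr35, 2 for preventive E. coli OP50, 1 for preventive Lcr35 and 1 for curative Lcr35 against E. coli OP50, 398 for C. albicans against Lcr35, 343 for preventive Lcr35 and 435 for curative Lcr35 against C. albicans, and 1 for curative Lcr35 against curative E. coli OP50. With median-of-ratios size factors it called 0 for preventive E. coli OP50 against E. coli OP50, and 71 for C. albicans and 42 for preventive Lcr35 against Lcr35. With every gene that has a count, unfiltered, the numbers were 2 for Lcr35, 1 for preventive Lcr35 and 1 for curative Lcr35 against E. coli OP50, 59 for preventive Lcr35 against C. albicans, and 1 for curative Lcr35 against curative E. coli OP50. When only the conditions compared were in the fit, they were 0 for preventive E. coli OP50 and 35 for curative Lcr35 against E. coli OP50, 0 for C. albicans, 9 for preventive Lcr35 and 12 for curative Lcr35 against Lcr35, 15 for preventive Lcr35 against C. albicans, and 1 for curative Lcr35 against curative E. coli OP50; these fits hold 5 to 8 libraries, and the fit for the difference between the orders 15.

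DESeq2 on all libraries, at an adjusted p under 0.05, called 779 for C. albicans, 12 for Lcr35, 36 for preventive E. coli OP50, 60 for preventive Lcr35, 6 for curative E. coli OP50 and 29 for curative Lcr35 against E. coli OP50, 549 for C. albicans, 123 for preventive Lcr35 and 46 for curative Lcr35 against Lcr35, 774 for preventive Lcr35 and 880 for curative Lcr35 against C. albicans, and 25 for curative Lcr35 against curative E. coli OP50. At an adjusted p under 0.1 the same fit called 1273 for C. albicans, 31 for Lcr35, 67 for preventive E. coli OP50, 111 for preventive Lcr35, 28 for curative E. coli OP50 and 43 for curative Lcr35 against E. coli OP50, 912 for C. albicans, 182 for preventive Lcr35 and 54 for curative Lcr35 against Lcr35, 1353 for preventive Lcr35 and 1431 for curative Lcr35 against C. albicans, and 35 for curative Lcr35 against curative E. coli OP50. Fitted to the conditions compared at an adjusted p under 0.1, DESeq2 called 258 for C. albicans, 1.7e+02 (141 higher, 24 lower) for Lcr35, 24 for preventive E. coli OP50, 71 for preventive Lcr35, 4 for curative E. coli OP50 and 714 for curative Lcr35 against E. coli OP50, 420 for C. albicans, 209 for preventive Lcr35 and 1072 for curative Lcr35 against Lcr35, 515 for preventive Lcr35 and 1749 for curative Lcr35 against C. albicans, 99 for curative Lcr35 against curative E. coli OP50, and 1 for the difference between the orders. Between the preventive treatments DESeq2 called 0 genes in all of these fits, and for the difference between the orders 0 in the fits of all libraries. The cause was not tested.

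With the replicate number as a block, edgeR called 195 for C. albicans, 5 for Lcr35, 4 for preventive E. coli OP50, 2 for preventive Lcr35, 2 for curative E. coli OP50 and 2 for curative Lcr35 against E. coli OP50, 12 for curative Lcr35 against Lcr35, and 45 for preventive Lcr35 and 266 for curative Lcr35 against C. albicans. Outside preventive E. coli OP50, preventive Lcr35 and curative E. coli OP50 the numbers do not pair the samples: over all conditions, deviations from the condition means correlated at a median of 0.0264 (-0.12 to 0.621, n = 60 pairs) where the label numbers match and -0.00834 where they do not, and 7 of 23 libraries were closest to a library of their own number in another condition. Pairs with the same header experiment correlated at a median of 0.142 (-0.181 to 0.621, n = 21 pairs), those of different experiments at 0.0184. Between the preventive treatments, paired by their header numbers, the block changed no call of a gene, and for lists the header block ended only that of cytosolic ribosomal proteins (adjusted p = 0.0656). With the run of library numbers as a block, the numbers were 0 for preventive E. coli OP50 and 1 for curative E. coli OP50 against E. coli OP50; conditions that share no run were not fitted in this way.

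With the library period as a block, the numbers were 187 for C. albicans, 14 for preventive Lcr35, 2 for curative E. coli OP50 and 14 for curative Lcr35 against E. coli OP50, 357 for C. albicans and 229 for preventive Lcr35 against Lcr35, and 271 for preventive Lcr35 and 60 for curative Lcr35 against C. albicans. The later libraries alone gave 6 for Lcr35, 23 for preventive E. coli OP50, 134 for preventive Lcr35, 32 for curative E. coli OP50 and 96 for curative Lcr35 against E. coli OP50, 223 for preventive Lcr35 and 3 for curative Lcr35 against Lcr35, and 21 for curative Lcr35 against curative E. coli OP50; they hold no C. albicans library and 1 Lcr35 library, assumed to vary like the other groups. With the header experiment number as a block they were 25 for curative Lcr35 against curative E. coli OP50, and 6 for the difference between the orders. Without the libraries headed R1, edgeR called 777 for C. albicans, 6 for Lcr35, 7 for preventive E. coli OP50, 16 for preventive Lcr35, 4 for curative E. coli OP50 and 12 for curative Lcr35 against E. coli OP50, 737 for C. albicans, 301 for preventive Lcr35 and 55 for curative Lcr35 against Lcr35, 1140 for preventive Lcr35 and 1227 for curative Lcr35 against C. albicans, and 3 for curative Lcr35 against curative E. coli OP50. limma voom with library weights called 0 for C. albicans, 6 for Lcr35, 0 for preventive E. coli OP50, 2 for curative E. coli OP50 and 35 for curative Lcr35 against E. coli OP50, 2 for C. albicans, 1939 for preventive Lcr35 and 2779 for curative Lcr35 against Lcr35, 0 for preventive Lcr35 and 20 for curative Lcr35 against C. albicans, and 353 for curative Lcr35 against curative E. coli OP50. The cause was not tested.

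Leaving out each library in turn moved the number of genes called in most comparisons; where E. coli OP50 keeps 1 library, it is assumed to vary like the other groups. The range was 27 (without E. coli OP50 replicate 1) to 507 (without C. albicans replicate 1) for C. albicans against E. coli OP50, 0 to 34 (without E. coli OP50 replicate 2) for Lcr35 against E. coli OP50, 0 to 42 (without E. coli OP50 replicate 2) for preventive E. coli OP50 against E. coli OP50, 0 to 53 (without E. coli OP50 replicate 2) for preventive Lcr35 against E. coli OP50 and 0 to 43 (without E. coli OP50 replicate 2) for curative E. coli OP50 against E. coli OP50. It was 0 to 33 (without E. coli OP50 replicate 2) for curative Lcr35 against E. coli OP50, 87 (without Lcr35 replicate 3) to 652 (without C. albicans replicate 1) for C. albicans against Lcr35, 29 (without Lcr35 preventive replicate 2) to 86 (without Lcr35 preventive replicate 1) for preventive Lcr35 against Lcr35 and 0 to 24 (without Lcr35 replicate 3) for curative Lcr35 against Lcr35. For the rest it was 33 (without Lcr35 preventive replicate 3) to 645 (without C. albicans replicate 1) for preventive Lcr35 against C. albicans, 28 (without Lcr35 curative replicate 3) to 661 (without C. albicans replicate 1) for curative Lcr35 against C. albicans, 0 to 2 (without E. coli OP50 curative replicate 1) for curative Lcr35 against curative E. coli OP50 and 0 to 1 (without E. coli OP50 curative replicate 1) for the difference between the orders. The preventive treatments gave 0 throughout. The cause was not tested, apart from the smaller number of libraries.

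Preventive Lcr35 against Lcr35 called 76 genes in 1 of 35 splits of their libraries, the real one (highest other 23). This lowest possible share, in 1 of several tests, leaves chance open. It is open too for preventive Lcr35 against C. albicans: 2 of 35 reached the real 92, the highest other with 290. That split puts C. albicans replicate 1 with 3 preventive libraries and preventive replicate 1 with the other 2 C. albicans ones. This points to a structure of the samples. With the library period as a block the real split called 271. The 10 splits of C. albicans and Lcr35 are too few for a share under 0.05 (real 179, highest other 1), as are those of curative Lcr35 and C. albicans (highest other 0). Between the preventive treatments the real split called 0 and the highest other of 35 called 1, between the curative treatments 0 and 2 of 35, for the difference between the orders 0 and 1 of 60, and between curative Lcr35 and Lcr35 0 and 0 of 10; every split reaches 0, so these test nothing.

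Of 2024 values that the alternatives give for 117 combinations of gene and comparison, 1642 kept their direction and their side of the threshold, 245 lost the call, 115 gained one and 22 changed sign. Of the 62 that edgeR called, 9 lost the call with median-of-ratios size factors, 8 with the replicate number as a block, 35 with only the conditions compared in the fit, 18 with the library period as a block and 41 with limma voom. The log2 fold changes that changed sign belong to 8 genes, given with the ends of their range when libraries were left out, and the cause was not tested. fipr-22 has 0 counts on C. albicans, and without E. coli OP50 replicate 2 cnc-4 and gst-22 have 0 on E. coli OP50, so their values there are no sizes. gst-22 (Lcr35 against E. coli OP50) went from 0.01 to -0.01 with median-of-ratios size factors or with any fit of DESeq2, -0.00 with only the conditions compared in the fit, -0.97 without E. coli OP50 replicate 1, -0.22 without Lcr35 replicate 3, -0.09 with the library period as a block, -0.03 without the libraries headed R1 and 9.46 without E. coli OP50 replicate 2. lec-11 (Lcr35 against E. coli OP50) went from -0.17 to 0.87 without E. coli OP50 replicate 1 and -0.77 without E. coli OP50 replicate 2. fat-7 (Lcr35 against E. coli OP50) went from 0.07 to -0.44 without E. coli OP50 replicate 1, -0.03 without Lcr35 replicate 1, -0.22 without Lcr35 replicate 2, -0.96 in the later libraries only and 0.90 without E. coli OP50 replicate 2. fipr-22 (C. albicans against E. coli OP50) went from -6.21 to 0.00 without E. coli OP50 replicate 2, 0.32 with limma voom and -7.19 without E. coli OP50 replicate 1. spp-16 (Lcr35 against E. coli OP50) went from -0.46 to 0.59 without E. coli OP50 replicate 2, 0.03 in the later libraries only and -1.04 without E. coli OP50 replicate 1. acl-12 (Lcr35 against E. coli OP50) went from -0.20 to 0.13 without Lcr35 replicate 1, 0.37 in the later libraries only and -0.62 without Lcr35 replicate 3. cnc-4 (C. albicans against E. coli OP50) went from 1.87 to -1.33 without C. albicans replicate 3 and 9.66 without E. coli OP50 replicate 2. clc-1 (Lcr35 against E. coli OP50) went from -0.16 to 0.41 with the library period as a block.

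Of 448 tests of gene lists, camera called 143 with a preset correlation, 0 with an estimated one, 128 with the library period as a block and 118 in the later libraries only, and fry called 53. The cause was not tested. The scaling moves the median of all genes by over 0.1 (log2) in C. albicans against E. coli OP50 (-0.27 with TMM, -0.15 with median-of-ratios size factors), C. albicans against Lcr35 (-0.47 and -0.28), preventive Lcr35 against C. albicans (0.35 and 0.22) and curative Lcr35 against C. albicans (0.41 and 0.21). Of 448 list medians, 26 change sign between the scalings, all near 0 and none of a list whose direction is stated.

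Against E. coli OP50, edgeR called 0 genes in the same direction in both conditions of each of 6 pairs, and at an adjusted p under 0.1 it called 1 for C. albicans and Lcr35, 1 for preventive E. coli OP50 and preventive Lcr35, 1 for C. albicans and preventive Lcr35 and 1 for C. albicans and curative Lcr35. DESeq2 on the conditions compared, at an adjusted p under 0.1, called 32 for C. albicans and Lcr35 (31 higher and 1 lower in both where independent lists would share 1.1 and 0.289), 23 for preventive E. coli OP50 and preventive Lcr35 (22 and 1, independent lists 0.104 and 0.00074), 10 for Lcr35 and preventive Lcr35 (10 and 0, independent lists 0.551 and 0.0177). It called 25 for C. albicans and preventive Lcr35 (23 and 2, independent lists 0.559 and 0.14), 55 for Lcr35 and curative Lcr35 (40 and 15, independent lists 3.29 and 0.606) and 37 for C. albicans and curative Lcr35 (22 and 15, independent lists 3.28 and 4.42). The comparisons share their E. coli OP50 libraries, and simulations with no effect gave correlations of 0.593 (observed 0.484, covariance 0.647 against a simulated 0.494) for C. albicans and Lcr35. Simulations called 0.05 genes in both on average and at most 1, against 1 observed (edgeR at 0.1). They leave out real effects, so how much the shared controls add is open.

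In the distances between profiles, 3 of 4 preventive Lcr35 libraries were closer to Lcr35 than to C. albicans, and 4 with the 500 most variable genes and 4 with rank correlation. 4 of 4 preventive Lcr35 libraries were closer to Lcr35 than to E. coli OP50, and 1 with the 500 most variable genes and 3 with rank correlation. Also, 3 of 3 curative Lcr35 libraries were closer to Lcr35 than to curative E. coli OP50, and 0 with the 500 most variable genes and 0 with rank correlation. 3 of 3 Lcr35 libraries were closer to E. coli OP50 than to C. albicans, and 2 with rank correlation. 2 of 3 C. albicans libraries were closer to E. coli OP50 than to Lcr35, and 0 with the 500 most variable genes and 0 with rank correlation. The other tallies did not change, and leaving out the lists of egg production and the cuticle changed none. Distances to C. albicans include the spread of its libraries (correlations of 0.592 to 0.663). The cause was not tested.

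In counts simulated with the depth and spread of the data, edgeR recovered 1.49% for C. albicans, 8.96% for Lcr35, 13.4% for preventive Lcr35 and 4.48% for curative Lcr35 of genes changed 4-fold against E. coli OP50.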

Differences from the paper's values

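The paper gives a threshold of 0.05 for its test with DESeq2, and its tables list adjusted values up to 0.0998. The counts by edgeR below are at an adjusted p under 0.05 in a fit of all libraries, and unless another threshold is named the alternatives use it too; DESeq2 on the conditions compared is at 0.1. The alternatives named with each value were set before the counts were opened. Genes higher on C. albicans and not called on Lcr35: 43 in the paper, 16 by edgeR. The difference closes with edgeR at an adjusted p under 0.1 (40) and not with DESeq2 on the conditions compared (89). Genes lower on C. albicans and not called on Lcr35: 153 in the paper, 96 by edgeR. The difference closes with DESeq2 on the conditions compared (127) and not with edgeR at an adjusted p under 0.1 (259). Genes higher on Lcr35 and not called on C. albicans: 132 in the paper, 0 by edgeR. It closes with neither edgeR at an adjusted p under 0.1 (0) nor DESeq2 on the conditions compared (58). Genes lower on Lcr35 and not called on C. albicans: 30 in the paper, 0 by edgeR. The difference closes with DESeq2 on the conditions compared (21) and not with edgeR at an adjusted p under 0.1 (0). These counts with DESeq2 cover genes tested in both of its fits; with genes tested in 1 fit only they are 90, 136, 110 and 23 in the same order, and the third then closes.

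Genes higher on Lcr35 than on E. coli OP50 (Table S1a): 157 in the paper, 0 by edgeR. It closes with DESeq2 on the conditions compared (141) and not with the other 12 alternatives (0 to 34; DESeq2 on all libraries (11), DESeq2 on all libraries at an adjusted p under 0.1 (27)). Genes higher on C. albicans than on E. coli OP50 (Table S1b): 68 in the paper, 16 by edgeR. The gap closes with the replicate number as a block (47) and without E. coli OP50 replicate 2 (59) and not with the other 11 alternatives (0 to 479; DESeq2 on all libraries (286), DESeq2 on all libraries at an adjusted p under 0.1 (479), DESeq2 on the conditions compared (121)). Genes lower on Lcr35 than on E. coli OP50 (Table S2a): 35 in the paper, 0 by edgeR. This closes with DESeq2 on the conditions compared (24) and not with the other 12 alternatives (0 to 4; DESeq2 on all libraries (1), DESeq2 on all libraries at an adjusted p under 0.1 (4)). Genes lower on C. albicans than on E. coli OP50 (Table S2b): 158 in the paper, 96 by edgeR. The values meet with the replicate number as a block (148), DESeq2 on the conditions compared (137) and without C. albicans replicate 2 (121) and not with the other 10 alternatives (27 to 794; DESeq2 on all libraries (493), DESeq2 on all libraries at an adjusted p under 0.1 (794)).

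Genes higher after preventive Lcr35 than on E. coli OP50: 97 in the paper, 0 by edgeR. It closes with DESeq2 on all libraries at an adjusted p under 0.1 (98) and not with the other 14 alternatives (0 to 61; DESeq2 on all libraries (52), DESeq2 on the conditions compared (61)). Genes lower after preventive Lcr35 than on E. coli OP50: 17 in the paper, 0 by edgeR. The gap closes with DESeq2 on all libraries at an adjusted p under 0.1 (13) and not with the other 14 alternatives (0 to 10; DESeq2 on all libraries (8), DESeq2 on the conditions compared (10)). Genes higher after curative Lcr35 than on E. coli OP50: 262 in the paper, 0 by edgeR. This closes with DESeq2 on the conditions compared (364) and not with the other 13 alternatives (0 to 32; DESeq2 on all libraries (15), DESeq2 on all libraries at an adjusted p under 0.1 (20)). Genes lower after curative Lcr35 than on E. coli OP50: 201 in the paper, 0 by edgeR. It closes with none of the 14 alternatives (0 to 350; DESeq2 on all libraries (14), DESeq2 on all libraries at an adjusted p under 0.1 (23), DESeq2 on the conditions compared (350)). Genes lower after preventive E. coli OP50 than on E. coli OP50 (Table S3a): 1 in the paper, 0 by edgeR. The values meet with DESeq2 on the conditions compared (1) and without E. coli OP50 replicate 2 (1) and not with the other 13 alternatives (0 to 5; DESeq2 on all libraries (2), DESeq2 on all libraries at an adjusted p under 0.1 (5)). Genes higher after preventive E. coli OP50 than on E. coli OP50 (Table S3d): 35 in the paper, 1 by edgeR. It closes with DESeq2 on all libraries (34) and without E. coli OP50 replicate 2 (41) and not with the other 13 alternatives (0 to 62; DESeq2 on all libraries at an adjusted p under 0.1 (62), DESeq2 on the conditions compared (23)). Genes higher after preventive Lcr35 than on E. coli OP50 (Table S3e): 96 in the paper, 0 by edgeR. The gap closes with DESeq2 on all libraries at an adjusted p under 0.1 (98) and not with the other 14 alternatives (0 to 61; DESeq2 on all libraries (52), DESeq2 on the conditions compared (61)).

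Genes higher in both C. albicans and Lcr35: 25 in the paper, 0 by edgeR. The difference closes with DESeq2 on the conditions compared (31) and not with edgeR at an adjusted p under 0.1 (1). Genes lower in both C. albicans and Lcr35: 5 in the paper, 0 by edgeR. It closes with neither edgeR at an adjusted p under 0.1 (0) nor DESeq2 on the conditions compared (1). Genes lower in both C. albicans and preventive Lcr35: 3 in the paper, 0 by edgeR. The difference closes with DESeq2 on the conditions compared (2) and not with edgeR at an adjusted p under 0.1 (0). Genes higher in both preventive E. coli OP50 and preventive Lcr35 (Table S3f): 30 in the paper, 0 by edgeR. The difference closes with DESeq2 on the conditions compared (22) and not with edgeR at an adjusted p under 0.1 (1). Genes with a log2 fold change in the range that the paper gives for its strongest falls on C. albicans: 71 in the paper, 0 by edgeR and 0 with DESeq2 on the conditions compared, which does not close the difference; 71 of these 71 genes have 0 counts in all 3 C. albicans libraries. Tables S2a and S2b print the fold changes of lower genes as positive values (35 and 158), and they were read as falls.

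Of the genes that the paper's tables list, edgeR called 14 of 68 in Table S1b, 13 of 158 in Table S2b and 1 of 35 in Table S3d, and none in the other tables. DESeq2 on the conditions compared called 105 of 157 in Table S1a, 66 of 68 in Table S1b, 14 of 35 in Table S2a, 76 of 158 in Table S2b and 1 of 1 in Table S3a. The same fits called 9 of 17 in Table S3b, 23 of 35 in Table S3d, 61 of 96 in Table S3e, 195 of 201 in Table S4b and 182 of 262 in Table S4e, where 1 of the genes in Table S4b was left out of the edgeR test by its low-count filter. DESeq2 on all libraries at an adjusted p under 0.1 called 23 in Table S1a, 54 in Table S1b, 3 in Table S2a, 63 in Table S2b, 6 in Table S3b, 27 in Table S3d, 62 in Table S3e, 23 in Table S4b and 15 in Table S4e, and at 0.05 8 in Table S1a, 46 in Table S1b, 45 in Table S2b, 4 in Table S3b, 22 in Table S3d, 44 in Table S3e, 14 in Table S4b and 10 in Table S4e. With the replicate number as a block, edgeR called 4 in Table S1a, 35 in Table S1b, 25 in Table S2b, 4 in Table S3d, 2 in Table S3e, 1 in Table S4b and 1 in Table S4e, and with only the conditions compared in the fit 25 in Table S1b, 49 in Table S2b, 27 in Table S4b and 8 in Table S4e. When E. coli OP50 replicate 2 was left out, edgeR called 7 of the listed genes in Table S1b, 0 in Table S3a and 4 in Table S3d, and without C. albicans replicate 2 it called 8 in Table S2b, so most genes that these counts hold are not the listed ones. With the library period as a block, chosen after seeing the values, edgeR called 55 genes higher and 132 lower on C. albicans, within 1.5 times the paper's counts, with 10 of the 68 genes in Table S1b and 9 of the 158 in Table S2b among them. The later libraries only, also chosen after seeing the values, gave 77 genes higher after preventive Lcr35, within 1.5 times the paper's count, and left out 58 of the 96 genes in Table S3e. Every gene of these tables that was tested had the listed direction in the edgeR fit, and the fold changes correlated at 0.795 (Table S2b) to 0.997 (Table S4b) across genes (Pearson).

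The paper names genes as changed that edgeR did not call, all with the direction the paper gives; log2 fold changes are followed by the adjusted p of edgeR and of DESeq2 on the conditions compared. On Lcr35 these are lys-3 (adjusted p = 0.999; DESeq2 adjusted p = 0.00349), lpr-5 (3.61, adjusted p = 1; DESeq2 adjusted p = 0.00247), lpr-6 (3.30, adjusted p = 1; DESeq2 adjusted p = 0.00184), bli-2 (1.85, adjusted p = 1; DESeq2 adjusted p = 0.0448) and fat-3 (1.42, adjusted p = 0.999; DESeq2 adjusted p = 0.024). They also include lpr-3 (2.07, adjusted p = 1; DESeq2 adjusted p = 0.132), cuti-1 (2.69, adjusted p = 1; DESeq2 adjusted p = 0.0617), acs-7 (2.28, adjusted p = 0.888; DESeq2 adjusted p = 0.0889) and sod-4 (3.02, adjusted p = 1; DESeq2 adjusted p = 0.166). Lower on Lcr35 are elo-5 (-1.90, adjusted p = 0.409; DESeq2 adjusted p = 0.00349) and elo-6 (-1.68, adjusted p = 0.214; DESeq2 adjusted p = 0.0191). Lower on C. albicans are col-81 (-6.73, adjusted p = 0.16; DESeq2 adjusted p = 6.4e-32), col-129 (-6.09, adjusted p = 0.16; DESeq2 adjusted p = 2.15e-34) and col-139 (-8.65, adjusted p = 0.0915; DESeq2 adjusted p = 2.15e-34), which the paper puts first by significance. Of the collagens it gives as higher on both microorganisms, edgeR called col-98 and col-103 on C. albicans, and on Lcr35 none of col-10 (1.56, adjusted p = 1; DESeq2 adjusted p = 0.00755), col-42 (1.72, adjusted p = 0.798; DESeq2 adjusted p = 0.0484), col-98 (1.35, adjusted p = 0.999; DESeq2 adjusted p = 0.0656) and col-103 (2.32, adjusted p = 0.0588; DESeq2 adjusted p = 0.00502). After curative Lcr35 they are hrg-3 (adjusted p = 1; DESeq2 adjusted p = 0.00151), hrg-4 (3.62, adjusted p = 1; DESeq2 adjusted p = 0.00152), hrg-7 (3.35, adjusted p = 0.647; DESeq2 adjusted p = 1.9e-21), rps-7 (0.51, adjusted p = 1; DESeq2 adjusted p = 0.0506), rps-11 (0.50, adjusted p = 1; DESeq2 adjusted p = 0.105), rps-14 (0.60, adjusted p = 1; DESeq2 adjusted p = 0.195) and col-103 (1.34, adjusted p = 0.697; DESeq2 adjusted p = 0.0479) among higher genes. The lower ones are elo-5 (-0.76, adjusted p = 1; DESeq2 adjusted p = 0.0256), elo-6 (-0.88, adjusted p = 1; DESeq2 adjusted p = 0.0591), nhr-114 (-2.28, adjusted p = 0.294; DESeq2 adjusted p = 1.51e-18), col-71 (-0.92, adjusted p = 1; DESeq2 adjusted p = 0.116), col-133 (-0.69, adjusted p = 1; DESeq2 adjusted p = 0.0771) and col-138 (-0.95, adjusted p = 1; DESeq2 adjusted p = 0.11). For nlp-29 edgeR and the paper both give higher counts on C. albicans (log2 fold change 2.93, adjusted p = 0.0312).

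The paper gives a structural response to Lcr35 with more cuticle transcripts. Among 134 cuticle collagens, 84 had a positive log2 fold change, with a median of 0.30, 0 called by edgeR and 1 higher when adjusted over the list alone, while DESeq2 on these 2 conditions at an adjusted p under 0.1 called 16 higher and 0 lower; the list did not differ from other genes (camera adjusted p = 0.952, adjusted p = 0.994 with an estimated correlation). The genes of the molt and apical matrix (22 of 24 positive, camera adjusted p = 3.1e-05, adjusted p = 0.774 with an estimated correlation, adjusted p = 0.214 with the library period as a block and the direction reversed, adjusted p = 0.774 in the later libraries alone with 1 Lcr35 library and the direction reversed) and the furrow collagens (6 of 6 positive, camera adjusted p = 0.00267, adjusted p = 0.63 with an estimated correlation, adjusted p = 0.915 with the library period as a block and the direction reversed, adjusted p = 0.116 in the later libraries alone with 1 Lcr35 library) were higher as groups, in the direction of the paper. It gives lower host defense genes after curative Lcr35 than on Lcr35 alone: of 13 lysozymes 8 had a negative log2 fold change (camera adjusted p = 0.569, adjusted p = 0.931 with an estimated correlation), of 17 saposin-like proteins 14 (camera adjusted p = 0.14, adjusted p = 0.839 with an estimated correlation) and of 39 antifungal peptides 24 (camera adjusted p = 0.404, adjusted p = 0.928 with an estimated correlation). It describes a cluster of both preventive treatments apart from C. albicans, and places preventive Lcr35 closer to Lcr35 alone. Of 4 preventive Lcr35 libraries, 3 were closer to Lcr35 alone than to C. albicans, and 0 were closer to Lcr35 alone than to preventive E. coli OP50. The preventive treatments share their experiment numbers and periods, which may by itself draw these profiles together.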

Other observations

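The tests on abundant genes were chosen only after the result was seen. Of 14809 tested genes, 2512 had 0 counts in all 3 C. albicans libraries, among them 41 of the 96 genes called lower than on E. coli OP50. When 3 Lcr35 libraries were thinned to the same counts, ribosomal RNA included, 479 such genes were left. The C. albicans libraries hold more ribosomal RNA (5.95% to 60.6%, against 1.34% to 18.5% on Lcr35), so 479 understates what depth gives. At an equal 197181 counts without ribosomal RNA, 7947 to 10343 genes were detected on C. albicans and 11711 to 12125 on Lcr35, which argues against depth alone. A candidate explanation is loss of transcripts independently in each library, which would give 2298, so that the observed number is 1.09 times the expected one; the data were not set against a measure of RNA quality. Repression by C. albicans stays open, since these genes were at 0 in the 5 earlier libraries of other conditions 1.1 times as often as all genes of their abundance. Among genes of at least 20 CPM elsewhere, 69 were at 0 in all 3, 6.7 times the 10.3 expected, which argues against independent loss as the whole cause for these, and with 0 later C. albicans libraries repression cannot be told apart from the library period there.

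Some gene lists belong at no claim, and their median log2 fold changes are given here. The 44 sperm genes were lower after preventive (-0.60, camera adjusted p = 4.67e-06, adjusted p = 0.84 with an estimated correlation, adjusted p = 0.0792 in the later libraries alone) and curative E. coli OP50 (-0.58, camera adjusted p = 4.63e-05, adjusted p = 0.86 with an estimated correlation, adjusted p = 0.102 in the later libraries alone) than on E. coli OP50 alone. They were higher after curative Lcr35 than after curative E. coli OP50 (0.82, camera adjusted p = 8.85e-07, adjusted p = 0.826 with an estimated correlation). The 13 genes of neurons were lower in the last comparison (-0.57, camera adjusted p = 0.0324, adjusted p = 0.63 with an estimated correlation, adjusted p = 0.614 with the library period as a block, adjusted p = 0.823 in the later libraries alone). Of 9 genes of iron and metal handling, 7 had higher values after preventive Lcr35 than on E. coli OP50 (0.93, camera adjusted p = 0.00774, adjusted p = 0.191 with an estimated correlation), 3 of them when adjusted over the list alone. Of 16 genes of p38, insulin and JNK signaling, 9 had a positive value on Lcr35 relative to E. coli OP50 (0.24, camera adjusted p = 0.372, adjusted p = 0.878 with an estimated correlation). No member of these lists was called over all genes by edgeR in the comparisons named.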
